# AdipoR1–AMPK axis suppresses breast cancer across molecular subtypes via multimodal cell death pathways, including ferroptosis and apoptosis

**DOI:** 10.1038/s41419-026-08583-7

**Published:** 2026-03-26

**Authors:** Shinya Sato, Takashi Yamanaka, Yukako Komori, Mutsumi Ishida, Yoshiyasu Nakamura, Toshinari Yamashita, Yohei Miyagi

**Keywords:** Breast cancer, Translational research

## Abstract

Adipokines secreted by adipocytes have emerged as critical modulators of cancer progression, particularly in obesity-associated malignancies. However, their therapeutic relevance and the tumor types responsive to adipokine pathways remain unclear. To identify adipokine-driven cancers and assess the therapeutic potential of adipokine signaling, we conducted a pan-cancer transcriptome analysis of the expression of various adipokine receptors in 31 tumor types. AdipoR1 was most frequently amplified and overexpressed in breast cancer across molecular subtypes. In the functional analysis, AdipoR1 stimulation using the agonist AdipoRon activated AMPK signaling, suppressed proliferation and migration, and induced apoptosis in both hormone receptor (HR)-positive (MCF7, T47D) and triple-negative (MDA-MB-231, MDA-MB-468) breast cancer cells. Notably, RNA-Seq analysis revealed that AdipoR1 stimulation upregulated ferroptosis-related genes, DDIT3, HMOX1, and IRE1α, and downregulated proliferation-related genes, estrogen receptor and TROP2, in breast cancer cell lines. Immunoblotting confirmed these changes at the protein level. AdipoR1 activation enhanced the efficacy of chemotherapeutic agents. In vivo, AdipoRon significantly reduced tumor growth and induced necrotic cell death. AdipoR1 activation exerts multimodal antitumor effects by engaging cell death and hormone receptor signaling. These findings establish AdipoR1 as a valuable therapeutic target in breast cancer and support further development of adipokine receptor-targeting therapies.

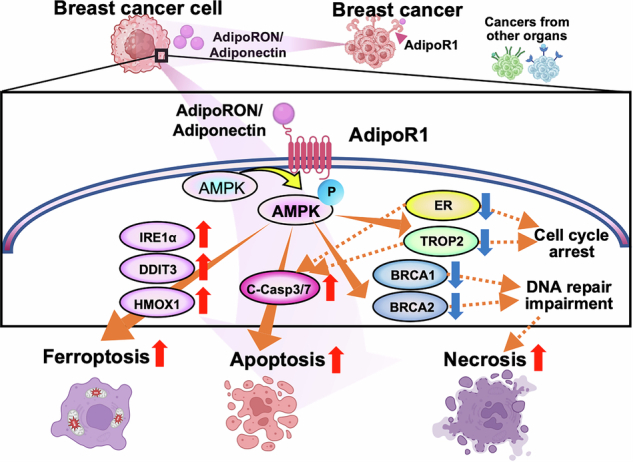

## Introduction

The tumor microenvironment (TME) comprises cancer cells surrounded by organ-specific resident and stromal cells such as immune cells, blood vessel cells, fibroblasts, neurons, myocytes, and adipocytes [1–3]. In recent years, the importance of stromal cells interacting with cancer cells in cancer progression has become increasingly evident [4–6]. The cancer-regulatory mechanisms of immune cells, blood vessel cells, and fibroblasts have been identified, and drugs targeting cancer–stromal interaction mechanisms have been applied in standard cancer therapy [7–10]. The mechanism of action of therapies targeting stromal cells, such as immune and blood vessel cells, differs from that of conventional therapies targeting cancer cells and exerts additive effects when combined with cancer-targeting therapies [11–14]. Therapies targeting stromal cells are essential for improving the efficacy of cancer treatment; however, the roles of certain stromal cells in the TME are still not fully understood, and further research is required to advance cancer treatment.

Adipocytes are stromal cells found extensively throughout the body, except in the brain, and they exist in the TME along with cancer cells at nearly all primary and metastatic cancer sites. Adipocytes not only interact directly with cancer cells, but they also secrete various factors that influence cancer progression [15]. Adipokines are secreted factors unique to adipocytes. More than 30 types of adipokines, including adiponectin and leptin, have been identified and functionally analyzed [16–18]. Certain adipose-derived secretory factors reportedly affect cancer growth; however, most have only been studied in preliminary in vitro studies using cell lines or in epidemiological studies [19–27]. Moreover, the detailed molecular mechanisms by which adipokines control cancer growth and progression remain understudied, and whether the genetic background and histological characteristics of cancer affect these mechanisms remains unknown. For the practical application of adipokine-targeted cancer therapy, cellular and animal model studies are required to elucidate and validate these mechanisms. Furthermore, to optimize treatment, it is necessary to identify the specific types of cancer in which adipokines are important for proliferation control, as well as their genetic and molecular subtypes, by analyzing patient samples.

This study aimed to identify specific cancer types in which adipokines are involved in growth control and to elucidate the underlying molecular mechanisms. Using The Cancer Genome Atlas (TCGA) data, we analyzed the gene expression of approximately 30 adipokines and adipokine receptors in more than 8000 patients with cancers originating from various organs. We found that adiponectin receptor 1 (AdipoR1) was highly expressed in breast cancer across genetic subtypes. Next, based on database analysis results and our previous research on adiponectin-mediated cancer control [25, 26], we analyzed the effect of adiponectin receptor stimulation on cancer cell control using multiple breast cancer cell lines of different genetic and molecular subtypes. Furthermore, we examined the cancer control effects of adiponectin receptor stimulation in combination with existing therapeutic drugs. Finally, we examined the effect of adiponectin receptor stimulation on breast cancer proliferation in vivo. This study reveals that adiponectin receptor stimulation is a novel therapeutic modality that transcends genetic and molecular breast cancer subtypes and demonstrates that controlling adipocytes and their secretory factors is important for breast cancer treatment.

## Results

### Pan-cancer analysis to identify cancer types expressing adipokine receptors

To identify cancer types in which adipokine receptors may serve as therapeutic targets and to elucidate the mechanisms of cancer suppression by adipokine signaling, we conducted experiments using public datasets, clinical tissues, cell lines, and animal models (Fig. 1A). First, we aimed to identify cancer types in which adipocyte-secreted factors, including adipokines and lipid metabolism-activating factors, are deeply involved in cancer progression. To this end, we analyzed the mRNA expression, DNA amplification, and deletion of 37 genes involved in adipokine recognition, adipokine signaling activation, and β-oxidation (Table 1) in 8433 pan-cancer cases across 31 tumor types, using data from the TCGA database in cBioPortal. We found that adipokine receptor expression fluctuated in breast, colon, liver, and lung cancers, whereas little fluctuation was observed in brain tumors (Fig. 1B). This finding corroborates that central nervous system tumors do not depend on adipokine signaling because the central nervous system is poor in adipocytes [28–30], and this validates the present analysis. We then aimed to identify cancers with significantly altered adipokine receptor expression. Among all cancers, the expression of many adipokine receptors and their ligands was altered in breast, colon, kidney, liver, lung, thyroid, and uterine cancers. In these cancers, most adipokine receptor and ligand genes with altered expression, such as *ACADL*, *DCN*, *FABP4*, and *LEPR*, were downregulated, whereas *ADIPOR1* and *APLN* were upregulated. We decided to focus on breast cancer, in which multiple adipokine receptors showed significantly altered expression, including widespread upregulation of *ADIPOR1*.

**Fig. 1:**
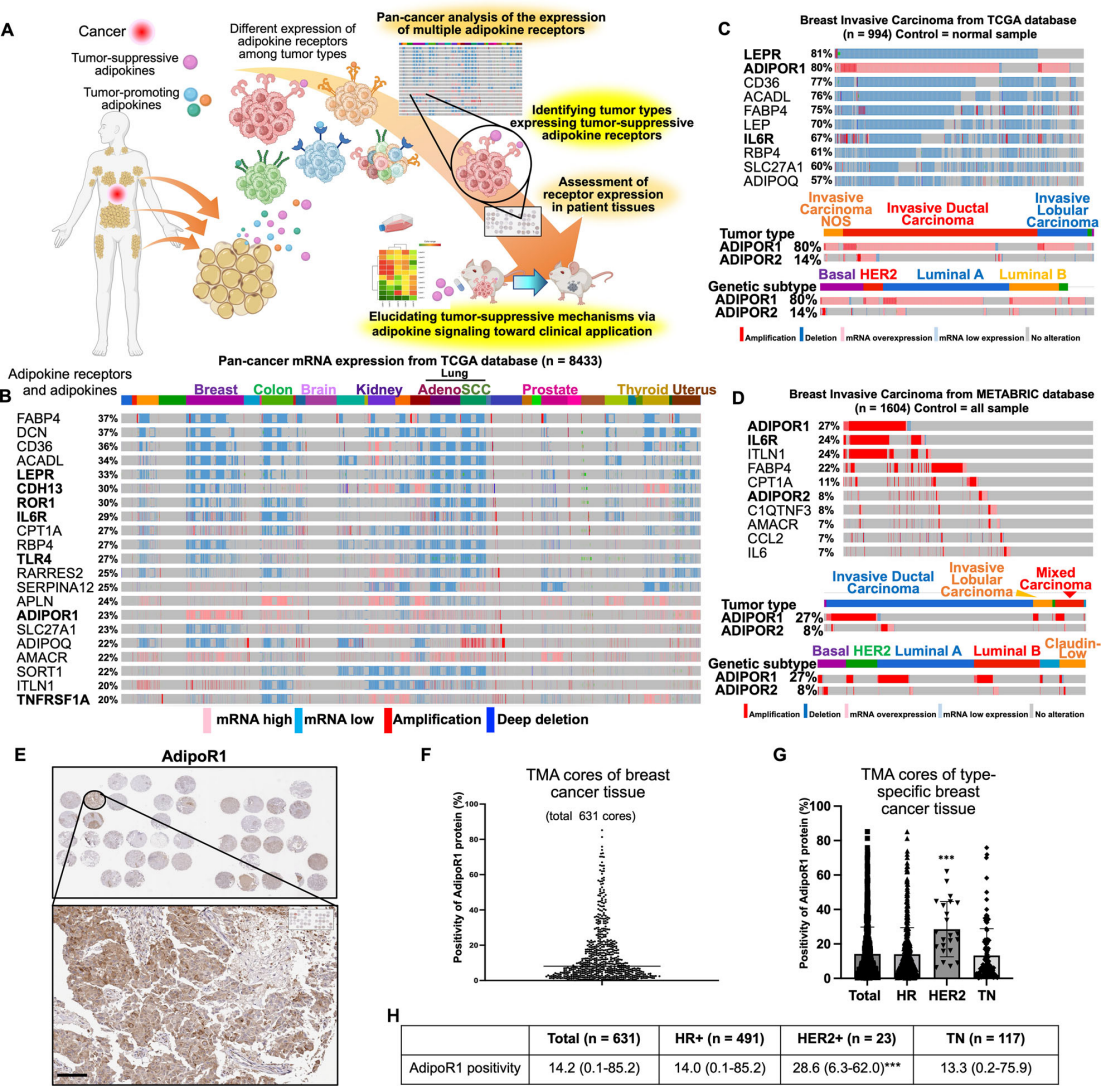
Pan-cancer adipokine expression analysis using large public databases reveals specific expression of adipokine receptors in breast cancer. **A** Overview of the study concept and design. **B** Global adipokine signaling-related gene expression differences in whole tumor tissues versus normal tissues in the TCGA database (*n* = 8433) in cBioPortal. From left to right: *ADIPOR1* mRNA expression, DNA amplification, and DNA deletion in acute myeloid leukemia, adrenocortical carcinoma, bladder urothelial carcinoma, brain lower grade glioma, breast invasive carcinoma, cervical squamous cell carcinoma, cholangiocarcinoma, colorectal adenocarcinoma, diffuse large B-cell lymphoma, esophageal adenocarcinoma, glioblastoma multiforme, head and neck squamous cell carcinoma, kidney chromophobe carcinoma, kidney renal clear cell carcinoma, kidney renal papillary cell carcinoma, liver hepatocellular carcinoma, lung adenocarcinoma, lung squamous cell carcinoma, mesothelioma, ovarian serous cystadenocarcinoma, pancreatic adenocarcinoma, pheochromocytoma and paraganglioma, prostate adenocarcinoma, sarcoma, skin cutaneous melanoma, stomach adenocarcinoma, testicular germ cell tumors, thymoma, thyroid carcinoma, uterine carcinosarcoma, uterine corpus endometrial carcinoma, and uveal melanoma were identified. The top 21 differentially expressed, amplified, and/or deleted genes among 37 adipokine signaling-related genes are shown. **C** Adipokine signaling-related gene expression differences in breast cancer tissues versus normal tissues in the TCGA database (*n* = 994) in cBioPortal. The top 10 differentially expressed adipokine signal-related genes in breast cancer tissue versus normal breast tissue are shown. The lower panel shows *ADIPOR1* and *ADIPOR2* expression rates and mutation by histopathological and genetic subtypes. **D** Adipokine signal-related gene expression differences in breast cancer tissues versus diploid samples in the METABRIC database (*n* = 1604) in cBioPortal. The top 10 differentially expressed adipokine signal-related genes in breast cancer tissue versus normal breast tissue are shown. The lower panel shows the *ADIPOR1* and *ADIPOR2* expression rates and mutations by histopathological and genetic subtypes. **E** Immunohistochemical staining of AdipoR1 in breast cancer tissue using tissue microarrays (TMAs). Representative images of anti-AdipoR1-stained (brown) invasive fronts are shown. **F** Percentage of AdipoR1-positive cells per TMA core. **G**, **H** Average percentage of AdipoR1-positive cells in TMA cores of various breast cancer subtypes. ***P < 0.001; one-way ANOVA followed by Tukey’s multiple comparison tests.

**Table 1:** List of adipokines and adipokine receptors analyzed in the present study.

Gene symbol	Gene name	Functions
*ACADL*	Acyl-CoA dehydrogenase long chain	Enzyme involved in fatty acid metabolism
*ADIPOQ*	Adiponectin	Adipokine
*ADIPOR1*	Adiponectin receptor 1	Adipokine receptor
*ADIPOR2*	Adiponectin receptor 2	Adipokine receptor
*AMACR*	Alpha-methylacyl-CoA racemase	Beta-oxidation-related enzyme
*APLN*	Apelin	Adipokine
*APLNR*	Apelin receptor	Adipokine receptor
*C1QTNF3*	C1q and TNF-related protein 3	Adipokine
*CD36*	CD36	Overexpressed in adipose tissue
*CCL2*	C-C Motif chemokine ligand 2	Adipokine
*CCR2*	C-C Motif chemokine receptor 2	Adipokine receptor
*CCR4*	C-C Motif chemokine receptor 4	Adipokine receptor
*CDH13*	Cadherin 13	Associated with the adipokine level
*CMKLR2*	Chemerin chemokine-like receptor 2	Adipokine receptor
*CPT1A*	Carnitine palmitoyltransferase 1A	Enzyme related to fatty acid oxidation
*DCN*	Decorin	Adipokine
*FABP4*	Fatty acid binding protein 4	Fatty acid binding protein for transport
*GRN*	Granulin precursor	Adipokine
*IL6*	Interleukin 6	Cytokine
*IL6R*	Interleukin 6 receptor	Cytokine receptor
*ITLN1*	Intelectin 1	Adipokine
*LEP*	Leptin	Adipokine
*LEPR*	Leptin receptor	Adipokine receptor
*NAMPT*	Nicotinamide phosphoribosyltransferase	Adipokine (known as visfatin)
*PAQR3*	Progestin and AdipoQ receptor family member 3	Adipokine receptor
*RARRES2*	Retinoic acid receptor responder 2	Adipokine (known as chemerin)
*RBP4*	Retinol binding protein 4	Adipokine
*RETN*	Resistin	Adipokine
*ROR1*	Receptor tyrosine kinase-like orphan receptor 1	Adipokine receptor
*SERPINE1*	Serpin family E member 1	Adipokine
*SLC22A5*	Solute carrier family 22 member 5	Lipid metabolism
*SLC27A1*	Solute carrier family 27 member 1	Adipokine
*SORT1*	Sortilin 1	Lipid metabolism
*TLR4*	Toll-like receptor 4	Adipokine receptor
*TNF*	Tumor necrosis factor	Cytokine
*TNFRSF1A*	TNF receptor superfamily member 1A	Cytokine receptor
*TNFRSF1B*	TNF receptor superfamily member 1B	Cytokine receptor

### AdipoR1 mRNA and protein are widely expressed in breast cancer across molecular and histological subtypes

Using TCGA data from breast cancer patients alone, we comprehensively analyzed expression changes in adipokine receptors in breast cancer versus normal breast tissue. *ADIPOR1* was highly expressed in 78% of all breast cancers. Further analysis revealed that *ADIPOR1* mRNA was overexpressed in more than 50% of cases of all four major gene subtypes, including luminal A and B, HER2, and triple-negative (TN), and in more than 50% of cases of both invasive ductal and lobular carcinoma, the major histological breast cancer types (Fig. 1C). The reproducibility of these results was verified using another dataset from the METABRIC database, in which the average of all cancer samples is used as a control instead of normal tissues. *ADIPOR1* DNA amplification or mRNA overexpression was observed in 27% of breast cancers, and *ADIPOR1* was the most frequently amplified and overexpressed gene among the 37 genes analyzed (Fig. 1D). Further analysis using yet another dataset and two types of controls corroborated these findings (Supplementary Fig. S1A–D).

To comprehensively analyze the expression status of adiponectin receptor proteins in breast cancer, AdipoR1 immunostaining was performed on 632 breast cancer tissue cores from 210 anonymized patients. AdipoR1-positive cancer cells were observed in all groups, including the hormone receptor (HR) (estrogen receptor [ER] and progesterone receptor [PgR])-positive, human epidermal growth factor receptor 2 (HER2)-positive, and HR- and HER2-negative (TN) groups (Fig. 1E, F). The percentage of stained cancer cells was significantly higher in the HER2-positive group than in the other groups (Fig. 1G, H). Taken together, these results indicate that AdipoR1 is widely expressed in breast cancer tissues at both the mRNA and protein levels.

### AdipoR1 expression in human and mouse breast cancer cell lines

Although studies have shown that AdipoR1 stimulation regulates cancer cell proliferation [31–36], the detailed underlying mechanism in breast cancer remains unknown. Further, the significance of AdipoR1 signaling activation in breast cancers of different genetic and molecular subtypes remained unclear. Therefore, we investigated the effects of AdipoR1 stimulation on breast cancer cells using human breast cancer cell lines of various genetic and molecular subtypes, including HR-positive MCF7 and T47D cells and TN MDA-MB-231 and MDA-MB-468 cells. First, we confirmed the expression of AdipoR1 in each cell line. Data from the DepMap Portal (https://depmap.org/portal/ccle/) and the Human Protein Atlas (https://www.proteinatlas.org) confirmed *ADIPOR1* mRNA expression in all four cell lines (Supplementary Fig. S1E). In quantitative polymerase chain reaction (PCR) analysis, *ADIPOR1* mRNA expression trends in the four cell lines were similar to those in the public databases (Fig. 2A). Western blot analysis showed that AdipoR1 protein expression correlated with mRNA expression in all cell lines except MCF7 (Fig. 2B). Finally, we investigated *AdipoR1* expression in mouse breast cancer cell lines used in experiments, including TN 4T1-Luc mouse cells and HR-positive EO771 mouse cells. Both mouse cell lines expressed *AdipoR1* mRNA (Fig. 2A).

**Fig. 2:**
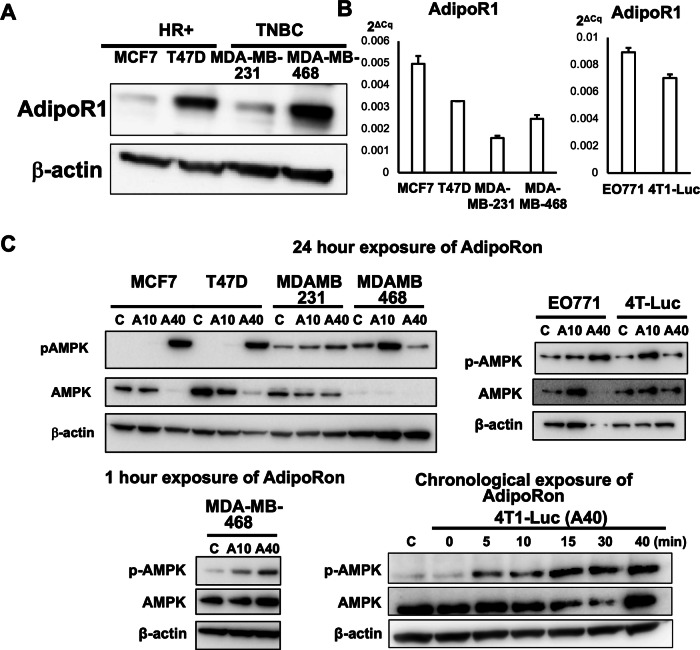
Breast cancer cell lines express AdipoR1, and AdipoRon activates AdipoR1 signaling. **A** AdipoR1 protein expression in MCF7, T47D, MDA-MB-231, and MDA-MB-468 human breast cancer cells. **B** *ADIPOR1* mRNA expression in MCF7, T47D, MDA-MB-231, and MDA-MB-468 human breast cancer cells and EO771 and 4T1-Luc mouse breast cancer cells. **C** Upper panel: pAMPK and AMPK protein expression in breast cancer cell lines 24 h after AdipoRon (40 µg/mL) exposure. Lower panel: time course of pAMPK and AMPK protein expression in breast cancer cell lines over 1 h after exposure to AdipoRon (40 µg/mL).

### The synthetic AdipoR1 agonist AdipoRon induces AMPK phosphorylation in breast cancer cell lines of various genetic subtypes

AdipoRon, an AdipoR1 agonist [37], activates AdipoR1 signaling and is widely used in in vitro and in vivo experiments [36, 38–40] (Supplementary Fig. S1F). As AdipoR1 signaling activation enhances AMPK phosphorylation [41–43], we exposed the human and mouse cell lines to AdipoRon at different concentrations (10 or 40 µg/mL) and then analyzed AMPK phosphorylation using western blotting. AdipoRon treatment enhanced phosphorylated AMPK levels in all cell lines (Fig. 2C). Interestingly, after 24 h of drug exposure, no clear increase in AMPK phosphorylation was observed in MDA-MB-468 and 4T1-Luc cells in the high-concentration AdipoRon groups. As AMPK phosphorylation progresses minute by minute [44], we reasoned that phosphorylation had occurred at an earlier time point. Therefore, we analyzed AMPK phosphorylation 1 h after AdipoRon exposure. As expected, AMPK phosphorylation in MDA-MB-468 and 4T1-Luc cells was enhanced within 1 h of exposure to AdipoRon at a high concentration (Fig. 2C). These results indicate that the AdipoR1 receptor is universally expressed in breast cancer cell lines of different genetic backgrounds and that AdipoRon promotes AdipoR1 signaling activation in breast cancer cells.

### AdipoR1 stimulation inhibits breast cancer cell proliferation via apoptosis across cancer subtypes

Based on the above results, we next scrutinized the phenotypic changes in cancer cells induced by AdipoRon. First, we examined the effect of AdipoRon treatment on proliferation. AdipoRon significantly inhibited proliferation in both HR-positive and TN cell lines in a concentration-dependent manner (Fig. 3A). To investigate whether apoptosis was involved, we examined caspase 3/7 activation using fluorescence staining (Fig. 3B). The results showed that AdipoRon exposure induced apoptosis via caspase 3/7 activation in all cell lines; however, the degree of activation differed among the cell lines (Fig. 3B): while apoptosis was significantly promoted in MCF7 and EO771 breast cancer cells, its induction in T47D and TN cells was limited. We next examined the effect of AdipoRon treatment on cell migration using a scratch assay. To avoid the effect of cell proliferation inhibition observed 48 h after drug exposure, we analyzed the cells within 24 h after AdipoR1 exposure. Migration was significantly reduced in all cell lines after AdipoRon treatment (Fig. 3C). These results demonstrated that the activation of AdipoR1 signaling by AdipoRon-induced apoptosis-mediated cell death and cell migration inhibition in breast cancer cells across genetic and molecular subtypes.

**Fig. 3:**
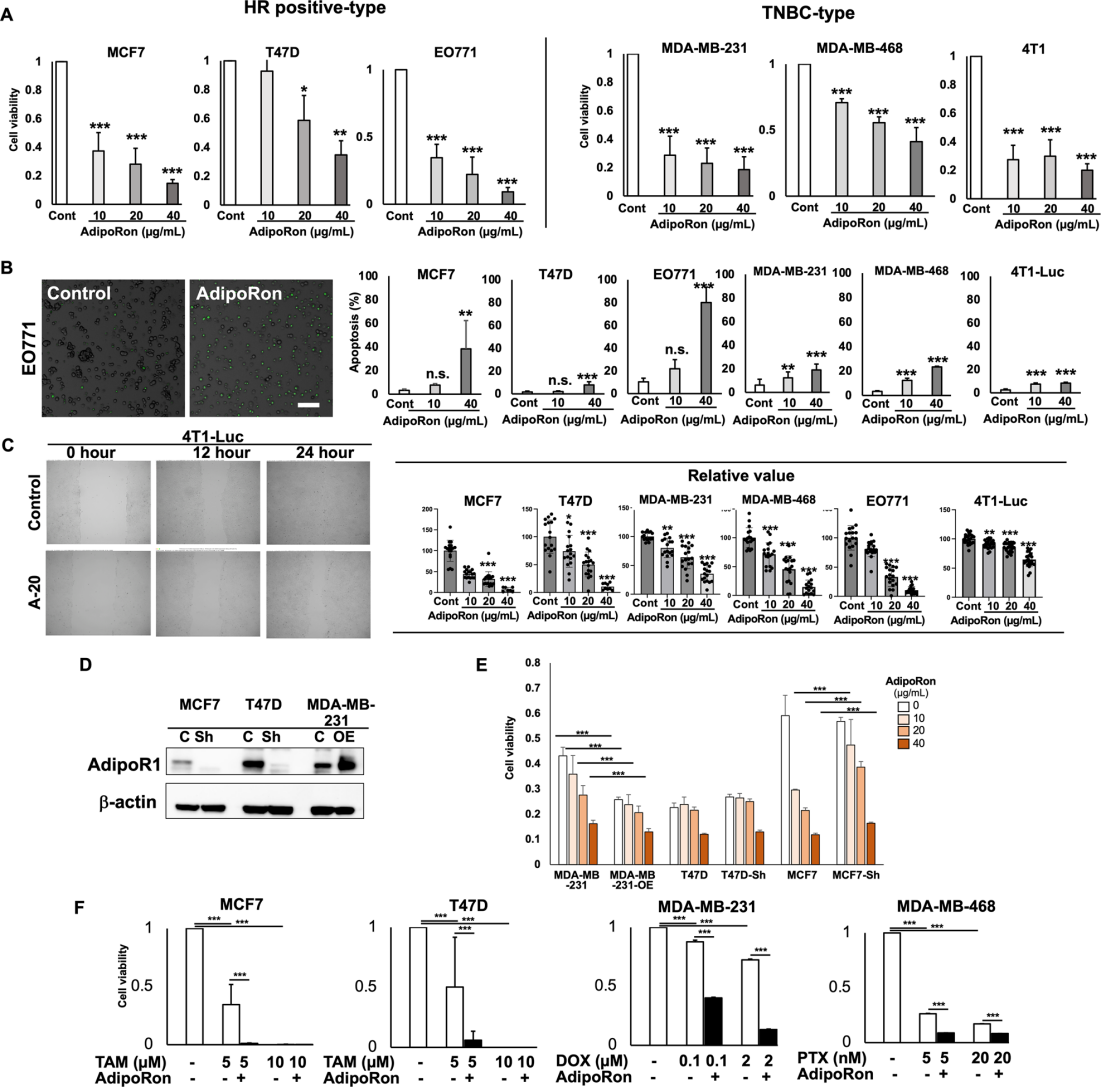
AdipoR1 stimulation suppresses cell proliferation and migration and induces apoptosis. **A** CCK-8 assay of human and mouse breast cancer cell lines after the indicated treatments. *P < 0.05, **P < 0.01, ***P < 0.001; one-way ANOVA followed by Tukey’s multiple comparison tests. **B** Apoptosis assay of breast cancer cell lines after the indicated treatments. Active caspase 3/7 protein was detected after 24 h of AdipoRon (10 or 40 µg/mL) or DMSO exposure (Cont). Left panel: representative image of EO771 cells treated or not with AdipoRon. Right panel: activated caspase 3/7 positivity after AdipoRon treatment in breast cancer cell lines. **P < 0.01, ***P < 0.001; one-way ANOVA followed by Dunnett’s multiple comparison tests. **C** Wound scratch assay of breast cancer cell lines after the indicated treatments. Left panel: representative images of 4T1-Luc cells after 0, 12, and 24 h in the presence or absence (control) of AdipoRon. Right panel: percentage wound recovery after AdipoRon treatment in breast cancer cell lines. *P < 0.05, **P < 0.01, ***P < 0.001; one-way ANOVA followed by Dunnett’s multiple comparison tests. **D** Western blot analysis of AdipoR1 expression in breast cancer cell lines. Sh cell lines stably expressing shRNA targeting AdipoR1, OE cell lines stably expressing AdipoR1 through lentiviral transfection. **E** CCK-8 assay of human and animal breast cancer cell lines stably expressing shRNA targeting AdipoR1 (Sh) or AdipoR1 (OE) after AdipoRon treatment. ***P < 0.001; one-way ANOVA followed by Dunnett’s multiple comparison tests. **F** CCK-8 assay of human breast cancer cell lines exposed to DMSO for control, AdipoRon (20 µg/mL), tamoxifen (TAM, 5 or 10 µM), paclitaxel (PTX, 5 or 20 nM), or doxorubicin (DOX, 0.1 or 2 µM). ***P < 0.001; one-way ANOVA followed by Tukey’s multiple comparison tests.

In pancreatic cancer cell lines, AdipoRon has been reported to induce mitochondrial uncoupling and increase glucose uptake, subsequently enhancing glycolysis. In addition, the glycolysis inhibitor 2-deoxy-D-glucose (2DG) was shown to enhance AdipoRon’s antiproliferative effects [45]. Based on these findings, we first examined the protein expression of UCP2, which is typically upregulated by mitochondrial uncoupling, as well as oxidative phosphorylation (OXPHOS)-related proteins and Tom20, which are known to decrease under mitochondrial dysfunction, in breast cancer cell lines treated with AdipoRon. No increase in UCP2 expression was observed in any of the cell lines. In contrast, MCF7 cells exhibited decreased expression of OXPHOS-related proteins, including SDHB and MTCO2, as well as Tom20 (Supplementary Fig. S2A). We then used hormone receptor-positive and triple-negative breast cancer cell lines to examine whether fluorescently labeled glucose, 2-(N-(7-nitrobenz-2-oxa-1,3-diazol-4-yl)amino)-2-deoxyglucose (2-NBDG), enhanced glucose uptake in response to AdipoRon treatment. We also evaluated whether 2DG enhanced the antiproliferative effect of AdipoRon. However, no significant enhancement was observed in either case (Supplementary Fig. S2B). Finally, UCP2 and Tom20 expression in breast cancer tissues from AdipoRon-treated mice was evaluated by immunohistochemistry, and no significant differences were observed compared with controls (Supplementary Fig. S2C). Taken together, these findings suggest that the metabolic alterations induced by AdipoRon may differ depending on the tumor origin and individual cell line.

### AdipoR1 expression correlates with the regulatory effect of AdipoR1 agonist on cell proliferation

To clarify whether cancer cell growth regulation by AdipoRon correlates with the amount of AdipoR1, we performed *ADIPOR1* expression regulation experiments. We generated *ADIPOR1* overexpression and suppression lines by transfecting human breast cancer cell lines with lentiviral *ADIPOR1* expression and shRNA vectors, respectively. AdipoR1 protein expression was increased and decreased in the *ADIPOR1* overexpression and suppression lines, respectively (Fig. 3D). The cell proliferation-inhibitory effect of AdipoRon treatment was significantly attenuated after *ADIPOR1* silencing and enhanced upon *ADIPOR1* overexpression (Fig. 3E). These results indicate that the AdipoR1 expression level correlates with the cell proliferation-regulatory effect of AdipoR1 agonist stimulation. On the other hand, in the correlation analysis of AdipoRon sensitivity and AdipoR1 mRNA expression in cancer cell lines from DepMap and the Human Protein Atlas, no significant correlation was observed between the inhibitory effect on cell proliferation and AdipoR1 (Supplementary Fig. S3). The AdipoRon concentration in DepMap was 2.5 µM (0.87 µg/mL), which is less than one-tenth of the concentration used in this study, suggesting that the difference in AdipoRon concentration may have influenced the results.

### AdipoRon and conventional therapy additively inhibit cancer cell proliferation

Next, we examined whether AdipoRon would enhance growth inhibition by conventional therapeutic agents in patients with breast cancer. HR-positive breast cancer cells (MCF7 and T47D) were concurrently treated with tamoxifen, a conventional therapeutic agent for HR-positive breast cancer, and AdipoRon; TN breast cancer cells (MDA-MB-231 and MDA-MB-468) were exposed to paclitaxel or doxorubicin, conventional TN breast cancer drugs, and AdipoRon. The combination treatments inhibited cell proliferation to a significantly greater extent than the single agents alone (Fig. 3F). Next, AdipoRon was administered in combination with a conventional therapeutic agent to cell lines with either silenced or overexpressed *ADIPOR1*. As a result, the combined inhibitory effect of the therapeutic agent and AdipoRon was significantly enhanced in *ADIPOR1*-overexpressing cells compared to control cells, whereas the therapeutic agent alone showed no such enhancement. Similarly, the combined inhibitory effect was significantly attenuated in *ADIPOR1*-silenced cells compared to control cells, even though the therapeutic agent alone did not show a significant attenuation (Supplementary Fig. S4). These results suggest that AdipoR1 agonists may contribute to breast cancer control when used in combination with standard breast cancer therapies.

### AdipoR1 stimulation markedly suppresses BRCA and ER protein expression in HR-positive breast cancer cell lines

The above results showed that AdipoR1 stimulation suppresses the growth of HR-positive and TN breast cancer cells. However, the shared mechanisms of AdipoR1-mediated cell growth inhibition across different breast cancer cell lines, as well as the mechanisms specific to each molecular subtype, remained unclear. Therefore, to examine the common and unique mechanisms, we collected RNA from four breast cancer cell lines treated with AdipoRon and performed RNA sequencing (RNA-seq) (Fig. 4A). 

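RNA from the HR-positive lines MCF7 and T47D and the TN lines MDA-MB-231 and MDA-MB-468 was sequenced after 24 h with AdipoRon, a small-molecule agonist of the adiponectin receptors, or with DMSO as the control. The methods give 2 doses, and Fig. 4A gives 40 µg/mL for the RNA-seq. The labels of the libraries state no dose. Each of the 8 groups of line and treatment has 3 libraries, so 24 libraries were sequenced. The paper's methods name a stranded total RNA kit, whereas the labels describe amplified cDNA and tagmentation. The deposited table holds whole-number counts per gene symbol with no normalization, and neither the paper's text nor the labels name the aligner or the counting program. The columns end in 1 of 3 numbers in the HR-positive and 3 other numbers in the TN lines. A difference between HR-positive and TN lines can therefore not be told apart from what these numbers mark. In the order of these numbers, libraries of each group are lettered A, B and C in the HR-positive and D, E and F in the TN lines. Total counts per library were 13800043 to 15628263 (median 14198992) in MCF7 cells with AdipoRon and 11735317 to 13614817 (median 13000260) in MCF7 control cells. In T47D cells they were 12974645 to 16657480 (median 13333271) with AdipoRon and 13732627 to 16797930 (median 16583470) in control cells. In MDA-MB-231 cells they were 16175530 to 20092237 (median 17004953) with AdipoRon and 16968934 to 18196244 (median 17542695) in control cells. In MDA-MB-468 cells they were 13595258 to 17518212 (median 15706050) with AdipoRon and 14767421 to 19886774 (median 17637316) in control cells. Counts were normalized by TMM and are given as CPM. The 16826 genes that passed edgeR's filter on low counts were tested by edgeR's quasi-likelihood test in 1 fit of all libraries, and adjusted p-values under 0.05 were taken as a change. Gene lists other than the squamous markers were fixed before the data were examined, since the sets of the paper's GSEA are not in its files. They were tested with camera at a preset correlation between genes. The paper's methods say of its in vitro experiments in general that they were repeated independently, and neither they nor the labels say whether the 3 libraries of a group came from such repeats, so the p-values measure only the spread between these libraries. In simulated counts of the same design, 24 to 34 of 100 genes changed by 1 on the log2 scale were found per line, and 75 to 80 of 100 changed by 2. The simulation had 1 spread per gene for all lines and no structure by column number.
AdipoRon raised 1158 genes and lowered 824 in MCF7 cells, and raised 1598 and lowered 1528 in T47D cells. In MDA-MB-468 cells 256 rose and 303 fell, and in MDA-MB-231 cells 8 rose and 5 fell. Among genes of at least 5 CPM in either group, the largest fall in MCF7 cells was in UHRF1, which keeps DNA methylation through replication, with a log2 fold change of -5.39 (standard error 1.15, adjusted p = 0.00623 from edgeR's quasi-likelihood test). SCIN, an actin-severing protein, followed (log2 fold change -4.41, adjusted p = 0.00265). The largest rises in MCF7 cells were in genes of squamous and basal epithelium, SPRR1A and SBSN among them, and KRT17 rose with them. In the AdipoRon library lettered B 33 of 35 squamous markers lay above 3 times the highest of the other MCF7 libraries, against 861 of all 25533 genes. These markers were listed after transcripts of this library had been seen, so that they are not independent evidence. The call of KRT17 ended without this library (log2 fold change 2.57, adjusted p = 0.0788). That of SBSN ended without this library (log2 fold change 5.52, adjusted p = 0.219) or any 1 MCF7 control (12.95 to 12.96, adjusted p = 0.0855 to 0.0899). That of SPRR1A ended without this library (log2 fold change 6.23, adjusted p = 0.114), any 1 MCF7 control (13.95 to 13.96, adjusted p = 0.129 to 0.133) or any 1 of 16 libraries of the other lines (adjusted p = 0.0517 to 0.0707). No other MCF7 library held more than 0.818 CPM of SPRR1A or 0.477 CPM of SBSN. The size of these log2 fold changes thus rests on values near the floor. In T47D cells FIBIN rose from 0.195 ± 0.183 to 23.4 ± 1.88 CPM (SD, n = 3 each), and RNF222, of the ring finger family, fell from 26.5 ± 2.77 to 1.65 ± 0.856 CPM. In MDA-MB-231 cells the largest rise was in CYP1B1, a cytochrome P450 induced by the aryl hydrocarbon receptor, from 82.1 ± 10.1 to 595 ± 138 CPM (SD, n = 3 each). In MDA-MB-468 cells it was in HSPA6, an inducible HSP70 chaperone, from 1.21 ± 0.781 to 448 ± 506 CPM (SD, n = 3 each), and FLVCR2, a membrane transporter, fell (log2 fold change -3.34, adjusted p = 0.00505). Neither HSPA6 nor FLVCR2 passed when MDA-MB-468 was fitted alone (adjusted p = 0.198 and 0.127). The 13 genes of MDA-MB-231 became 373 with a replicate block by the number of the column, a block chosen after seeing the data. They became 4, 2 and 710.0 without the AdipoRon library lettered D, E and F, 8 and 22 without the control lettered E and F, and 4 to 8 without 1 of 9 libraries of the other lines. In MCF7 cells the count of 1982 became 1292 without the AdipoRon library lettered C, and 1054, 979 and 868 without the control lettered A, B and C. In MDA-MB-468 cells the count of 559 became 130.0 without the AdipoRon library lettered E and 190.0 without the control of that letter.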

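Averaged over the 4 cell lines, the lists of oxidative stress response genes and of ferroptosis suppressors passed as higher with AdipoRon at the preset correlation, but neither did with an estimated one (adjusted p = 0.214 and 0.161), and most members of both did not pass. Among the targets of NRF2, the transcription factor of the antioxidant response, SLC7A11, the cystine importer for glutathione synthesis, had a log2 fold change of 2.05 (standard error 0.31, adjusted p = 0.000131 from edgeR's quasi-likelihood test). GCLM, a subunit of the first enzyme of glutathione synthesis, and TKT, a transketolase that serves NADPH production, also rose (log2 fold changes 0.96 and 0.68). Of the 31 NRF2 targets tested, 12 were higher, none was lower and 19 did not pass (12 higher and 1 lower when adjusted over the list alone). The list passed camera at adjusted p = 1.15e-06, with the preset correlation. Of 24 suppressors of ferroptosis, 7 were higher, 1 was lower and 16 did not pass, the same counts as when adjusted over the list alone (camera, adjusted p = 0.00578). They included the ferritin subunits FTH1 (log2 fold change 0.96, adjusted p = 0.000246) and FTL (log2 fold change 0.82, adjusted p = 0.000415), which store iron and whose counts are uncertain because of their many pseudogenes. Of 30 drivers of ferroptosis, 5 were higher and 5 were lower, over all genes and when adjusted over the list alone, and the list did not pass (adjusted p = 0.667). SAT1, a polyamine acetyltransferase, rose (log2 fold change 0.87, adjusted p = 3.74e-05), whereas SLC38A1, a glutamine transporter, and LPCAT3, a phospholipid acyltransferase, fell (log2 fold changes -0.64 and -0.53).
Apoptosis genes went both ways. Of 27 pro-apoptotic genes, 4 were higher and 2 were lower, also when adjusted over the list alone, and the list did not pass (median log2 fold change 0.06, camera, adjusted p = 0.325), though it did with fry (adjusted p = 0.00559), which tests a list on its own and not against the other genes. BBC3, which encodes the BCL2 antagonist PUMA, had a log2 fold change of 1.72 (standard error 0.26, adjusted p = 0.000117 from edgeR's quasi-likelihood test), and BID, another BCL2 family member, fell (log2 fold change -0.43, adjusted p = 0.00151). Of 10 anti-apoptotic genes, 1 was higher and 3 were lower, also when adjusted over the list alone, without passing as a list (adjusted p = 0.101). The lower genes were BIRC5, which encodes survivin (log2 fold change -1.26), BIRC6 (-0.40) and BCL2 (-1.13). A wider list of 39 ferroptosis genes, with 8 higher and 3 lower on both adjustments, stood at adjusted p = 0.0418, or adjusted p = 0.319 with an estimated correlation. It did not pass without the MDA-MB-231 control lettered F (0.0591), the MDA-MB-468 AdipoRon library lettered E (0.0582), the MDA-MB-468 control lettered F (0.0791) or the T47D AdipoRon library lettered C (0.0601). Fig. 4B names 20 genes for all cell lines together, of which 18 were tested. Of these, 15 were higher in MCF7 cells, 12 in T47D cells, 1 in MDA-MB-231 cells and 8 in MDA-MB-468 cells, 17 were higher in the mean over the lines, and none was lower. The study chose these genes on the same libraries, so these counts are not independent evidence.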

Gene set enrichment analysis (GSEA) revealed that gene sets related to the induction of oxidative stress, apoptosis, and ferroptosis were enriched after AdipoRon treatment (Fig. 4B). 

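DDIT3, HMOX1 and ERN1 rose with AdipoRon in both HR-positive lines, and HMOX1 also rose in MDA-MB-468 cells. DDIT3 encodes CHOP, a transcription factor of the unfolded protein response, and lies on chromosome 12 of GRCh38.p14 from 57516588 to 57520517. In MCF7 cells its level was 1603 ± 346 (SD, n = 3) with AdipoRon and 99.5 ± 27.6 (SD, n = 3) in control cells, in TMM-normalized CPM (log2 fold change 4.01, standard error 0.67, adjusted p = 0.0011 from edgeR's quasi-likelihood test). In T47D cells it was 2197 ± 83.5 (SD, n = 3) with AdipoRon and 164 ± 37.6 (SD, n = 3) in control cells (log2 fold change 3.74, standard error 0.66, adjusted p = 0.000708). In MDA-MB-468 cells it was 362 ± 19.2 (SD, n = 3) with AdipoRon and 109.8 ± 46.9 (SD, n = 3) in control cells (log2 fold change 1.72, standard error 0.61, adjusted p = 0.136). Between libraries of the same letter the log2 ratios there were 1.46 (D), 1.43 (E) and 2.61 (F). In MDA-MB-231 cells the level was 322 ± 215 (SD, n = 3) with AdipoRon and 265 ± 190.5 (SD, n = 3) in control cells (log2 fold change 0.28, standard error 0.60, adjusted p = 0.956), with log2 ratios of 0.33, 0.16 and 0.76 between libraries of the same letter. In that line both libraries lettered F held less DDIT3 than the other 4. The fold turned to -0.11 without the AdipoRon library lettered D and to -0.22 without the control lettered F. The rise of DDIT3 was larger in the HR-positive than in the TN lines, by 2.88 on the log2 scale (standard error 0.61, adjusted p = 0.00962). In MDA-MB-468 cells DDIT3 passed without the MDA-MB-231 control lettered F, which enters the shared estimate of the spread (adjusted p = 0.0398). With a replicate block by the number of the column, chosen after seeing the data, it passed there as well (log2 fold change 1.83, adjusted p = 0.000864), and in MDA-MB-231 cells it did not (adjusted p = 0.459). In MDA-MB-468 cells the deviations of same-lettered libraries from their group means correlated at only 0.034 (D), -0.038 (E) and 0.0998 (F). The data thus give little ground for pairing by letter in that line.
HMOX1, the heme oxygenase that releases iron from heme, lies on chromosome 22 of GRCh38.p14 from 35381096 to 35394207. Its level in MCF7 cells was 50.4 ± 22 (SD, n = 3) with AdipoRon and 8.59 ± 3.31 (SD, n = 3) in control cells (log2 fold change 2.55, standard error 0.38, adjusted p = 0.000271 from the same test). In T47D cells it was 46.9 ± 13.5 (SD, n = 3) with AdipoRon and 11.3 ± 3.73 (SD, n = 3) in control cells (log2 fold change 2.06, standard error 0.37, adjusted p = 0.000555), and in MDA-MB-468 cells 69.3 ± 23.9 (SD, n = 3) with AdipoRon and 17 ± 4.38 (SD, n = 3) in control cells (log2 fold change 2.03, standard error 0.37, adjusted p = 0.00519). In MDA-MB-231 cells it was 18.1 ± 2.36 (SD, n = 3) with AdipoRon and 11.4 ± 3.96 (SD, n = 3) in control cells (log2 fold change 0.67, standard error 0.36, adjusted p = 0.501). The log2 ratios of HMOX1 within the letters D, E and F were 1.72, 2.21 and 2.02 in MDA-MB-468 and 0.67, 0.10 and 1.40 in MDA-MB-231 cells. ERN1, which encodes the endoplasmic reticulum stress sensor IRE1α, lies on chromosome 17 of GRCh38.p14 from 64039142 to 64130144. Its level in MCF7 cells was 106 ± 19.6 (SD, n = 3) with AdipoRon and 17.6 ± 0.783 (SD, n = 3) in control cells (log2 fold change 2.59, standard error 0.52, adjusted p = 0.00319), and in T47D cells 50.3 ± 13.2 (SD, n = 3) with AdipoRon and 11.4 ± 1.78 (SD, n = 3) in control cells (log2 fold change 2.14, standard error 0.52, adjusted p = 0.00583). It was 17.1 ± 3.43 (SD, n = 3) with AdipoRon and 9.44 ± 5.95 (SD, n = 3) in control cells in MDA-MB-468 cells (log2 fold change 0.86, standard error 0.51, adjusted p = 0.38). It was 27.2 ± 17.4 (SD, n = 3) with AdipoRon and 15.8 ± 8.67 (SD, n = 3) in control cells in MDA-MB-231 cells (log2 fold change 0.79, standard error 0.50, adjusted p = 0.597). The log2 ratios of ERN1 within the same letters were 0.88, 0.34 and 2.05 in MDA-MB-468 and 1.09, 0.45 and 0.64 in MDA-MB-231 cells. With the replicate block, for which the data give little ground in MDA-MB-468 cells, ERN1 passed in that line (log2 fold change 1.08, adjusted p = 0.0469). It did not in MDA-MB-231 cells (adjusted p = 0.228). The difference between HR-positive and TN lines was 0.96 for HMOX1 (adjusted p = 0.115) and 1.54 for ERN1 (adjusted p = 0.0664).

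**Figure D1:**
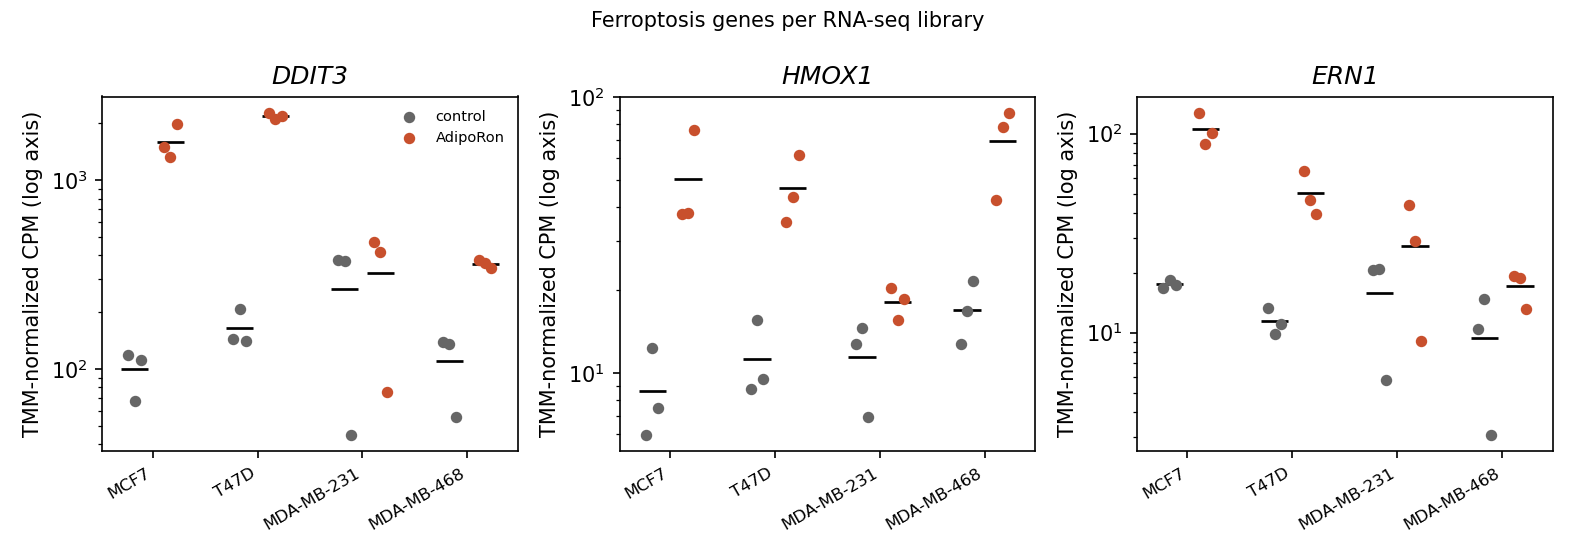
TMM-normalized CPM, on a log axis, of DDIT3, HMOX1 and ERN1 in each library of the 4 cell lines, control cells in gray and AdipoRon-treated cells in orange. Short bars are the means of 3 libraries, and in MDA-MB-231 cells the points of the treatments overlap for DDIT3 and ERN1.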

Notably, mRNA levels of the ferroptosis genes *DDIT3*, *HMOX1*, and *ERN1* were significantly increased upon AdipoRon exposure in all four breast cancer cell lines. Western blotting showed that the corresponding proteins (DDIT3, HMOX1, and IRE1α (encoded by *ERN1*)) were also upregulated in MCF7 and T47D cells after exposure to AdipoRon (Fig. 4C). Ferroptosis marker (lipid peroxide) positivity was significantly increased in MCF7 cells after exposure to AdipoRon (Supplementary Fig. S5A).

**Fig. 4:**
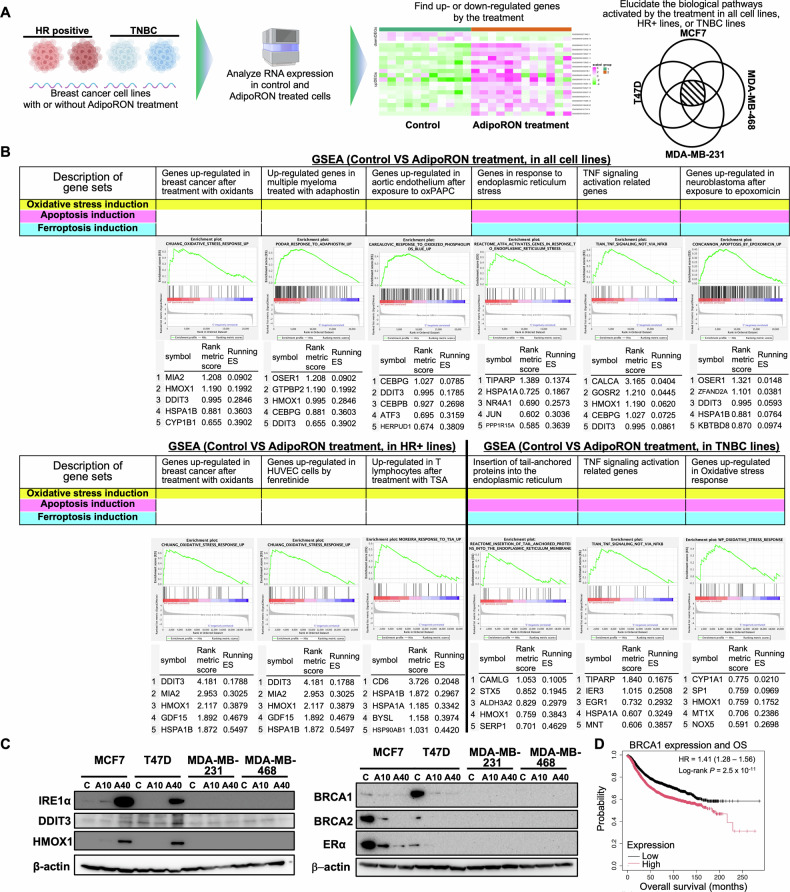
Gene expression analysis revealing that AdipoRon promotes oxidative stress, apoptosis, and ferroptosis in breast cancer cell lines. **A** Schematic representation of RNA expression analysis of control (DMSO) and AdipoRon (40 µg/mL)-treated breast cancer cell lines. **B** Gene set enrichment analysis (GSEA) of AdipoRon-treated breast cancer cell lines. GSEA plots for multiple gene sets involved in oxidative stress, apoptosis, and ferroptosis that were upregulated by AdipoRon treatment are shown. **C** Western blot analysis of proteins up- or downregulated by AdipoRon treatment. C control (DMSO), A10 10 µg/mL AdipoRon, A40 40 µg/mL AdipoRon. **D** Kaplan–Meier analysis of the relationship between *BRCA1*-high or *BRCA1*-low expression in breast cancer and overall survival. The association between clinical parameters and survival was determined using univariate Cox regression; *n* = 4929.

The GSEA results showed that genes related to lipid synthesis and insulin resistance were enriched in the HR-positive breast cancer cell lines, whereas in TN breast cancer cell lines, gene sets involved in various pathways, including necrosis, extracellular vesicle transport, and suppression of myelodysplastic syndrome, were enriched (Supplementary Fig. S5B).

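In the HR-positive lines, genes of cholesterol synthesis and uptake rose with AdipoRon, whereas genes of fatty acid and triglyceride synthesis and of insulin signaling went both ways. Averaged over MCF7 and T47D cells, 17 of 25 cholesterol genes were higher, 1 was lower and 7 did not pass (17 higher and 2 lower when adjusted over the list alone). Camera gave adjusted p = 2.38e-05, but adjusted p = 0.372 with an estimated correlation. SQLE, the squalene epoxidase, had a log2 fold change of 1.69 (standard error 0.37, adjusted p = 0.00265 from edgeR's quasi-likelihood test). MSMO1, MVD and NSDHL, other enzymes of the pathway, followed (log2 fold changes 1.98, 1.77 and 0.76). The 23 genes of fatty acid and triglyceride synthesis had 6 higher and 2 lower (6 and 3 when adjusted over the list alone), and the list did not pass (adjusted p = 0.817). ACSS2, which makes acetyl-CoA from acetate, rose (log2 fold change 1.15, adjusted p = 0.00978), and PTPLAD1, a dehydratase of fatty acid elongation, fell (log2 fold change -0.81, adjusted p = 0.000236). Of 23 genes of insulin signaling and insulin resistance, 2 were higher and 5 lower, also when adjusted over the list alone (adjusted p = 0.284 for the list). TRIB3, an inhibitor of AKT, rose (log2 fold change 2.83, adjusted p = 0.000668), while INSR, the insulin receptor, and AKT1 itself fell (log2 fold changes -0.80 and -0.55). Fig. 4B names 9 genes for the HR-positive lines, of which 8 were tested. In the mean of these lines 7 were higher and none was lower, with a median log2 fold change of 1.38, and 4 were higher in MCF7 and 7 in T47D cells. In the TN mean 4 of the 8 were higher and none was lower (median log2 fold change 1.17). In MDA-MB-468 cells 4 of the 8 were higher (median 1.88), and in MDA-MB-231 cells none passed (median -0.15). The study chose these genes on the same libraries, so this is not independent evidence.
In the TN lines together, no cholesterol gene passed, over all genes or when adjusted over the list alone (adjusted p = 0.252 for the list). The list was higher in MDA-MB-231 cells (median log2 fold change 0.62, adjusted p = 9.17e-08, or adjusted p = 0.515 with an estimated correlation). It was lower in MDA-MB-468 cells (median -0.63, adjusted p = 0.0241, or adjusted p = 0.764 with an estimated correlation). The call in MDA-MB-468 ended with the replicate block by column number (adjusted p = 0.146) and without the AdipoRon library lettered F (0.0902), the control lettered D (0.555) or the control lettered E (0.764). In the controls this list was higher in the libraries lettered D and E than in the one lettered F, by a median of 1.60 in MDA-MB-231 and 2.16 in MDA-MB-468 cells. Of the 14 genes that Fig. 4B names for the TN lines, chosen by the study on these libraries, 8 were higher in the TN mean and none was lower (median log2 fold change 1.02). In MDA-MB-468 cells 7 of them were higher, and in MDA-MB-231 cells none passed. In the HR-positive mean 9 of the 14 were higher and none was lower (median log2 fold change 0.89). The list of necroptosis genes tested here, for a form of programmed necrosis, was lower on average over the TN lines (median log2 fold change -0.26, adjusted p = 0.0175, or adjusted p = 0.366 with an estimated correlation). It passed as lower in MDA-MB-231 cells (adjusted p = 0.00743, or adjusted p = 0.139 with an estimated correlation), but did not pass in MDA-MB-468 cells (adjusted p = 0.327). PARP1, a DNA damage sensor (log2 fold change -1.06, adjusted p = 0.021), and TRAF2, a TNF receptor adaptor (log2 fold change -0.55, adjusted p = 0.0293), were lower, none of the 16 genes was higher, and 5 were lower when adjusted over the list alone. PARP1 did not pass without the MDA-MB-231 AdipoRon library lettered D or E, the MDA-MB-468 AdipoRon library lettered E or either control lettered F (adjusted p from 0.0532 to 0.0789). TRAF2 did not pass without any 1 of 7 libraries, the AdipoRon libraries lettered D and E and the controls lettered E and F of MDA-MB-231 and the AdipoRon library lettered E and the controls lettered D and E of MDA-MB-468 (adjusted p up to 0.0979). The list did not pass without the MDA-MB-468 AdipoRon library lettered D (0.0616). Of 32 genes of extracellular vesicle transport, 2 were higher and none was lower, with 2 higher and 1 lower when adjusted over the list alone (adjusted p = 0.258 for the list). The higher genes were RAB27B, a GTPase of exosome release (log2 fold change 1.10, adjusted p = 0.014), and VPS28, an ESCRT subunit (log2 fold change 0.56, adjusted p = 0.0234). RAB27B did not pass without the MDA-MB-231 AdipoRon library lettered E (adjusted p = 0.053), nor VPS28 without that library, the AdipoRon library lettered D or the control lettered F of the same line (adjusted p from 0.0578 to 0.0674). The vesicle list was lower in the HR-positive than in the TN lines in the test of the difference (adjusted p = 0.00566, or adjusted p = 0.123 with an estimated correlation), with CD9 and CD63, tetraspanins of exosomes, furthest apart (log2 differences -1.18 and -0.95). Necroptosis genes differed the other way (adjusted p = 0.0037, or adjusted p = 0.123 with an estimated correlation).

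**Figure D2:**
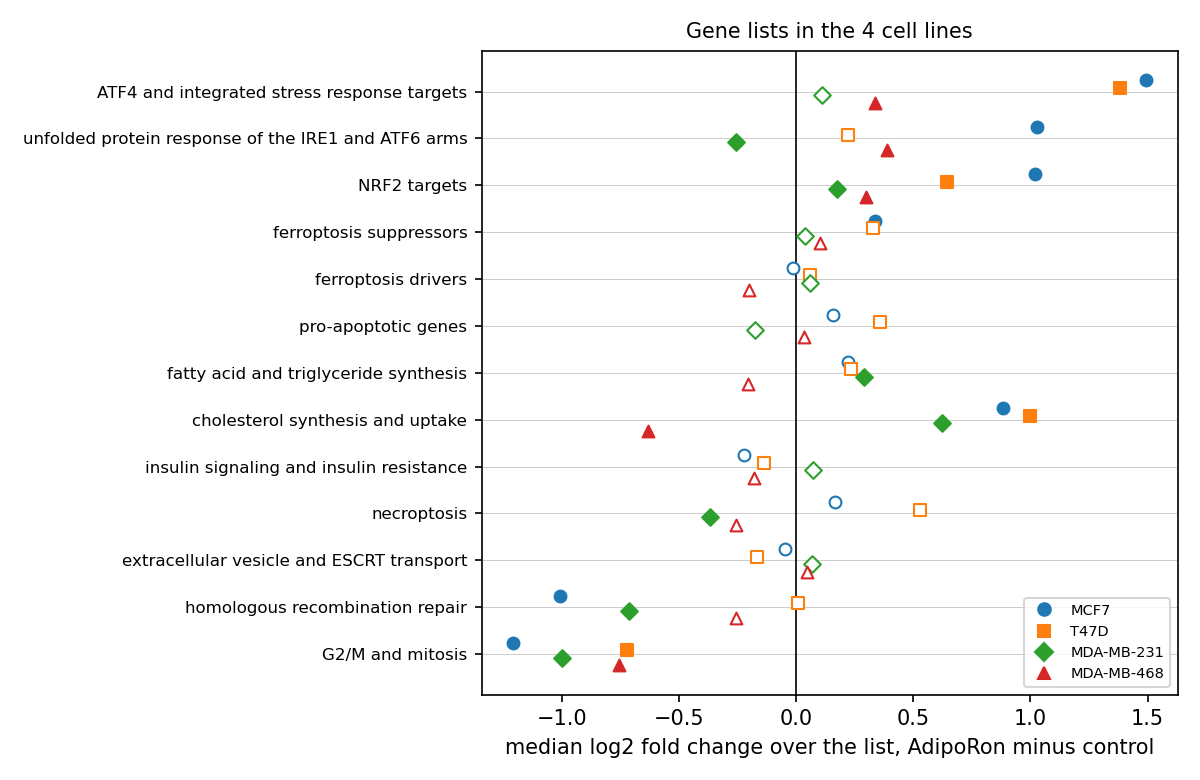
Median log2 fold change, AdipoRon minus control, over the tested genes of 13 lists in each of the 4 cell lines. Filled symbols mark lists that passed camera at the preset correlation, as cholesterol synthesis and uptake did at 0.88 in MCF7 and 1.00 in T47D cells. Neither of these calls held in camera with an estimated correlation (adjusted p = 0.396 in MCF7 and 0.753 in T47D cells).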

We next examined changes in the expression of genes important for breast cancer cell proliferation based on the RNA-seq results. *BRCA1* and *BRCA2* encode DNA repair enzymes, and increased expression of these genes in cancer cells has been implicated in cancer survival [46, 47]. 

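BRCA1 and BRCA2, which repair DNA breaks by homologous recombination, were lower after AdipoRon in MCF7 cells and in the mean of MCF7 and T47D cells. BRCA1 lies on chromosome 17 of GRCh38.p14 from 43044295 to 43170327. Its level in MCF7 cells was 9.05 ± 2.16 (SD, n = 3) with AdipoRon and 28.5 ± 11.3 (SD, n = 3) in control cells, in TMM-normalized CPM (log2 fold change -1.65, standard error 0.34, adjusted p = 0.00377 from edgeR's quasi-likelihood test). In T47D cells it was 15.6 ± 2.13 (SD, n = 3) with AdipoRon and 20.1 ± 4.01 (SD, n = 3) in control cells (log2 fold change -0.37, standard error 0.33, adjusted p = 0.491). Over both lines the log2 fold change of BRCA1 was -1.01 (standard error 0.24, adjusted p = 0.00388). BRCA2 lies on chromosome 13 of GRCh38.p14 from 32315077 to 32400268. In MCF7 cells it stood at 11.3 ± 2.59 (SD, n = 3) with AdipoRon and 42.9 ± 10.4 (SD, n = 3) in control cells (log2 fold change -1.93, standard error 0.41, adjusted p = 0.00433), and in T47D cells at 11.3 ± 2.1 (SD, n = 3) with AdipoRon and 16.1 ± 4.46 (SD, n = 3) in control cells (log2 fold change -0.50, standard error 0.40, adjusted p = 0.422). Over both lines its log2 fold change was -1.22 (standard error 0.29, adjusted p = 0.0036). The difference between MCF7 and T47D cells was -1.28 for BRCA1 (adjusted p = 0.115) and -1.43 for BRCA2 (adjusted p = 0.141).
Other genes of homologous recombination were lower in MCF7 cells as well. Of 28 tested, 12 were lower, none was higher and 16 did not pass (16 lower when adjusted over the list alone). RAD51, the recombinase, had a log2 fold change of -2.27 (standard error 0.32, adjusted p = 0.000146 from the same test). RAD54L, a partner of RAD51, and FANCD2, of the Fanconi anemia pathway, followed (log2 fold changes -1.91 and -2.05). The list passed camera in MCF7 cells (adjusted p = 1.75e-09, or adjusted p = 0.14 with an estimated correlation). In T47D cells 2 of its genes were higher and 1 was lower on both adjustments, and the list did not pass (adjusted p = 0.651). The higher genes were NBN, of the complex that senses DNA breaks (log2 fold change 1.24, adjusted p = 0.000695), and RAD51B (log2 fold change 2.22, adjusted p = 0.00199).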

*BRCA1* and *BRCA2* mRNA expression in HR-positive breast cancer cell lines was decreased after AdipoRon administration (Supplementary Fig. S5C). Western blot results showed that AdipoRon exposure significantly suppressed BRCA2 and BRCA1 protein expression in MCF7 and T47D cells, respectively (Fig. 4C). BRCA1 protein was also suppressed in MDA-MB-231 cells (Supplementary Fig. S5C). Increased BRCA2 expression has been associated with poor breast cancer prognosis (Fig. 4D). The ER controls cell proliferation in HR-positive breast cancer, which accounts for 60%–70% of breast cancer cases [48]. The RNA-seq data showed a decrease in *ESR1* mRNA expression in HR-positive breast cancer cell lines (Supplementary Fig. S5C). 

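ESR1, which encodes estrogen receptor α, was lower after AdipoRon in MCF7 cells and did not pass in T47D cells, where its level was higher. The gene lies on chromosome 6 of GRCh38.p14 from 151656672 to 152129619. In MCF7 cells it stood at 76.6 ± 20.7 (SD, n = 3) with AdipoRon and 291 ± 27.9 (SD, n = 3) in control cells, in TMM-normalized CPM (log2 fold change -1.93, standard error 0.36, adjusted p = 0.00238 from edgeR's quasi-likelihood test). In T47D cells it stood at 57.6 ± 8.37 (SD, n = 3) with AdipoRon and 33.2 ± 0.938 (SD, n = 3) in control cells (log2 fold change 0.79, standard error 0.35, adjusted p = 0.127). The lines differed by -2.72 on the log2 scale (standard error 0.50, adjusted p = 0.0041), and their mean was -0.57 (adjusted p = 0.103). The higher level in T47D cells passed when that line was fitted alone (adjusted p = 0.00509) and without the MDA-MB-468 control lettered D (adjusted p = 0.0263). Of 26 estrogen receptor targets, 4 were lower and 1 was higher in MCF7 cells, also when adjusted over the list alone (camera, adjusted p = 3.22e-05, or adjusted p = 0.0626 with an estimated correlation). CCND1, which encodes cyclin D1, had a log2 fold change of -1.86 (standard error 0.25, adjusted p = 0.000122 from the same quasi-likelihood test) there, and CA12, a carbonic anhydrase, also fell (log2 fold change -1.90, adjusted p = 0.0057). In T47D cells 2 targets were higher and 2 lower on both adjustments (adjusted p = 0.727 for the list). XBP1, which is also a factor of the unfolded protein response, rose there (log2 fold change 1.42, adjusted p = 0.00868), and CCND1 fell (log2 fold change -1.55, adjusted p = 0.000188). Luminal epithelial markers were lower in MCF7 cells, 8 of 17 (9 when adjusted over the list alone, with none higher), at adjusted p = 5.47e-07, or adjusted p = 0.0627 with an estimated correlation. They included GATA3, a luminal transcription factor (log2 fold change -1.23, adjusted p = 0.00332), EPCAM, an epithelial adhesion molecule (log2 fold change -0.85, adjusted p = 0.00124), and AGR3 (log2 fold change -2.58, adjusted p = 0.00425). The luminal list passed in MCF7 cells in each fit without 1 library (adjusted p up to 3.78e-06). Mesenchymal and basal markers passed as higher there, 5 of 17 (8 when adjusted over the list alone, adjusted p = 0.0354, or adjusted p = 0.426 with an estimated correlation). That call ended without the AdipoRon library lettered B (0.615), the control lettered A (0.0697) or the 4 TN libraries lettered F (0.0881). In the AdipoRon library lettered B, 33 of 35 squamous markers, listed after its transcripts had been seen, lay above 3 times the highest of the other MCF7 libraries. In T47D cells 2 luminal markers were higher and 1 was lower (2 and 2 when adjusted over the list alone, adjusted p = 0.948 for the list).

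**Figure D3:**
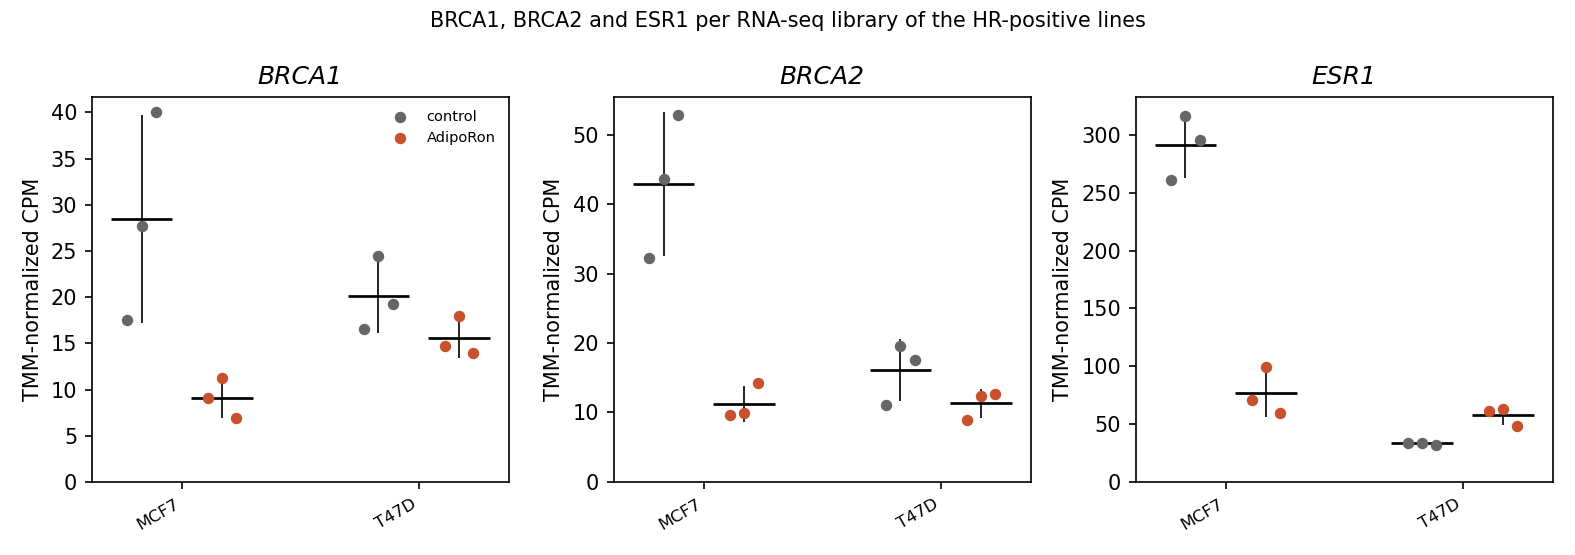
TMM-normalized CPM of BRCA1, BRCA2 and ESR1 in each library of MCF7 and T47D cells, control cells in gray and AdipoRon-treated cells in orange, with the mean and SD of 3 libraries as bars. All AdipoRon-treated MCF7 libraries lie below the MCF7 controls for each gene, and for ESR1 the AdipoRon-treated T47D libraries lie above the T47D controls.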

AdipoR1 stimulation significantly suppressed ER protein expression in both MCF7 and T47D cells (Fig. 4C). TROP2 is overexpressed in many cancers, including breast cancer, and silencing TROP2 expression suppresses cell proliferation and promotes apoptosis [49, 50]. 

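TACSTD2, which encodes the surface glycoprotein TROP2, was lower after AdipoRon in T47D cells. The gene lies on chromosome 1 of GRCh38.p14 from 58575433 to 58577252. Its mRNA level was 190.2 ± 22.9 (SD, n = 3) with AdipoRon and 465 ± 46.4 (SD, n = 3) in control cells, in TMM-normalized CPM (log2 fold change -1.29, standard error 0.32, adjusted p = 0.00738 from edgeR's quasi-likelihood test). Every AdipoRon-treated T47D library held less of it than every T47D control. In MCF7 cells the level was 158 ± 111 (SD, n = 3) with AdipoRon and 284 ± 31.2 (SD, n = 3) in control cells (log2 fold change -0.85, standard error 0.32, adjusted p = 0.0896). The AdipoRon libraries lettered A, B and C there held 103, 285 and 84 CPM. Without the one lettered B, which also holds squamous transcripts that the other MCF7 libraries lack, the gene passed as lower (log2 fold change -1.60, adjusted p = 0.000555), a fit run after seeing the values. In the mean of both HR-positive lines the gene had a log2 fold change of -1.07 (standard error 0.23, adjusted p = 0.00177).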

AdipoR1 stimulation significantly suppressed TROP2 protein and mRNA expression in T47D cells (Supplementary Fig. S5D). In addition, TROP2 mRNA was suppressed by AdipoR1 stimulation in one TN breast cancer cell line, MDA-MB468 (Supplementary Fig. S5D). These results suggest that, at least in HR-positive breast cancer, AdipoR1 is involved in the activation of ferroptosis and apoptosis, alters the expression of DNA repair enzymes, and suppresses ER expression, thus suppressing cell proliferation. These diverse mechanisms of cancer proliferation inhibition may also have contributed to the additive suppressive effect of AdipoRon and existing drugs in the various breast cancer cell lines.

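In MDA-MB-468 cells the TACSTD2 level was 353 ± 35.8 (SD, n = 3) with AdipoRon and 634 ± 144 (SD, n = 3) in control cells, in TMM-normalized CPM (log2 fold change -0.85, standard error 0.32, adjusted p = 0.152 from edgeR's quasi-likelihood test). All 3 AdipoRon libraries lay below all 3 controls, and the log2 ratios within the letters D, E and F were -0.95, -0.99 and -0.54. The adjusted p fell to 0.0351 without the MCF7 AdipoRon library lettered B, which enters the shared estimate of the spread. In MDA-MB-231 cells TACSTD2 stood at 36.6 ± 5.93 (SD, n = 3) with AdipoRon and 36.4 ± 12.2 (SD, n = 3) in control cells and did not pass.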

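In the mean of MCF7 and T47D cells, AdipoRon lowered genes of DNA replication and mitosis and raised several pro-apoptotic genes. Of 32 genes of the G1/S transition and DNA replication, 19 were lower, none was higher and 13 did not pass (24 lower when adjusted over the list alone). MCM2, a subunit of the replicative helicase, had a log2 fold change of -1.57 (standard error 0.30, adjusted p = 0.000702 from edgeR's quasi-likelihood test), and POLE, the catalytic subunit of DNA polymerase epsilon, also fell (log2 fold change -1.63, adjusted p = 0.000327). Of 26 genes of G2/M and mitosis, 18 were lower and none was higher (20 lower when adjusted over the list alone). They included the spindle checkpoint kinase BUB1B, the kinetochore gene NDC80 and the kinesin CENPE (log2 fold changes -1.68, -1.61 and -1.26). Both lists passed camera, at adjusted p = 3.06e-10 for G1/S, or adjusted p = 0.25 with an estimated correlation, and at adjusted p = 3.56e-12 for G2/M, or adjusted p = 0.249 with an estimated correlation. The G1/S list passed in MCF7 cells (adjusted p = 1.3e-19, or adjusted p = 0.14 with an estimated correlation) but not in T47D cells (adjusted p = 0.172, or 0.0937 with the replicate block by column number). The G2/M list passed in MCF7 (adjusted p = 4.64e-16) and in T47D cells (adjusted p = 0.000332), though in neither with an estimated correlation (adjusted p = 0.151 and 0.753). Neither list passed in the test of the difference between HR-positive and TN lines (adjusted p = 0.403 and 0.763). Of 27 pro-apoptotic genes, 8 were higher and 1 was lower (8 higher and 2 lower when adjusted over the list alone), and the list did not pass (adjusted p = 0.0607), though it did with the replicate block (adjusted p = 0.025) and with fry (adjusted p = 6.01e-05). BBC3 and HRK, both antagonists of BCL2 proteins, had log2 fold changes of 2.54 and 2.46, and CASP3, an executioner caspase, rose (log2 fold change 0.95, adjusted p = 0.00201). Suppressors of ferroptosis were higher as a list (adjusted p = 0.00564, or adjusted p = 0.195 with an estimated correlation), with 7 of 24 higher and 2 lower, also when adjusted over the list alone. In T47D cells they passed with the replicate block (adjusted p = 0.0347) but not in the main fit (adjusted p = 0.0741). The deviations of same-lettered libraries from their group means correlated at no more than 0.0223 in MCF7 and 0.0589 in T47D cells. The data thus give little ground for that block in these lines. Among the suppressors, HSPA5, the main chaperone of the endoplasmic reticulum, rose (log2 fold change 2.54, adjusted p = 0.000166). Drivers of ferroptosis had 9 of 30 higher and 3 lower (9 and 4 when adjusted over the list alone), without passing (adjusted p = 0.67). From the RNA and protein results, the paper proposes that AdipoR1 takes part in ferroptosis and apoptosis, DNA repair enzyme expression and ER expression in HR-positive cells and so restrains their proliferation.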

### AdipoR1 stimulation inhibits tumor growth and induces necrosis in vivo

The above experiments revealed that AdipoRon activates a multifaceted cancer growth suppression mechanism in HR-positive breast cancer. Therefore, we investigated the tumor-suppressive effect of AdipoR1 stimulation in vivo using mice with HR-positive breast cancer (EO771) xenografts. When AdipoRon was orally administered to mice with mouse HR-positive tumors (Fig. 5A), tumor growth was significantly inhibited (Fig. 5B, C). Histopathological results revealed massive tumor necrosis after AdipoRon treatment (Fig. 5D). Statistical analysis showed the percentage of necrotic area in tumors in the group orally administered AdipoRon was significantly higher compared to that in the control group (Fig. 5E). No side effects of AdipoRon administration were observed in the mice’s behavior, such as reduced activity. Additionally, we did not observe any diarrhea, skin abnormalities, or paleness of the tail or ears. During the administration period, the AdipoRon-treated group showed no significant weight gain or loss compared to the control group (Supplementary Fig. S6A). Furthermore, histological analysis of the liver revealed no significant changes compared to the control group, and no findings related to anemia, such as erythroblast clusters suggesting extramedullary hematopoiesis, were observed (Supplementary Fig. S6B). Furthermore, immunostaining of liver tissue from the AdipoRon-treated and control groups for EPO and HIF2a, indicators of anemia, revealed no significant differences in the percentage or intensity of stained cells between the control and AdipoRon-treated groups (Supplementary Fig. S6C).

**Fig. 5:**
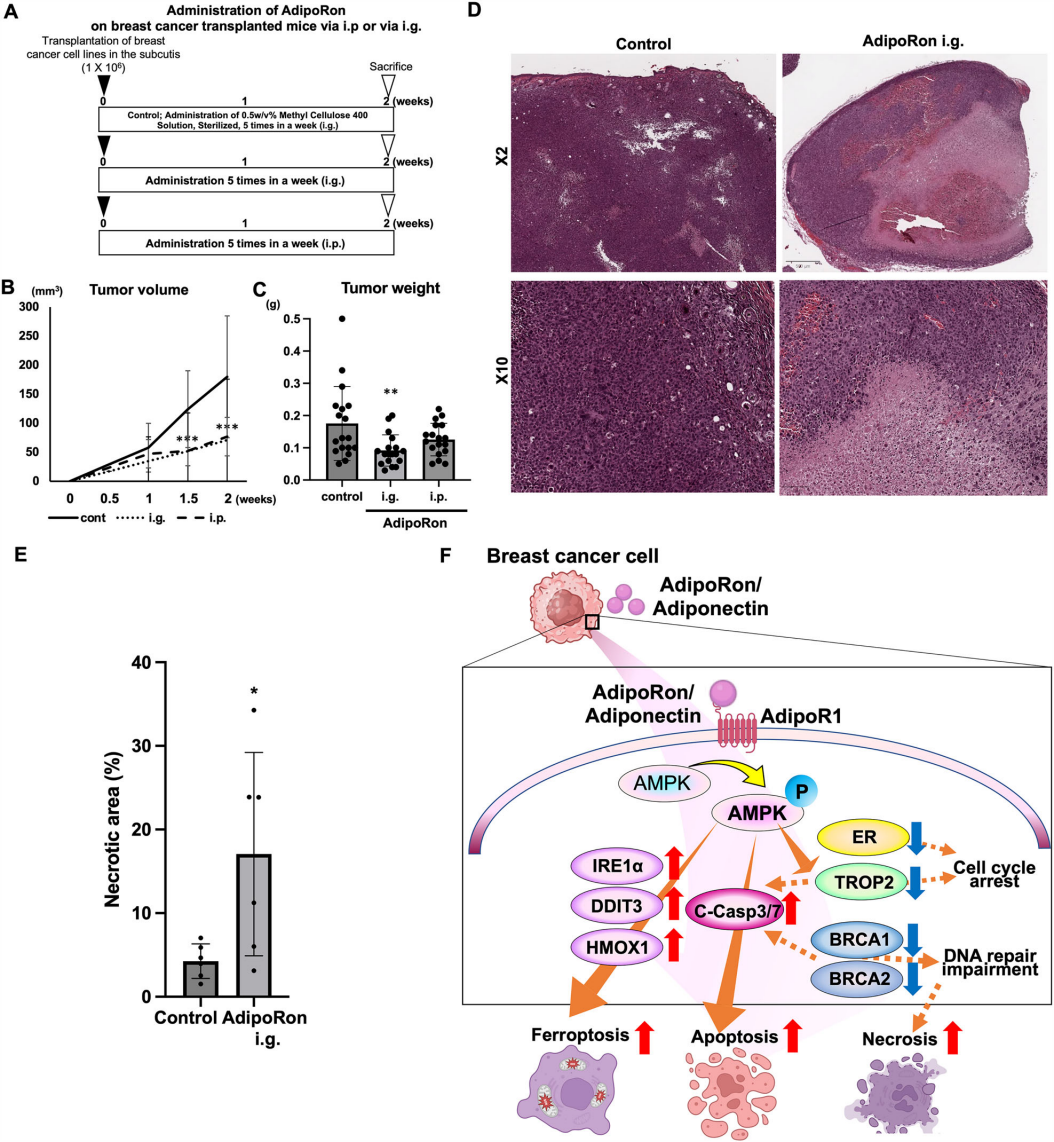
Adiponectin receptor stimulation attenuates breast tumor growth in vivo. **A** Schematic representation of the animal experiment. EO771 breast cancer cells were transplanted into the subcutis of C57BL6 mice. The dose of AdipoRon was 50 mg/kg. **B** Tumor volumes of EO771 transplants with or without AdipoRon treatment. ***P < 0.001; one-way ANOVA followed by Dunnett’s multiple comparison tests. **C** Tumor weight of EO771 transplants with or without AdipoRon treatment. **P < 0.01; one-way ANOVA followed by Dunnett’s multiple comparison tests. **D** Representative images of untreated (left) and AdipoRon-treated (right) breast cancer cell tumors. Upper images: scale bar = 500 µm; lower images: scale bar = 100 µm. **E** Necrotic area of EO771 transplants with or without AdipoRon treatment. *P < 0.05; one-way ANOVA followed by an unpaired two-tailed Student’s *t*-test. **F** Model of AdipoR1 signaling-induced cell death pathway. AdipoRon/Adiponectin activates AdipoR1 signaling and phosphorylates downstream AMPK, upregulating cell death-related proteins (DDIT3, HMOX1, IRE1α, and cleaved caspase 3/7) and downregulating survival-related proteins (ER, TROP2, BRCA1, and BRCA2). These proteins promote apoptosis, ferroptosis, and necrosis, either independently or synergistically.

## Discussion

In this study, we found that AdipoR1 was highly expressed in breast cancer across molecular subtypes, and its signaling activation triggered multiple cell death pathways, including apoptosis, ferroptosis, and necrosis via the regulation of multiple protein expression profiles (Fig. 5F). We demonstrated that AdipoR1 stimulation significantly suppressed the proliferation of breast cancer cells, regardless of the genetic or molecular subtype, and enhances the expression of apoptosis- and ferroptosis-related genes in HR-positive breast cancer. Further, we demonstrated that AdipoR1 stimulation controls ER, TROP2, and BRCA expression. The in vivo study showed that AdipoR1 stimulation induced necrosis. Overall, AdipoR1 stimulation appears to promote at least three different cell death pathways. Our findings suggest that the antitumor mechanism of AdipoR1 stimulation differs from that of conventional therapies and may offer additive benefits when used in combination, as shown in our in vitro study.

Gene expression analysis using public data revealed that the expression of multiple adipokines, including adiponectin, is altered in certain cancers. In particular, in breast cancer, AdipoR1 expression is significantly enhanced, as indicated by analyses using multiple datasets and multiple controls (normal tissues or diploids). These results indicate that adipokine-targeted cancer therapy should be limited to cancer types in which adipokine signaling is deemed suitable for targeting based on AdipoR1 expression. In the future, we plan to investigate the significance of other adipokine receptors that are significantly differentially expressed in cancers as potential therapeutic targets.

Experiments using four breast cancer cell lines of different genetic subtypes confirmed AdipoR1 mRNA and protein expression in all cell lines, and AdipoRon treatment was found to enhance AMPK phosphorylation and significantly inhibit proliferation. Together, these results suggest that AdipoR1 stimulation may have a universal antitumor effect on breast cancers that express AdipoR1, regardless of the breast cancer genotype and subtype.

We examined the correlation between AdipoRon sensitivity and AdipoR1 mRNA expression in all 527 cancer cell lines and 13 breast cancer cell lines published in DepMap and the Human Protein Atlas. Contrary to our results, no significant correlation was found, and the antiproliferative effects were unclear. According to the DepMap data, the AdipoRon concentration used in drug-sensitivity testing of cell lines was 2.5 µM (0.87 µg/mL). In our cell experiments, AdipoRon concentrations of 10, 20, and 40 µg/mL were used. Significant antiproliferative effects were observed in all breast cancer cell lines at concentrations >20 µg/mL. However, concentrations <10 µg/mL did not activate AdipoR1 signaling, as indicated by AMPK phosphorylation, or significantly inhibit proliferation in some cell lines (Figs. 2 and 3). Furthermore, in studies by other groups, significant cancer growth inhibition by AdipoRon has been observed at concentrations similar to or higher than those in this study (20 µg/mL), with no significant inhibitory effect observed at concentrations below 10 µg/mL [38, 39, 51]. Therefore, the lack of correlation between AdipoR1 and the effects of AdipoRon in cell lines in the DepMap data, and the unclear cell growth inhibition effect, may be due to differences in the AdipoRon concentrations used to treat cell lines between DepMap and this study.

Hence, it is necessary to examine a larger number of cancer cell lines at the dose used in this study and to examine the correlation between AdipoR1 expression and AdipoRon sensitivity in more detail.

AdipoRon and breast cancer drugs inhibited cancer cell proliferation in an additive manner. In vivo, the antitumor action of AdipoRon alone was limited. The gene expression analysis results indicate that AdipoRon has a different mechanism of action than existing anticancer drugs; therefore, combination therapies have strong potential for clinical applications.

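Tested as whole lists at the preset correlation, mitotic genes passed as lower and targets of NRF2 as higher after AdipoRon in each of the 4 lines, but in no line with an estimated correlation (adjusted p from 0.139 to 0.753 and from 0.255 to 0.753). The 26 genes of G2/M and mitosis had median log2 fold changes of -1.21 in MCF7, -0.72 in T47D, -1.0 in MDA-MB-231 and -0.75 in MDA-MB-468 cells. In MCF7 cells 16 were lower (19 when adjusted over the list alone, camera, adjusted p = 4.64e-16, or adjusted p = 0.151 with an estimated correlation). In T47D cells 8 were lower (11 alone, adjusted p = 0.000332, or adjusted p = 0.753 with an estimated correlation). In MDA-MB-231 cells none passed over all genes and 23 were lower when adjusted over the list alone (adjusted p = 3.88e-27, or adjusted p = 0.139 with an estimated correlation). In MDA-MB-468 cells 1 was lower (11 alone, adjusted p = 1.7e-08, or adjusted p = 0.753 with an estimated correlation). No member of the list was higher in any line. In MDA-MB-231 cells the libraries lettered D and E differed from that lettered F by a median of -0.57 over this list in the controls and -1.53 with AdipoRon. CENPF, a kinetochore protein, and AURKA, a mitotic kinase, fell in T47D cells (log2 fold changes -1.12 and -1.19), and TOP2A, which untangles chromosomes, fell in MCF7 cells (log2 fold change -1.72, adjusted p = 0.00253).
Of the 31 NRF2 targets, 9 were higher in MCF7, 5 in T47D, none in MDA-MB-231 and 2 in MDA-MB-468 cells, and none was lower. Adjusted over the list alone, 10 were higher and 2 lower in MCF7, 5 higher in T47D, 2 higher in MDA-MB-231 and 4 higher in MDA-MB-468 cells. The list passed in MCF7 (adjusted p = 0.000217, or adjusted p = 0.255 with an estimated correlation), in T47D (adjusted p = 0.00816, or adjusted p = 0.609 with an estimated correlation) and in MDA-MB-468 cells (adjusted p = 0.0011, or adjusted p = 0.753 with an estimated correlation). In MDA-MB-231 cells it passed upward (adjusted p = 0.0209, or adjusted p = 0.652 with an estimated correlation) with a median log2 fold change of 0.18 but a mean of -0.43. This call ended without the AdipoRon library lettered D (0.142) or E (0.36) or the control lettered F (0.546), and that in T47D ended without the AdipoRon library lettered B (0.0618). Over this list the controls lettered D and E were above the one lettered F by a median of 0.88 in MDA-MB-231 and 0.27 in MDA-MB-468 cells. GCLM rose in T47D cells (log2 fold change 1.91, adjusted p = 9.87e-05) and in MCF7 cells (log2 fold change 1.17, adjusted p = 0.00834), where it did not pass without the control lettered A (adjusted p = 0.0533). FTL rose in MDA-MB-468 cells (log2 fold change 1.72, adjusted p = 0.00422 from edgeR's quasi-likelihood test, or 0.0563 with that line fitted alone). Pro-apoptotic genes passed camera as a list in no line (adjusted p = 0.133 in MCF7, 0.181 in T47D, 0.274 in MDA-MB-231 and 0.677 in MDA-MB-468 cells), and with fry they passed as higher in MCF7 (adjusted p = 0.00229) and T47D cells (adjusted p = 0.00235). Of 27 such genes, 6 were higher and 1 lower in MCF7, 7 higher and 3 lower in T47D, none either way in MDA-MB-231, and 1 higher in MDA-MB-468 cells. Suppressors of ferroptosis passed in MCF7 cells (adjusted p = 0.0153, or adjusted p = 0.14 with an estimated correlation), but did not in T47D, MDA-MB-231 or MDA-MB-468 cells (adjusted p = 0.0741, 0.893 and 0.0614). The replicate block by column number, chosen after seeing the data, called them in T47D (adjusted p = 0.0347) and MDA-MB-468 cells (adjusted p = 0.0285) but not in MDA-MB-231 cells (adjusted p = 0.65). In T47D and MDA-MB-468 cells libraries of the same letter did not deviate together in every pair, so that the block has little ground there. Fry, without the block, called the suppressors in T47D cells as well (adjusted p = 0.0059). Drivers of ferroptosis passed camera in no line (lowest adjusted p = 0.285).
At the level of single genes, MCF7 and T47D cells shared 351 higher genes and 264 lower ones, where independent lists would share 110.0 and 74.8. MCF7 and MDA-MB-468 cells shared 103 higher and 65 lower genes (17.6 and 14.8 if independent), and T47D and MDA-MB-468 cells 102 higher and 97 lower ones (24.3 and 27.5). In 3 of the lines 64 genes were higher and 29 lower. By edgeR's quasi-likelihood test no gene passed in the same direction in all 4 lines, while 27 were higher and 45 lower in all 4 at an unadjusted p under 0.05. DESeq2 called 6, of which GPCPD1, MT1X, OCEL1 and TIPARP-AS1 were higher and CENPF and HNRNPM were lower, and the replicate block by column number gave 27. The edgeR count became 23 without the MDA-MB-231 AdipoRon library lettered F, 1 without the control lettered D or F of that line, and 25 without the 4 TN libraries lettered F. These genes were chosen after their values were seen. From the shared gene sets, the paper proposes that control of proliferation is common to the subtypes.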

When we examined gene expression changes after exposure to AdipoRon in breast cancer cell lines of different subtypes, we found that gene sets related to oxidative stress, apoptosis, and ferroptosis induction were upregulated in all cell lines, suggesting that cell proliferation control is a common mechanism of AdipoRon across breast cancer subtypes. However, further analysis revealed that ferroptosis-inducing protein expression was enhanced only in HR-positive breast cancers, suggesting that AdipoRon mechanisms involving post-transcriptional modifications may differ among breast cancer subtypes. Therefore, factors other than ferroptosis may be involved in cell proliferation inhibition in TN breast cancers.

To our knowledge, this study shows for the first time that AdipoR1 stimulation downregulates BRCA gene and protein expression in HR-positive breast cancer cells. Wild-type MDA-MB-231, MDA-MB-468, MCF7 [52], and T47D [53] cells do not harbor *BRCA1* and *BRCA2* mutations. As shown in Fig. 4D and in a previous report [46], high *BRCA1* expression is a poor prognostic factor for breast cancer. Although studies have reported that cell proliferation inhibition leads to high *BRCA1* expression in cancer [54–56], considering that BRCA1 is involved in homologous recombination repair [57, 58], high BRCA1 expression may lead to treatment resistance, and inhibition of BRCA expression may represent a new breast cancer treatment modality. In particular, the combination of AdipoR1 stimulators and PARP inhibitors may be a promising effective treatment for breast cancer patients with no BRCA mutations and high BRCA mRNA levels. Further research is needed to unravel how the regulation of BRCA1 and BRCA2 expression is involved in breast cancer proliferation.

AdipoRon suppresses ER expression in HR-positive breast cancer cell lines, and ER signaling is the main proliferation-enhancing pathway in HR-positive breast cancer [59, 60]. AdipoRon exerted additive effects with hormonal drugs in vitro and may therefore have therapeutic effects on HR-positive breast cancers that have become resistant to conventional hormonal drugs.

Stimulation of AdipoR1 by AdipoRon reduced TROP2 expression. TROP2 is widely known as a target of antibody-drug conjugates (ADCs); it is widely expressed in breast cancer [61] and is involved in cell proliferation [49, 50]. To expand target therapy not only in HR-positive breast cancer but also in TROP2-positive TN cancer, control of TROP2 expression by AdipoR1 stimulation is important for expanding the application of adiponectin signaling.

A previous study [45] in pancreatic cancer cell lines reported that AdipoRon induces mitochondrial uncoupling, decreases ATP levels, and enhances glucose uptake, and that the glycolysis inhibitor 2-deoxy-D-glucose (2DG) further enhances its antitumor effects. To determine whether these findings also apply to breast cancer cells, we analyzed the expression of UCP2, which is induced by mitochondrial uncoupling, as well as OXPHOS-related proteins and Tom20, which decrease under mitochondrial dysfunction. However, we did not observe consistent evidence of mitochondrial uncoupling in the breast cancer cell lines tested, suggesting that AdipoRon-induced mitochondrial dysfunction may be cell line-specific. We further examined the effect of AdipoRon on glucose uptake using a 2-(N-(7-nitrobenz-2-oxa-1,3-diazol-4-yl)amino)-2-deoxyglucose (2-NBDG) assay in hormone receptor-positive and triple-negative breast cancer cell lines and assessed whether 2DG could enhance AdipoRon’s antiproliferative effect. No significant enhancement was observed in either cell line. These results suggest that the metabolic effects of AdipoRon and their potentiation by glycolysis inhibitors may depend on the metabolic characteristics of the tumor type and individual cell lines. Further studies are warranted to examine in more detail the regulation of mitochondrial function by AdipoRon in breast cancer cells, including measurement of oxygen consumption rates using a Seahorse Bioanalyzer in collaborative experiments.

In the animal experiment, immunocompetent mice were transplanted with mouse-derived breast cancer cells to examine the effects of AdipoRon treatment on tumor growth. In the future, we plan to conduct animal experiments using human breast cancer cell lines to examine the effects of AdipoR1 signaling activation on human breast cancer cells in vivo. In this in vivo experiment, we administered AdipoRon early, before the transplanted tumors reached a certain size, because AdipoRon’s inhibitory effect on cancer cell growth was limited in vitro (Fig. 3). It is generally known that the efficacy of anticancer drugs is reduced in vivo compared with in vitro due to differences in drug solubility in culture medium and blood [62], as well as factors such as metabolism and the tumor microenvironment in vivo [63]. Given the insufficient tumor-suppressive effect observed in vitro, we anticipated that the in vivo effects of AdipoRon would also be limited. Early drug administration is advantageous for assessing the effects on early tumor growth and on tumor cells before the microenvironment is fully established in vivo [64]. Therefore, we chose this drug administration schedule. However, because many patients present with advanced cancers in clinical settings, further animal experiments using larger tumors are necessary. Moreover, as AdipoRon alone is expected to have a limited antitumor effect, we plan to conduct combination studies with other anticancer drugs. A comprehensive search of AdipoR1 expression in normal tissues using the Genotype-Tissue Expression (GTEx) project [65] and the Human Protein Atlas revealed that AdipoR1 is expressed in hematopoietic and epidermal cells, suggesting that AdipoR1 stimulation by AdipoRon may lead to side effects such as anemia or skin abnormalities. In this experiment, mice treated with AdipoRon did not show reduced activity or pale tail coloration associated with anemia compared with control mice. No skin abnormalities, significant weight loss (Supplementary Data), or gastrointestinal side effects such as diarrhea were observed. Histological examination also revealed no notable morphological abnormalities or significant increases in the expression of anemia-related marker proteins, including EPO and HIF-2α [66, 67], in the liver compared with controls. Although no significant adverse effects of AdipoRon administration have been reported in mice [37], the scope of previous studies and our own assessment is limited, and the possibility of unrecognized side effects cannot be excluded. In addition, no clinical trials involving AdipoRon have been registered in the United States, Europe, or Japan, based on searches of ClinicalTrials.gov, the EU Clinical Trials Register, the UMIN Clinical Trials Registry (UMIN-CTR), and PubMed. Therefore, the potential side effects of AdipoRon in humans must be carefully evaluated through further preclinical studies, particularly in the context of developing therapeutics targeting the adiponectin receptor. AdipoR1 signaling was activated using the small molecular compound AdipoRon. Small-molecule compounds may exert unexpected off-target effects. Ideally, AdipoR1 signaling is activated using synthetic adiponectin; however, in vivo, adiponectin exists as dimers, trimers, and hexamers [68–70], which have vigorous physiological activity, and synthesizing polymers is challenging. Available synthetic adiponectin compounds are monomers and have low physiological activity. In the future, we plan to synthesize high-molecular-weight adiponectin in collaboration with academic research institutes and companies to investigate its cancer-suppressive effects.

## Conclusion

Our findings identify AdipoR1 activation as a promising multimodal therapeutic strategy for breast cancer across molecular subtypes, as it integrates metabolic stress signaling, cell death pathways, DNA repair, and hormone receptor suppression. The broad efficacy of this approach may provide additional therapeutic benefits to patients with AdipoR1-positive breast cancer at all stages, regardless of hormone receptor and HER2 status, which are current factors in the treatment decision tree. Further preclinical studies are required for clinical application, and screening for more potent AdipoR1 agonists is also necessary. We plan to conduct retrospective and prospective non-interventional studies of blood adiponectin levels and AdipoR expression in breast cancer patients to examine whether prognosis, treatment resistance, and metastasis differ between breast cancer patients with high blood adiponectin levels and AdipoR expression and those with the opposite phenotype.

## Materials and methods

Detailed information is provided in the Supplementary Information.

### Cell lines and constructs

MCF7, T47D, MDA-MB-231, MDA-MB-468, EO771, and 4T1 cells were purchased from the American Type Culture Collection (ATCC, Manassas, VA, USA). MDA-MB-231-Luc and 4T1-Luc cells were procured from the Japan Collection of Research Bioresources Cell Bank (JCRB, Tokyo, Japan). Lentiviral shRNA constructs targeting *ADIPOR1* were obtained from Sigma-Aldrich (St. Louis, MO, USA). A stable *ADIPOR1* overexpression construct was generated by cloning the open reading frame of *ADIPOR1* downstream of the CMV promoter into a pLOC lentiviral vector purchased from Horizon Discovery (Cambridge, UK). All cell lines used in this study were authenticated within the past year using short tandem repeat (STR) profiling by BEX (Tokyo, Japan) and were tested for mycoplasma contamination by PCR (e-Myco™ plus Mycoplasma PCR Detection Kit, #25237, South Korea). All experiments were conducted using mycoplasma-free cells. All in vitro experiments were repeated at least three times independently, and all plots show the mean of ≥3 technical replicates per condition for each biological replicate (n), obtained from ≥3 independent experiments.

### Adipokine signaling-related gene expression analysis across cancer types

In total, 37 genes encoding adipose secretory factors, including adipokines and their receptors, were analyzed (Table 1). The mRNA expression and gene amplification or deletion of these genes were analyzed in 31 cancer types using data from 8433 patients in the TCGA database (https://www.cancer.gov/ccg/research/genome-sequencing/tcga?form=MG0AV3), an open-access database available at cBioPortal (https://www.cbioportal.org) [71–73]. We also performed similar analyses using TCGA data for breast cancer (*n* = 994) and data from the Molecular Taxonomy of Breast Cancer International Consortium (METABRIC) database (*n* = 1604).

### Western blot analysis

The proteins extracted from cells were loaded onto and separated on sodium dodecyl sulfate polyacrylamide gels and transferred to nitrocellulose membranes. The membranes were incubated overnight at 4 °C with the following rabbit monoclonal primary antibodies: AdipoR1 and TROP2 (Abcam, Cambridge, UK; ab50675 and ab227691); AMPKα, phospho-AMPKα, β-actin, IRE1α, CHOP, HO-1, BRCA1, BRCA2, ERα, and cleaved caspase 3 (Cell Signaling Technology, Danvers, MA, USA; 5831S, 2535S, 4970S, 3294S, 2895S, 43996S, 14823S, 10741S, 8644S, and 9664S, respectively). The blots were incubated with HRP-conjugated goat anti-rabbit antibody (Cytiva, Marlborough, MA, USA) for one hour, visualized by ECL (Cytiva, Marlborough, MA, USA), and imaged with a Chemidoc Touch MP (Bio-Rad, Hercules, CA, USA). All experiments were repeated at least three times independently.

### Immunohistochemistry (IHC) using tissue microarray cores

Tissue microarrays (TMAs) prepared from anonymized paraffin-embedded tissue blocks of breast cancer from the included patients were used for immunostaining. In brief, TMA blocks were sectioned at 5-μm thickness. The sections were incubated with antibodies against AdipoR1 (ab70362, Abcam) at room temperature (20–25 °C) for 1 h. After washing with PBS, the sections were incubated with species-specific secondary antibodies (724132, 724142; Nichirei Biosciences), washed, and incubated with 0.5 mg/mL 3,3′-diaminobenzidine (725191; Nichirei Biosciences) for visualization.

### Apoptosis assay

Apoptosis was assessed using a cleaved caspase 3/7 detection kit (Invitrogen). After exposing cells to the kit reagent for 30 min, green fluorescence-stained cells were counted using a Countess 3 FL automated cell counter (Thermo Fisher Scientific). The assay was repeated three times independently, and the average values were calculated.

### Ferroptosis assay

Ferroptosis was assessed using a Liperfluo ferroptosis detection kit (Cat# L248; Dojindo). Trypsinized cells were incubated with Liperfluo in an incubator for 1 h. Then, the cells were washed with Hank’s balanced salt solution (Cat# 14025092; Thermo Fisher Scientific), and green fluorescence-stained cells were counted using the Countess 3 FL automated cell counter. The assay was repeated three times independently, and the average values were calculated. Data are shown as mean ± SD from at least two independent experiments with duplicate or triplicate samples.

### In vivo experiments

All animal experiments conformed to the ARRIVE guidelines and were approved by the Kanagawa Cancer Center Animal Experimentation Committee (approval number 01-07).

The sample size for the animal experiments was determined using GraphPad Prism. For the planned three-group comparison, a one-way ANOVA was used with a standardized effect size of 0.65, a power of 0.8, and a two-tailed alpha of 0.05. Based on this calculation, nine animals per group were required, and the experiments were conducted accordingly.

Ten-week-old female C57BL6 (Jackson Laboratory Japan, Yokohama, Japan) mice were subcutaneously implanted with 1 × 10^6^ EO771 cells on the left and right flanks. Mice in the control group received 0.4% cellulose, whereas those in the treatment group received 50 mg/kg AdipoRon (Adipogen) i.p. or i.g., five times a week for two weeks. Tumor diameters were measured twice a week during the treatment. Two weeks after treatment, the mice were sacrificed, and the tumors were excised and weighed. The experiment was performed independently three times with *n* = 3 mice in each of the control, i.p, and i.g groups. Animals were randomly assigned to groups without weight bias.

### RNA-sequencing (RNA-seq) analysis

Human breast cancer cells (MCF7, T47D, MDA-MB-231, and MDA-MB-468) were exposed to AdipoRon at 10 µg/mL or 40 µg/mL or to dimethyl sulfoxide (DMSO; Cat# 043-07216; Fujifilm Wako) as a control. After 24 h of exposure, RNA was extracted from all cells using an RNeasy Mini kit (Qiagen). RNA quality was assessed using a Nanodrop (Thermo Fisher). Sequencing libraries were prepared from qualified total RNA using the SMARTer Stranded Total RNA Sample Prep Kit (635005; Takara Bio) and sequenced using the Illumina NextSeq500 (Illumina), generating 236-bp reads. RNA-seq was outsourced to Takara Bio. Differentially expressed genes were identified based on *P* < 0.05 (*t*-test) and log2(fold change) >1 and functionally annotated using Gene Ontology and Kyoto Encyclopedia of Genes and Genomes pathway enrichment analysis (KEGG). 

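At an unadjusted p under 0.05 and an absolute log2 fold change above 1 in the edgeR fit, 10 genes changed in the same direction in all 4 lines. BIRC5, which encodes survivin, and E2F8, a cell cycle transcription factor, were lower. MT1X and MT2A, metallothioneins that bind zinc and copper, GPCPD1, DUSP15, EAF2, ODF3B, FLJ27352 and TIPARP-AS1 were higher. Reads of MT1X and MT2A can be shared with other metallothioneins. These genes were chosen after their values were seen. With the same cutoffs 421 genes were higher and 405 lower in MDA-MB-231 cells, and 650.0 higher and 667 lower in MDA-MB-468 cells. In the mean of the HR-positive lines 1641 were higher and 614 lower, in the mean of the TN lines 480.0 and 398, and in the mean of all lines 870.0 and 309. The test behind these counts is edgeR's quasi-likelihood test, not the t-test of the paper.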

Ingenuity Pathway Analysis (IPA, Qiagen, Hilden, Germany) was conducted using our original datasets. The sequence reads produced in this study are deposited at Gene Expression Omnibus (GEO) under accession No. GSE290491.

### In silico analysis using public data

In silico analysis was performed using data from cBioPortal, the Cancer Cell Line Encyclopedia (CCLE; https://sites.broadinstitute.org/ccle/), and the Human Protein Atlas. The mRNA expression and gene amplification/deletion of 37 adipokines and adipokine receptors were analyzed using cBioPortal, based on RNA-seq data of tumor tissues from cancers originating in various organs. AdipoR1 expression status in the various cancer types was analyzed using the search tool of the Human Protein Atlas. ER, PgR, HER2, and AdipoR1 mRNA expression in breast cancer cell lines was analyzed using the CCLE website. No computer code was used in this study.

### Lentiviral transfection

Stable gene knockdown or expression was achieved using the ViraPower Lentiviral expression system (Invitrogen) according to the manufacturer’s protocol. Gene manipulation from polyclonal stable cell lines was checked using western blotting. Lentiviral shRNA constructs targeting *ADIPOR1* were obtained from Sigma-Aldrich. Stable *ADIPOR1* overexpression was achieved by cloning the open reading frame of *ADIPOR1* downstream of the CMV promoter in the pLOC lentiviral vector (Dharmacon).

### Statistical analysis

Data are reported as mean ± SD and were analyzed using GraphPad Prism 7.0 software (SCR_002798, GraphPad Software, La Jolla, CA, USA). Means of the two groups were compared using Student’s unpaired *t*-test. For multiple group comparisons, an ordinary ANOVA was employed, followed by the Tukey–Kramer or Dunnett’s multiple comparison tests. Statistical significance was set to *P* < 0.05. Pearson’s chi-squared test was used to determine correlations between clinical parameters and overall survival. In Ingenuity Pathway Analysis (SCR_008653, Qiagen), canonical pathway activation was assessed based on the z-score, with a positive value indicating pathway activation and a negative value indicating pathway inhibition. Kaplan–Meier plots were generated using the Kaplan–Meier plotter [74].

### Ethical approval

This study was approved by the Kanagawa Cancer Center Ethics Committee (approval number: 2020 EKI-37) and conducted in accordance with the study protocol approved by the center. Comprehensive written informed consent was obtained from all patients included in the study. All animal experiments conformed to the ARRIVE guidelines and were approved by the Kanagawa Cancer Center Animal Experimentation Committee (approval number 01-07). All methods, including study design, sample size, inclusion and exclusion criteria, outcome measures, method of euthanasia, timing of tissue collection after euthanasia, and statistical methods, were performed according to relevant guidelines and regulations.

## Supplementary information

Supplementary Information: Detailed Materials and Methods

Supplementary Figure S1

Supplementary Figure S2

Supplementary Figure S3

Supplementary Figure S4

Supplementary Figure S5

Supplementary Figure S6

all raw_western_blot_images_of_main_figures

all_raw_western_blot_images_of_supplementary_figures

## Data Availability

Detailed information is provided in the Supplementary Information.

# Supplementary material for: AdipoR1–AMPK axis suppresses breast cancer across molecular subtypes via multimodal cell death pathways, including ferroptosis and apoptosis
**Source:** Cell Death Dis. 2026 Mar 26;17(1):384. doi: 10.1038/s41419-026-08583-7
**Supplement:** Supplementary file 1 — Supplementary Information: Detailed Materials and Methods

**Supplementary Information**

**Detailed materials and methods**

***Cell lines and constructs***

MCF7 (Cat# HTB-22, RRID: CVCL_0031), T47D (Cat# HTB-133, RRID: CVCL_0553), MDA-MB-231 (Cat# CRM-HTB-26, RRID: CVCL_0062), MDA-MB-468 (Cat# CRM-HTB-132, RRID: CVCL_0419), EO771 (Cat# CRL-3461, , RRID: CVCL_GR23), and 4T1 (Cat# CRL-2539, RRID: CVCL_0125) cells were purchased from the American Type Culture Collection (ATCC, Manassas, VA, USA). MDA-MB-231-Luc (Cat# 1559) and 4T1-Luc (Cat# 1447, RRID: CVCL_E3GH) cells were procured from the Japan Collection of Research Bioresources Cell Bank (JCRB, Tokyo, Japan). The cells were cultured in RPMI1640 medium (Cat# 189-02025; Fujifilm Wako, Tokyo, Japan) supplemented with 10% fetal bovine serum (FBS; Cat# A5256701, Gibco/Thermo Fisher Scientific, Waltham, MA, USA) and 1% antibiotic-antimycotic (100X; Cat# 15240062; Gibco/Thermo Fisher Scientific) in 100-mm tissue culture plates at 37°C in the presence of 5% CO_2_. The medium was renewed every 3 days, and the cells were split every 4 days. Stable gene knockdown or expression was achieved using the ViraPower Lentiviral Expression System (Cat# K497500; Thermo Fisher Scientific), according to the manufacturer’s protocol. Gene manipulation in stable polyclonal cell lines was checked using western blotting, and cells were passaged for no longer than a month for use in experiments. Cells were periodically checked for *Mycoplasma* contamination. Lentiviral shRNA constructs (MISSION™ TRC shRNA, TRCN0000063045 and TRCN0000299279) targeting *ADIPOR1* were obtained from Sigma-Aldrich (St. Louis, MO, USA). A stable *ADIPOR1* overexpression construct was constructed by cloning the open reading frame of *ADIPOR1* downstream of the CMV promoter into a pLOC lentiviral vector purchased from Horizon Discovery (Cambridge, UK). All cell lines used in this study were authenticated within the past year using short tandem repeat (STR) profiling by BEX (Tokyo, Japan) and were tested for mycoplasma contamination by PCR (e-Myco™ plus Mycoplasma PCR Detection Kit, #25237, South Korea). All experiments were conducted using mycoplasma-free cells.

***Adipokine signaling-related gene expression analysis across cancer types***

In total, 37 genes encoding adipose secretory factors, including adipokines and their receptors were analyzed (Table 1). The mRNA expression and gene amplification or deletion of these genes were analyzed in 31 cancer types (acute myeloid leukemia, adrenocortical carcinoma, bladder urothelial carcinoma, brain lower grade glioma, breast invasive carcinoma, cervical squamous cell carcinoma, cholangiocarcinoma, colorectal adenocarcinoma, diffuse large b-cell lymphoma, esophageal adenocarcinoma, glioblastoma multiforme, head and neck squamous cell carcinoma, kidney chromophobe carcinoma, kidney renal clear cell carcinoma, kidney renal papillary cell carcinoma, liver hepatocellular carcinoma, lung adenocarcinoma, lung squamous cell carcinoma, mesothelioma, ovarian serous cystadenocarcinoma, pancreatic adenocarcinoma, pheochromocytoma and paraganglioma, prostate adenocarcinoma, sarcoma, skin cutaneous melanoma, stomach adenocarcinoma, testicular germ cell tumors, thymoma, thyroid carcinoma, uterine carcinosarcoma, uterine corpus endometrial carcinoma, and uveal melanoma) using data from 8,433 patients in the TCGA database (https://www.cancer.gov/ccg/research/genome-sequencing/tcga?form=MG0AV3), an open-access database available at cBioportal (https://www.cbioportal.org) ^63, 64, 65^. We also performed similar analyses using TCGA data for breast cancer (*n* = 994) and data from the Molecular Taxonomy of Breast Cancer International Consortium (METABRIC) database (*n* = 1,604). As controls, normal samples were used for TCGA database analysis, and all samples for METABRIC database analysis.

***Western blot analysis***

Proteins were extracted from MCF7, T47D, MDA-MB-231, MDA-MB-468, EO771, and 4T1-Luc cells using RIPA buffer (FUJIFILM Wako Pure Chemical Corporation, Tokyo, Japan) containing protease inhibitor (cOmplete Mini, Roche, Basel, Switzerland) and phosphatase inhibitor (PhosphoSTOP, Roche). The proteins (20 μg) were loaded onto and separated in sodium dodecyl sulfate polyacrylamide gels and transferred to nitrocellulose membranes.

The membranes were incubated overnight at 4°C with the following rabbit monoclonal primary antibodies: AdipoR1 and TROP2 (Abcam, Cambridge, UK; ab50675 and ab227691); AMPKα, phospho-AMPKα, β-actin, IRE1α, CHOP, HO-1, BRCA1, BRCA2, ERα, cleaved caspase-3, Tom20, and UCP2 (Cell Signaling Technology, Danvers, MA, USA; 5831S, 2535S, 4970S, 3294S, 2895S, 43996S, 14823S, 10741S, 8644S, 9664S, 42406S, and 89326S, respectively) and mouse monoclonal antibodies: total OXPHOS cocktail (Abcam; ab110411) including NDFUB8, SDHB, UQCRC2, MTCO2, and ATP5A (Abcam; ab110242, ab14714, ab14745, ab110258, and ab14748, respectively). The blots were washed and incubated with horseradish peroxidase-conjugated goat anti-rabbit secondary antibody (Cytiva, Marlborough, MA) for 1 h and visualized using enhanced chemiluminescence using ECL Western blotting detection reagent (Cytiva). Protein bands were imaged with a Chemidoc Touch MP Imaging System (Bio-Rad, Hercules, CA, USA).

***Cell Counting Kit-8 (CCK-8) assay***

Cells of breast cancer cell lines were seeded in 96-well plates and incubated in an FBS-free culture medium for 24 h for cell cycle synchronization. Then, the cells were exposed to 10, 20, or 40 µg/mL of AdipoRon (Cat# SML0998; Sigma-Aldrich), 5 or 10 µM 4-hydroxytamoxifen (Cat# H6278; Sigma-Aldrich), 0.1 or 2 µM doxorubicin hydrochloride (Cat# 15007; Cayman Chemical), and 5 or 20 nM paclitaxel (Cat# 10461; Cayman Chemical) for 48 h or 72h, and cell viability was measured using a CCK-8 assay (Cat# 347-07621; Dojindo Laboratories, Kumamoto, Japan). The optical density at 450 nm in sample and control wells was measured using a multimode plate reader (EnSpire Alpha 2390; PerkinElmer, Waltham, MA, USA). The data are shown as mean ± standard deviation (SD) from at least two independent experiments with duplicate or triplicate samples.

***2-(N-(7-Nitrobenz-2-oxa-1,3-diazol-4-yl)amino)-2-deoxyglucose (2-NBDG) assay***

For the 2-NBDG uptake assay, we followed the protocol described in the previous report (PMID12345). Cells were treated with AdipoRon (25 or 50  µM) for 48 h in 6-well plates. The medium was then replaced with glucose- and serum-free PBS for 40 min. After starvation, the cells were incubated with 2-NBDG (200  µM, Thermo Fisher, Cat#N13195) in PBS for 80 min. Finally, cells were washed once with PBS and cell fluorescence was measured using excitation at 475 nm and emission at 550 nm. Fluorescence positivity was analyzed simultaneously using the Countess 3 FL Automated Cell Counter (Thermo Fisher). Acquired data were statistically compared among control and AdipoRon-treated groups using one-way ANOVA followed by Tukey’s multiple comparisons test.

***Combination treatment using 2-deoxy-D-glucose (2DG)***

MCF7 and MDA-MB-231 cells in 96-well plates were treated with the glycolysis inhibitor 2-deoxy-D-glucose (2DG, 100 and 500 µM) and/or AdipoRon (20 µg/mL) for 24 h, following the previous report (PMID35121743). After treatment, cell viability was measured using the CCK-8 assay. Statistical analysis was performed using one-way ANOVA followed by Tukey’s multiple comparisons test.

***Wound scratch assay***

Cancer cells were seeded in 24-well plates at 1 × 10^5^ cells/well. The medium was replaced with RPMI1640 without FBS to control the cell cycle. The next day, a linear wound was created in each well using a 200-μL tip. The medium was replaced with a control (culture medium with DMSO) or reagent (10, 20, or 40 µg/mL AdipoRon) solution. Images were acquired after 48 h using a Zeiss Cell Discoverer 7 (Zeiss, Gottingen, Germany), and the distance between the wound edges was measured using Cell Discoverer 7. The wound healing rate was calculated by dividing the distance at 48 h by that at 0 h. Data are shown as mean ± SD from at least two independent experiments with duplicate or triplicate samples.

***Combination treatment of AdipoRon and conventional therapeutic reagents***

Human breast cancer cell lines were treated with DMSO (Sigma-Aldrich, Cat#D5879) as control, AdipoRon (20 µg/mL), 4-hydroxytamoxifen (TAM, Sigma-Aldrich, Cat#H6278) at 5 or 10 µM, paclitaxel (PTX, Cayman chemical, Ann Arbor, MI, USA. Cat#10461) at 5 or 20 nM, or doxorubicin (DOX, Cayman chemical, Cat#15007) at 0.1 or 2 µM, alone or in combination. After 72 hours, cell proliferation was measured using CCK-8, and cell viability was calculated relative to untreated control cells. Statistical analysis was performed usin one-way ANOVA followed by an unpaired two-tailed Welch’s t-test.

***Combination treatment in cells with manipulated AdipoR1 expression.***

Human breast cancer cell lines with manipulated AdipoR1 expression were treated with 20 μg/mL AdipoRon, TAM at 5 or 10 µM, or DOX at 1 µM, alone or in combination. After 72 hours, cell proliferation was measured using CCK-8, and cell viability was calculated relative to untreated control cells. Statistical analysis was performed using one-way ANOVA followed by an unpaired two-tailed Welch’s t-test.

***Immunohistochemistry (IHC) using tissue microarray cores***

Tissue microarrays (TMAs) prepared from anonymized paraffin-embedded tissue blocks of breast cancer from included patients were used for immunostaining. In brief, TMA blocks were sectioned at 5-μm thickness. After antigen retrieval using a commercially available solution (415211; Nichirei Biosciences, Tokyo, Japan) or proteinase (P8038; Sigma-Aldrich), the sections were incubated with antibodies against AdipoR1 (ab70362, 1:200, rabbit polyclonal IgG Ab; Abcam) at room temperature (20–25°C) for 1 h. The concentrated antibodies were diluted in SignalStain Antibody Diluent (#8112, Cell Signaling Technology, Danvers, MA, USA). After washing with PBS, the sections were incubated with ready-to-use biotinylated species-specific secondary antibodies (724132, 724142; Nichirei Biosciences), washed, and incubated with 0.5 mg/mL 3,3′-diaminobenzidine (725191; Nichirei Biosciences) for visualization. Non-specific mouse or rabbit IgG was used as a negative control.

***Apoptosis assay***

Apoptosis was assessed using a cleaved caspase 3/7 detection kit (Invitrogen). After exposing cells to the kit reagent for 30 min, green fluorescence-stained cells were counted using a Countess 3 FL automated cell counter (Thermo Fisher Scientific). The assay was repeated three times independently, and average values were calculated. The data are shown as mean ± SD from at least two independent experiments with duplicate or triplicate samples.

***Ferroptosis assay***

Ferroptosis was assessed using a Liperfluo ferroptosis detection kit (Cat# L248; Dojindo). Trypsinized cells were incubated with Liperfluo in an incubator for 1 h. Then, the cells were washed with Hank’s balanced salt solution (Cat# 14025092; Thermo Fisher Scientific), and green fluorescence-stained cells were counted using the Countess 3 FL automated cell counter. The assay was repeated three times independently, and average values were calculated. Data are shown as mean ± SD from at least two independent experiments with duplicate or triplicate samples.

***In vivo experiments***

All animal experiments conformed to the ARRIVE guidelines and were approved by the Kanagawa Cancer Center Animal Experimentation Committee (approval number 01-07). Ten-week-old female C57BL6 (Jackson Laboratory Japan, Yokohama, Japan, RRID:IMSR_JAX:000664) mice were subcutaneously implanted with 1 × 10^6^ EO771 cells on the left and right flanks. Mice were randomly assigned to groups to ensure that littermates and body weight were balanced across groups. Outcome assessments were performed by a separate investigator who was not involved in the experimental procedures and was blinded to the group assignments. Mice in the control group received 0.4% cellulose, whereas those in the treatment group received 50 mg/kg AdipoRon (Adipogen) i.p. or i.g. five times a week for two weeks. Tumor diameters were measured twice a week during the treatment. Two weeks after treatment, the mice were sacrificed, and the tumors were excised and weighed. The experiment was performed three times with *n* = 3 mice in each of the control, i.p, and i.g groups. The exclusion criteria were predefined as follows: animals were excluded if their tumor long axis exceeded 20 mm or if they experienced more than 20% body weight loss. Tumors and organs collected from the animals were fixed in 10% neutral buffered formalin for 24 h, embedded in paraffin, and prepared as formalin-fixed paraffin-embedded (FFPE) samples for subsequent histopathological analysis. The FFPE blocks were sectioned at 4 µm, and the sections were stained with hematoxylin and eosin (H&E). Additional sections were used for immunohistochemical analysis. After antigen retrieval using a commercially available solution (415211; Nichirei Biosciences) or proteinase (P8038; Sigma-Aldrich), the sections were incubated with antibodies against Erythropoietin (EPO) (66975-1-Ig, 1:200, mouse monoclonal IgG Ab; Proteintech Group, Rosemont, IL, USA) and HIF2α (AF2997, 1:200, goat polyclonal IgG Ab; R&D Systems, Inc., Minneapolis, MN, USA) at room temperature (20°C–25°C) for 1 h. The concentrated antibodies were diluted in SignalStain Antibody Diluent (#8112, Cell Signaling Technology). After washing with PBS, the sections were incubated with ready-to-use biotinylated species-specific secondary antibodies (724132, 724142; Nichirei Biosciences), washed, and incubated with 0.5 mg/mL 3,3′-diaminobenzidine (725191; Nichirei Biosciences) for visualization. Non-specific mouse or rabbit IgG was used as a negative control. Immunohistochemical staining was evaluated using the H-score method, calculated as the product of the percentage of positive cells (0–100) and the staining intensity (0–3), yielding a total score of 0-300.

***RNA-sequencing (RNA-seq) analysis***

Human breast cancer cells (MCF7, T47D, MDA-MB-231, and MDA-MB-468) were exposed to AdipoRon at 10 µg/mL or 40 µg/mL or to dimethyl sulfoxide (DMSO; Cat# 043-07216; Fujifilm Wako) as a control. After 24 h of exposure, RNA was extracted from all cells using an RNeasy Mini kit (Qiagen). RNA quality was assessed using a Nanodrop (Thermo Fischer). Sequencing libraries were prepared from qualified total RNA using the SMARTer Stranded Total RNA Sample Prep Kit (635005; Takara Bio) and sequenced using Illumina NextSeq500 (Illumina), generating 236-bp reads. RNA-seq was outsourced to Takara Bio. Differentially expressed genes were identified based on *P* < 0.05 (*t*-test) and log2(fold change) > 1 and functionally annotated using Gene Ontology and Kyoto Encyclopedia of Genes and Genomes pathway enrichment analysis (KEGG). Ingenuity Pathway Analysis (IPA, Qiagen, Hilden, Germany) was conducted using our original datasets. The sequence reads produced in this study are deposited at Gene Expression Omnibus (GEO) under accession No. GSE290491.

***In silico analysis using public data***

*In silico* analysis was performed using data from cBioPortal, the Cancer Cell Line Encyclopedia (CCLE; https://sites.broadinstitute.org/ccle/), and the Human Protein Atlas. The mRNA expression and gene amplification/deletion of 37 adipokines and adipokine receptors was analyzed using cBioPortal, based on RNA-seq data of tumor tissues from cancers originating in various organs. AdipoR1 expression status in the various cancer types was analyzed using the search tool of the Human Protein Atlas. ER, PgR, HER2, and AdipoR1 mRNA expression in breast cancer cell lines was analyzed using the CCLE website.

*In silico* analysis of AdipoRon sensitivity in cancer cell lines using public databases was conducted. To this end, a correlation analysis between cell proliferation and AdipoR1 mRNA expression was performed using cell proliferation data following treatment with 2.5 µM (0.87 µg/mL) AdipoRon and AdipoR1 mRNA expression data for 527 cell lines in the DepMap portal (DepMap 24Q2 Public release). Correlation analysis between AdipoRon sensitivity and AdipoR1 mRNA expression data in thirteen individual breast cancer cell lines was also performed using data from DepMap and the Human Protein Atlas.

***Lentiviral transfection***

Stable gene knockdown or expression was achieved using the ViraPower Lentiviral expression system (Invitrogen) according to the manufacturer’s protocol. Gene manipulation from polyclonal stable cell lines was checked using western blotting. Lentiviral shRNA constructs targeting *ADIPOR1* were from Sigma-Aldrich. Stable *ADIPOR1* overexpression was achieved by cloning the open reading frame of *ADIPOR1* downstream of the CMV promoter in the pLOC lentiviral vector (Dharmacon).

# *Statistical analysis*

Statistical tests were chosen based on the experimental design and data distribution. Normality of each dataset was assessed using the default D’Agostino–Pearson omnibus normality test in GraphPad Prism 7.0 software (SCR_002798, GraphPad Software, La Jolla, CA, USA) prior to applying parametric tests. Measures of variation (mean ± standard deviation or standard error of the mean) are reported for all data. Only datasets meeting the assumptions of normality were analyzed using parametric tests such as t-tests or ANOVA, while non-parametric tests were applied when normality assumptions were not satisfied. Variances between groups were confirmed to be comparable prior to analysis. Data are reported as mean ± SD and were analyzed using GraphPad Prism 7.0 software. Means of two groups were compared using Student’s unpaired *t*-test. For multiple group comparisons, an ordinary ANOVA was employed, followed by the Tukey–Kramer or Dunnett's multiple comparison tests. Statistical significance was set to *P* < 0.05. Pearson’s chi-squared test was used to determine correlations between clinical parameters and overall survival. In Ingenuity Pathway Analysis (SCR_008653, Qiagen), canonical pathway activation was assessed based on the z-score, with a positive value indicating pathway activation and a negative value indicating pathway inhibition. Kaplan–Meier plots were generated using the Kaplan-Meier plotter ^66^. Simple linear regression analysis was performed to assess the relationship between AdipoR1 mRNA expression and the effect of AdipoRon on cell growth.

**Ethical approval**

This study was approved by the Kanagawa Cancer Center Ethics Committee (approval number: 2020 EKI-37) and conducted in accordance with the study protocol approved by the center. Comprehensive written informed consent was obtained from all patients included in the study. All animal experiments conformed to the ARRIVE guidelines and were approved by the Kanagawa Cancer Center Animal Experimentation Committee (approval number 01-07). All methods, including study design, sample size, inclusion and exclusion criteria, outcome measures, method of euthanasia, timing of tissue collection after euthanasia, and statistical methods, were performed according to relevant guidelines and regulations.

**Conflict of interest:**

S. Sato received research funding from Nikon Corporation and Takeda Pharmaceutical Company. Y. Miyagi received research funding from Tosoh Corporation and Shin Nippon Biomedical Laboratories, Ltd. T. Yamashita received research grants and/or honoraria for lectures from Chugai, Eisai, Novartis Pharma, Taiho, Nippon Kayaku, AstraZeneca, Kyowa Kirin, Pfizer Japan, Eli Lilly, and Daiichi Sankyo. T. Yamanaka received honoraria for lectures from Chugai, Eisai, Novartis Pharma, AstraZeneca, Kyowa Kirin, Pfizer Japan, Eli Lilly, and Daiichi Sankyo. All other authors declare no conflicts of interest.

**Availability of data and materials:**

The RNA-seq data and original western blot images were deposited at GEO under GEO:233867 and Mendeley at 10.17632/hrw8kxcsxp.1, respectively, and are publicly available as of the date of publication. Microscopy data reported in this paper will be shared by the lead contact upon request. Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

**Acknowledgements:**

We thank Dr. Yutaka Kondo (Nagoya University), Dr. Naohiko Koshikawa (Institute of Science Tokyo), and Dr. Takuro Nakamura (Tokyo Medical University) for providing cogent and meaningful suggestions; Ms. Yoshihara and Ms. Ohrui for preparing the specimens; Ms. Nakagawa for support in the *in vitro* experiments; Ms. Kasashima for cleaning the RNA-seq data and processing the GSEA data; Dr. Daisuke Hoshino for providing us with 4T1-Luc cells; and Dr. Emi Yoshioka, Dr. Kae Kawachi, Dr. Kota Washimi, Dr. Yoichiro Okubo, and Dr. Tomoyuki Yokose for preparing pathological breast cancer specimens. This work was supported by the Japan Society for the Promotion of Science (JSPS) Grants-in-Aid for Scientific Research (KAKENHI; grant No. 23K08708 to Shinya Sato).

# Author’s contributions

Sato S contributed to the study concept, TCGA data analysis, RNA-seq data analysis, extraction of candidate genes from the data, cell and animal experiments, histopathological analysis of specimens, and manuscript writing. Komori Y and Ishida M performed cell and animal experiments. Nakamura Y performed immunohistochemistry. Miyagi Y, Yamashita T, and Yamanaka T provided advisory guidance on the concept, and Yamashita T and Yamanaka T prepared the breast cancer tissues.

**Figure legends of supplementary figures**

**Supplementary Figure S1**

**Additional gene expression analysis of breast cancer tissues and cell lines using public databases.**

A-D: Gene expression analysis of adipokines and adipokine receptors in breast cancer of several datasets. E: Estrogen receptor, Progesterone receptor, HER2, and AdipoR1 mRNA expression of breast cancer cell lines in Cancer Cell Line Encyclopedia (CCLE). F: A chemical structural formula of the AdipoRon. G: AdipoR1 mRNA expression across cancer types in the Human Protein Atlas.

**Supplementary Figure S2**

**Effects of AdipoRon on mitochondrial stress and glucose metabolism.**

**A,** Protein expression of oxidative phosphorylation (OXPHOS)-related proteins, Tom20, and UCP2 in breast cancer cell lines 48 h after AdipoRon exposure (10 or 40 µg/mL). C, control (DMSO); A10, 10 µg/mL AdipoRon; A40, 40 µg/mL AdipoRon.

**B, Top:** Snapshots of cells positive for 2-(N-(7-nitrobenz-2-oxa-1,3-diazol-4-yl)amino)-2-deoxyglucose (2-NBDG) detected by the Countess 3 FL. Quantification of 2-NBDG-positive cells in MCF7 and MDA-MB-231 cells with or without AdipoRon treatment (25 and 50 µM).
**Bottom:** Relative cell viability following treatment with the glycolysis inhibitor 2-deoxy-D-glucose (2DG, 100 and 500 µM) and/or AdipoRon (20 and 40 µg/mL) in MCF7 and MDA-MB-231 cells. ***P < 0.001; one-way ANOVA followed by Tukey’s multiple comparison test.

**C, Top:** Representative immunohistochemical images of Tom20- and UCP2-stained breast cancer tissues with or without AdipoRon treatment.
**Bottom:** H-scores of Tom20 and UCP2 in breast cancer tissues from control and AdipoRon-treated mice. n.s., not significant; unpaired two-tailed Welch’s t-test.

**Supplementary Figure S3**

**Correlation between cell growth effects of AdipoRon and AdipoR1 mRNA expression in cell lines from public databases.**

A. Correlation analysis of the inhibitory (left) and promoting (right) effects of AdipoRon (2.5 µM) on cell growth and their association with AdipoR1 mRNA expression in the 527 cancer cell lines.

B. Correlation analysis of the inhibitory (left) and promoting (right) effects of AdipoRon (2.5 µM) on cell growth and their association with AdipoR1 mRNA expression in 13 breast cancer cell lines. Simple linear regression was used to assess correlations.

**Supplementary Figure S4**

**Combination treatment in cells with manipulated AdipoR1 expression.**

CCK-8 assay of human breast cancer cell lines stably expressing shRNA targeting AdipoR1 (sh) or overexpressing AdipoR1 (OE) after AdipoRon treatment. All cell lines were treated with 20 µg/mL AdipoRon. MCF7 cells were treated with 5 µM 4-Hydroxytamoxifen (TAM), T47D cells with 10 µM TAM, and MDA-MB-231 cells with 1 µM Doxorubicin hydrochloride (DOX). After 72 hours, cell proliferation was measured using CCK-8, and cell viability was assessed relative to untreated control cells. ***P < 0.001; one-way ANOVA followed by Dunnett’s multiple comparison tests.

**Supplementary Figure S5**

**Ferroptosis assay, additional gene set enrichment analysis, and specific proteins and mRNAs regulated by AdipoRon.**

A: Ferroptosis assay of breast cancer cell lines after the indicated treatments. Lipid peroxide was detected after 24 h of AdipoRon (10 or 40 µg/mL) or DMSO exposure. Left panel: representative image of MCF7 cells treated or not with AdipoRon. Right panel: Lipid peroxide positivity after AdipoRon treatment in breast cancer cell lines. ****p* < 0.001; one-way ANOVA followed by Dunnett’s multiple comparison tests. B: Gene set enrichment analysis related to lipid synthesis, insulin resistance, and TN-specific regulated pathways of breast cancer cell lines with or without AdipoRon treatment. C: Count data of RN-Seq analysis of Estrogen receptor, BRCA1, and BRCA2 in breast cancer cell lines with or without AdipoRon treatment. D: Top: Protein expression of TROP2 in MCF7 with or without AdipoRon treatment (20 or 40 µg/mL). Bottom: TROP2 mRNA counts from RNA-Seq results. ****p* < 0.001; unpaired two-tailed Welch’s t-test.

**Supplementary Figure S6**

Effect of AdipoRon treatment on body weight, liver histology, and hepatic expression of aneima-related proteins in tumor-bearing mice. A, top panel: The body weight of mice transplanted with EO771 cells, with or without AdipoRon treatment (n = 9 per group). One-way ANOVA followed by Dunnett’s multiple comparison tests was performed. Bottom panel: Representative images of H&E-stained livers of control (0.4% cellurose) and AdipoRon-treated mice. Scale bar = 100 µm. B, top panel: Representative images of erythropoietin (EPO) and HIF2α immunohistochemistry (IHC) in the livers of control and AdipoRon-treated mice. Scale bar = 100 µm. Bottom panel: H-scores of EPO and HIF2α in the livers of control and AdipoRon-treated mice. n.s., not significant; unpaired two-tailed Welch’s t-test.

# Supplementary material for: AdipoR1–AMPK axis suppresses breast cancer across molecular subtypes via multimodal cell death pathways, including ferroptosis and apoptosis
**Source:** Cell Death Dis. 2026 Mar 26;17(1):384. doi: 10.1038/s41419-026-08583-7

Figure 2A, 3D

western blot 12-26-2024
P362-No.155
1st : Adiponectin Receptor 1 Rabbit IgG Affinity Purify抗体(18993)MBL(100倍) 2024/12/24-2024/12/26 4°C o/n
2nd : rabbit(5,000倍) 2024/12/26 RT 1h
ChemiDoc : Immunostar

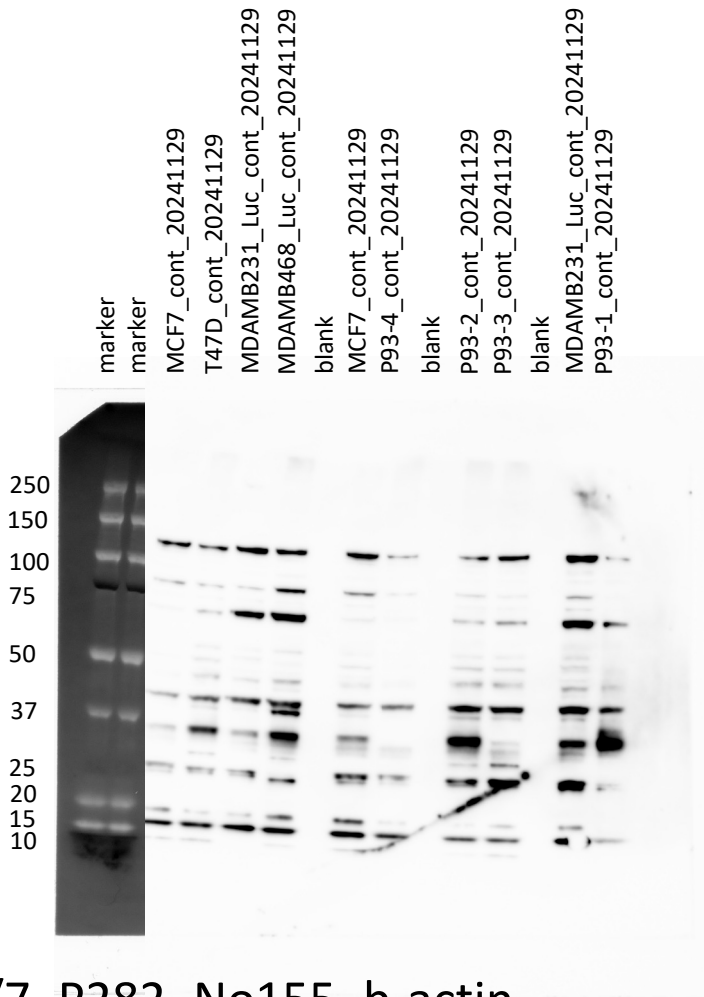

2025/1/7_P282_No155_b-actin

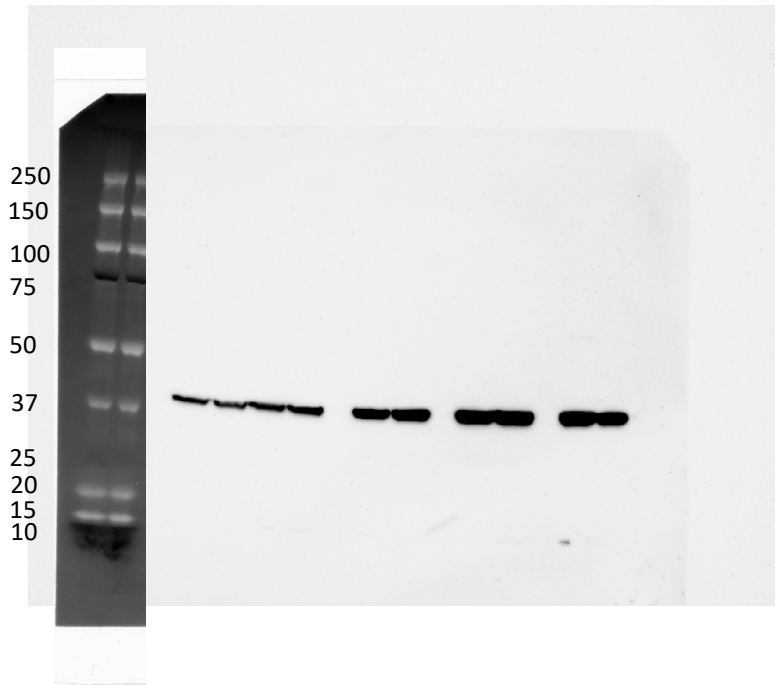

Figure 2C

2024/6/25_P282_No131_p-AMPK_CST2535

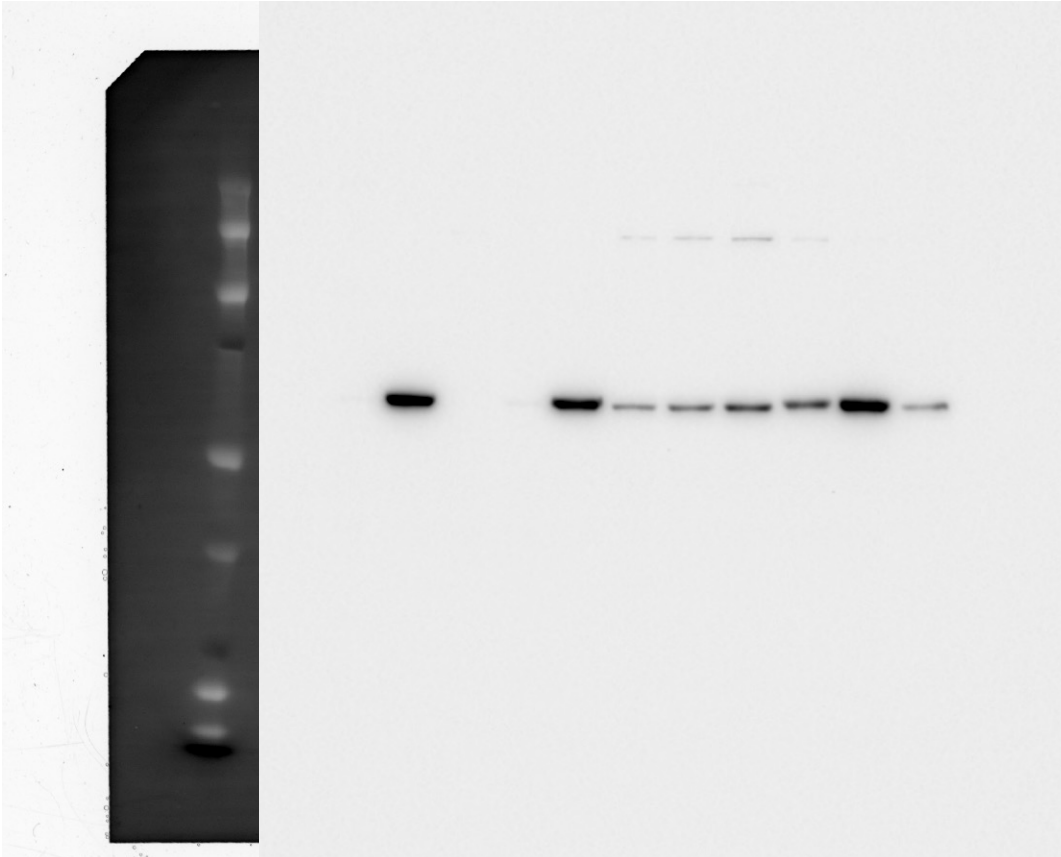

MCF7_cont_20240118

MCF7_A10-24h_20240118

MCF7_A40-24h_20240118

T47D_cont_20240118

T47D_A10-24h_20240118

T47D_A40-24h_20240118

MDA-MB231_cont_24h_20240322

MDA-MB231_A10_24h_20240322

MDA-MB231_A40_24h_20240322

MDA-MB468_Cont_Protein_24h_20240516

MDA-MB468_A10_Protein_24h_20240516

MDA-MB468_A40_Protein_24h_20240516

Figure 2C

2024/6/26 _P282_No131_AMPK_CST5831

MCF7_cont_20240118
MCF7_A10-24h_20240118
MCF7_A40-24h_20240118
T47D_cont_20240118
T47D_A10-24h_20240118
T47D_A40-24h_20240118
MDA-MB231_cont_24h_20240322
MDA-MB231_A10_24h_20240322
MDA-MB231_A40_24h_20240322
MDA-MB468_Cont_Protein_24h_20240516
MDA-MB468_A10_Protein_24h_20240516
MDA-MB468_A40_Protein_24h_20240516

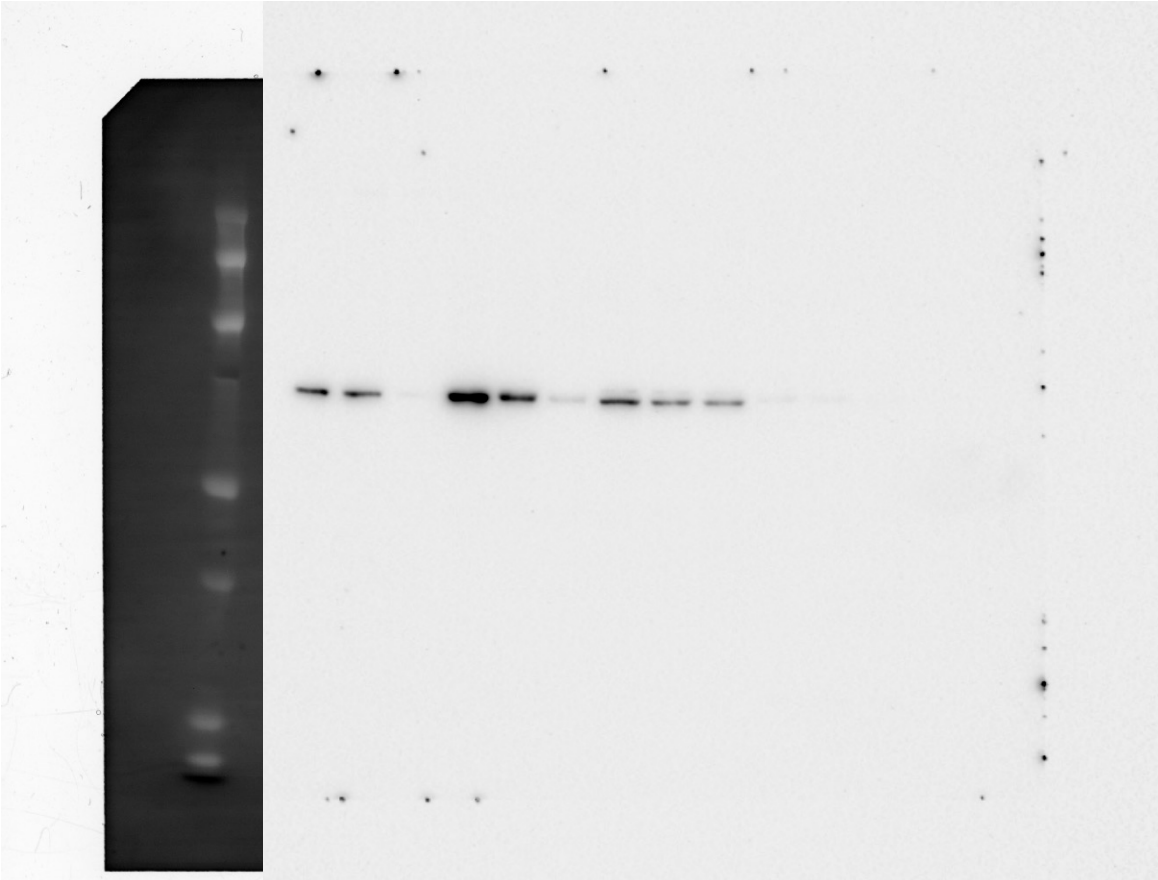

Figure 2C

2024/7/5 _P282_No131_b-actin

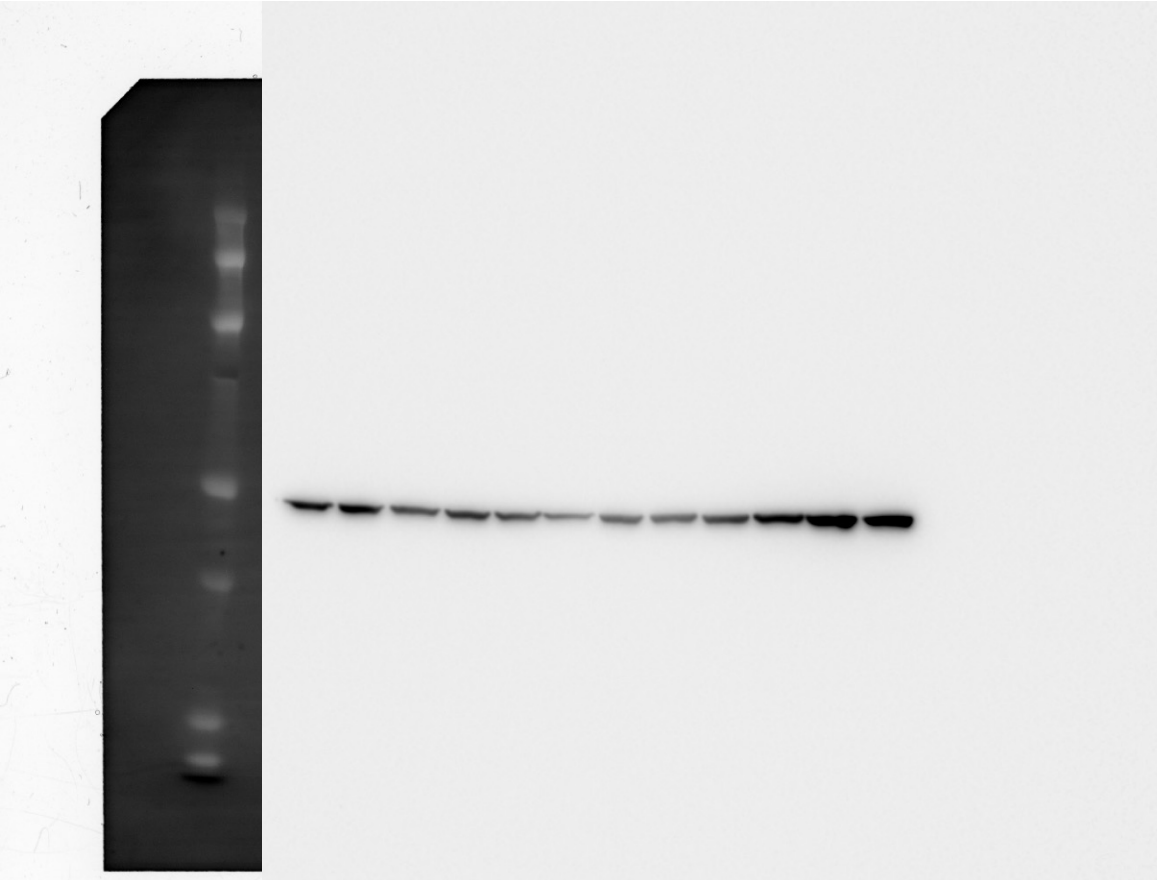

Figure 2C

2024/5/23 No127 p-AMPK CST2535

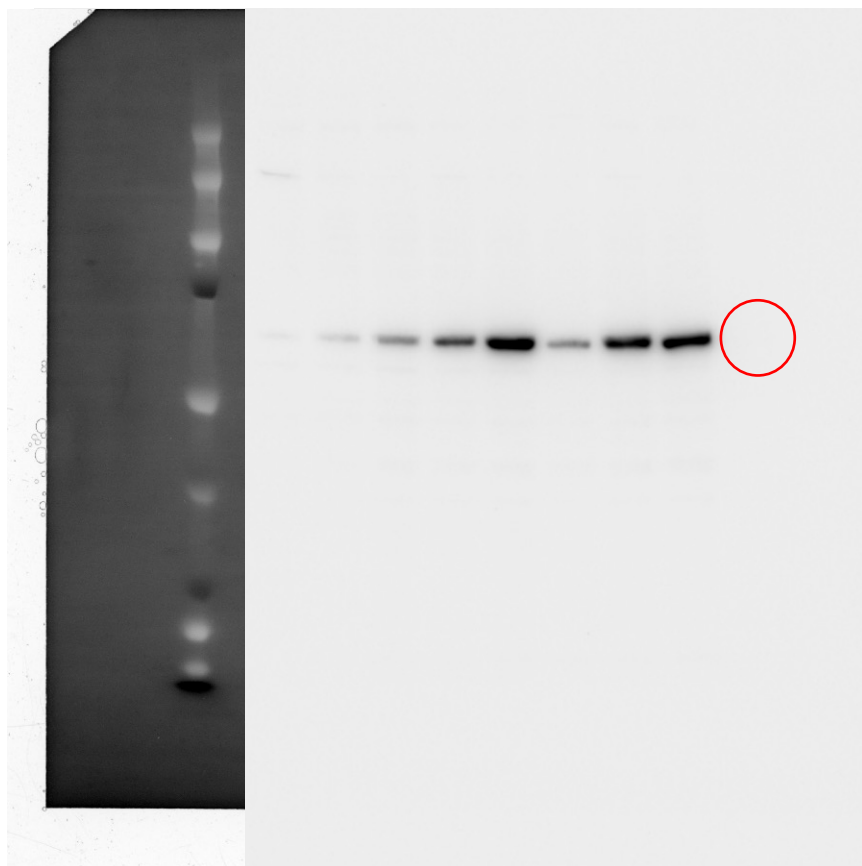

※MDA-MB468_A40_Protein_48h_20240517は
アプライ量5.8ug/lane

Figure 2C

2024/5/28 No127 AMPK CST5831

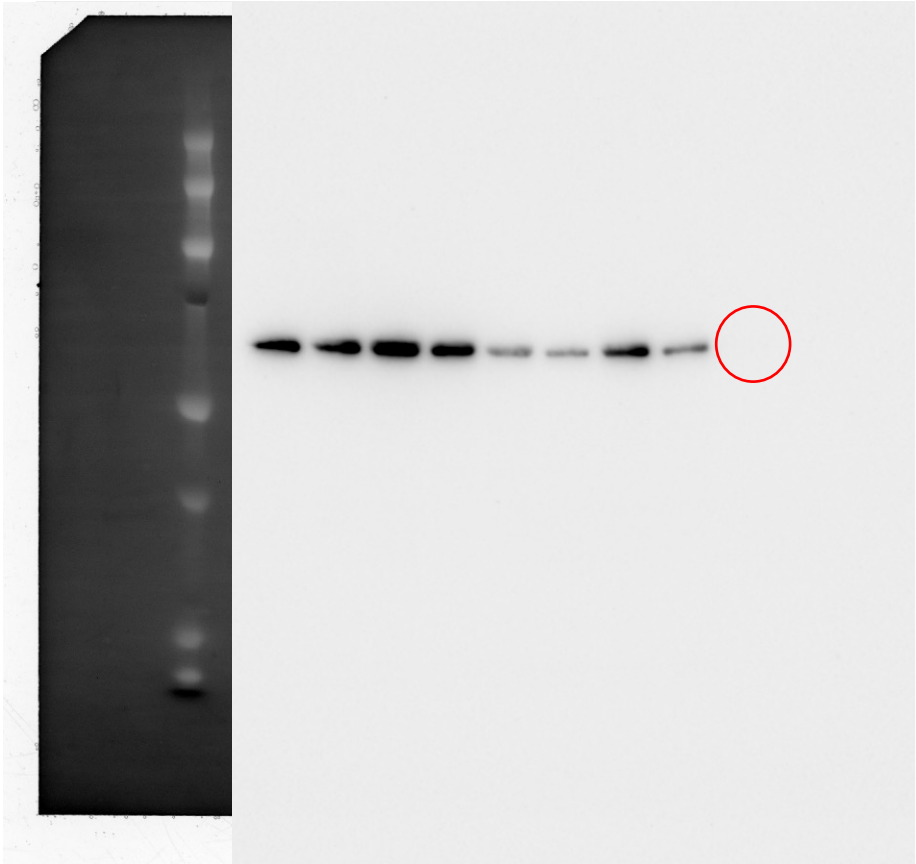

MDA-MB468_Cont_Protein_1h_20240515
MDA-MB468_A10_Protein_1h_20240515
MDA-MB468_A40_Protein_1h_20240515
MDA-MB468_Cont_Protein_24h_20240516
MDA-MB468_A10_Protein_24h_20240516
MDA-MB468_A40_Protein_24h_20240516
MDA-MB468_Cont_Protein_48h_20240517
MDA-MB468_A10_Protein_48h_20240517
MDA-MB468_A40_Protein_48h_20240517

※MDA-MB468_A40_Protein_48h_20240517は
アプライ量5.8ug/lane

Figure 2C

2024/6/10 No127 β -actin CST4970

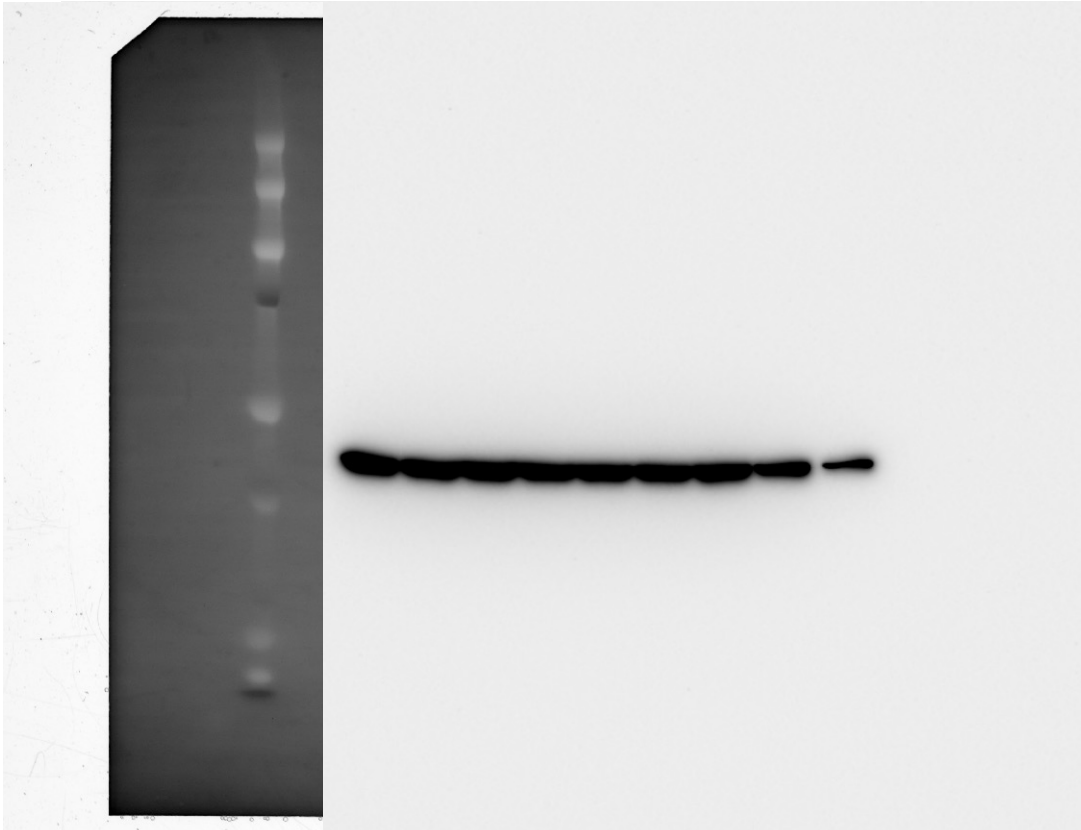

MDA-MB468_Cont_Protein_1h_20240515
MDA-MB468_A10_Protein_1h_20240515
MDA-MB468_A40_Protein_1h_20240515
MDA-MB468_Cont_Protein_24h_20240516
MDA-MB468_A10_Protein_24h_20240516
MDA-MB468_A40_Protein_24h_20240516
MDA-MB468_Cont_Protein_48h_20240517
MDA-MB468_A10_Protein_48h_20240517
MDA-MB468_A40_Protein_48h_20240517

※MDA-MB468_A40_Protein_48h_20240517は
アプライ量5.8ug/lane

Figure 2C

20240625_pAMPK

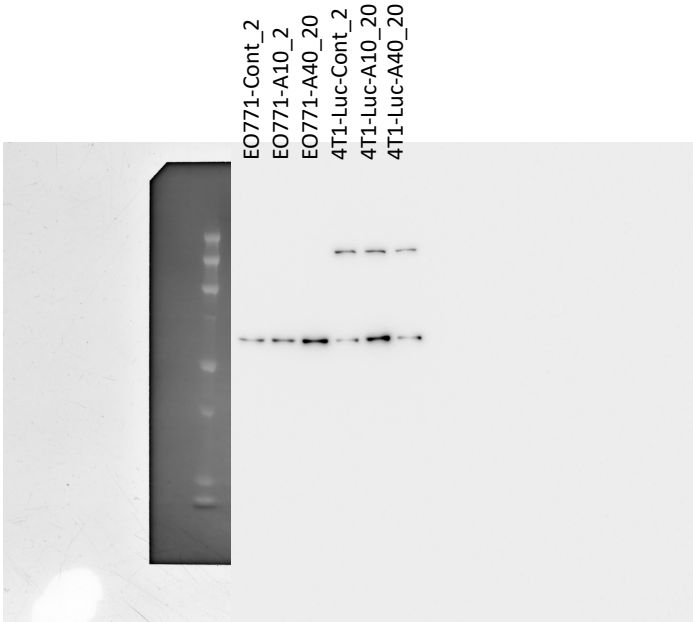

20240626_AMPK

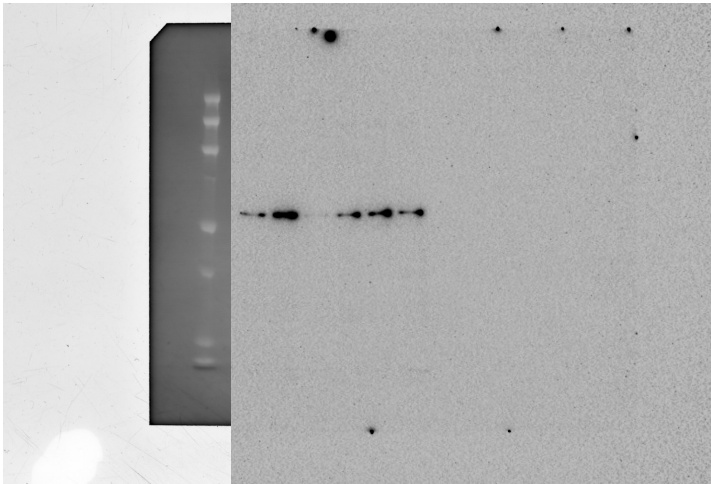

202406702_b-actin

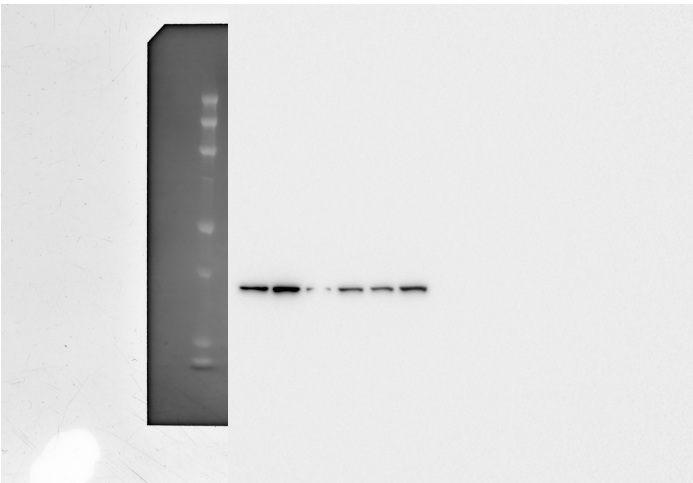

Figure 2C

Chronological exposure of
AdipoRON
4T1-Luc (A40) No63

C   0   5   10   15   30   40 (min)

2022-7-4AMPK

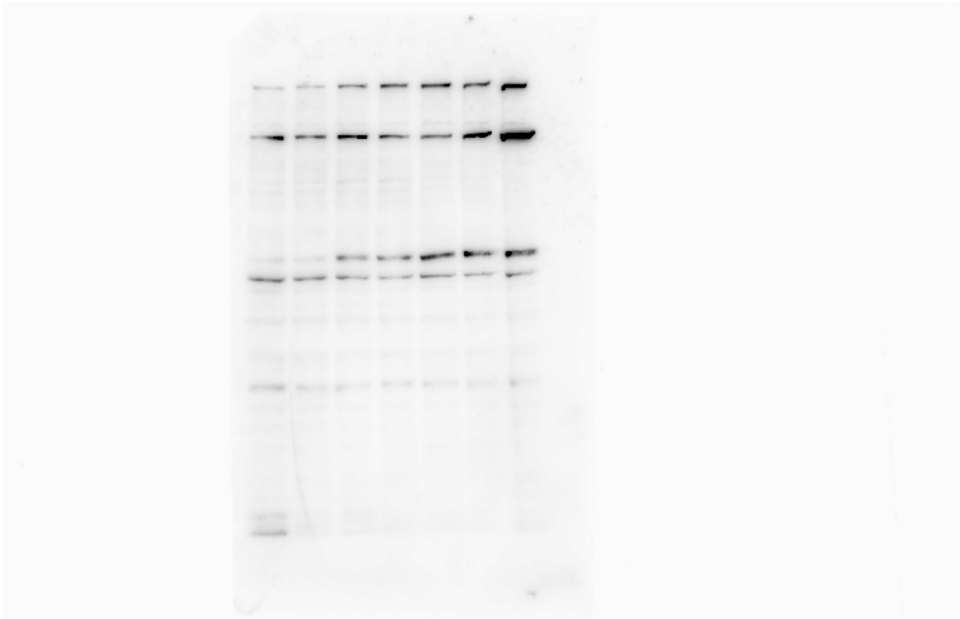

2022-7-12-
AMPK

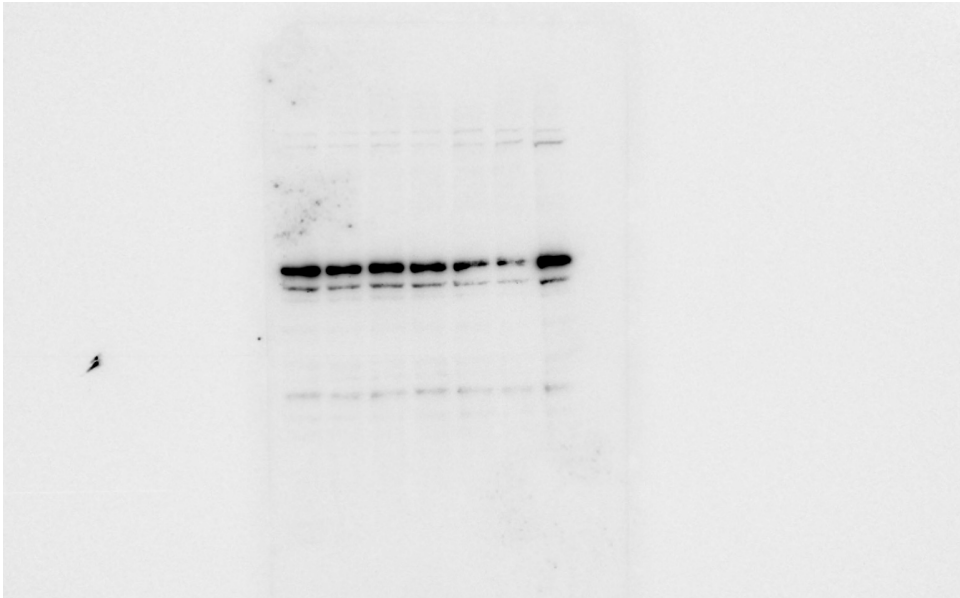

β -actin

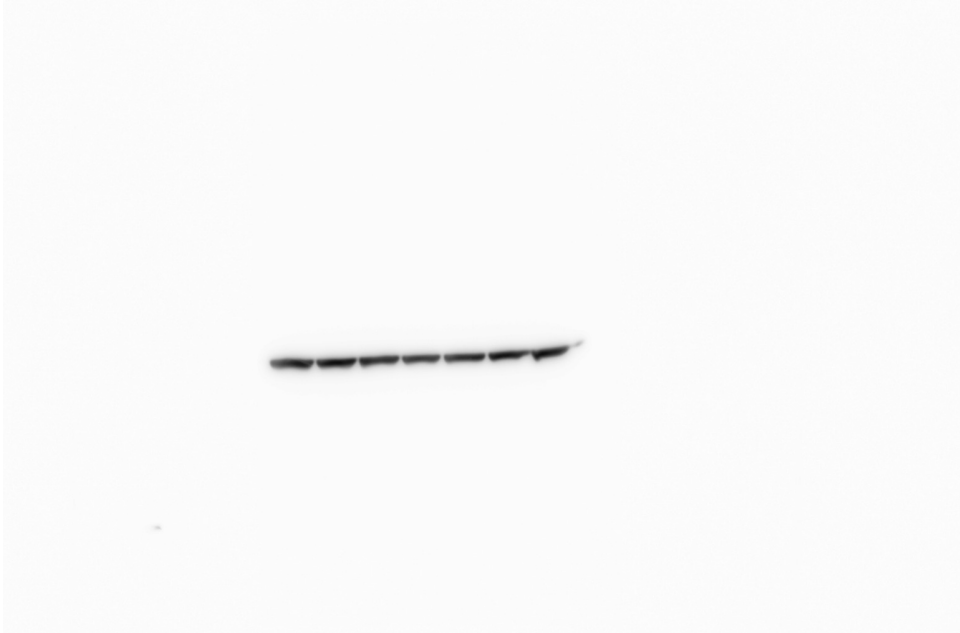

Figure 4C

20241211_P350_no154_ER_cst8644

20241206_P350_no154_BRCA1_CST50799

MCF7_cont_20240118
MCF7_A10-24h_20240118
MCF7_A40-24h_20240118
T47D_cont_20240118
T47D_A10-24h_20240118
T47D_A40-24h_20240118
MDA-MB231_cont_24h_20240322
MDA-MB231_A10_24h_20240322
MDA-MB231_A40_24h_20240322
MDA-MB468_Cont_Protein_24h_20240516
MDA-MB468_A10_Protein_24h_20240516
MDA-MB468_A40_Protein_24h_20240516

MCF7_cont_20240118
MCF7_A10-24h_20240118
MCF7_A40-24h_20240118
T47D_cont_20240118
T47D_A10-24h_20240118
T47D_A40-24h_20240118
MDA-MB231_cont_24h_20240322
MDA-MB231_A10_24h_20240322
MDA-MB231_A40_24h_20240322
MDA-MB468_Cont_Protein_24h_20240516
MDA-MB468_A10_Protein_24h_20240516
MDA-MB468_A40_Protein_24h_20240516

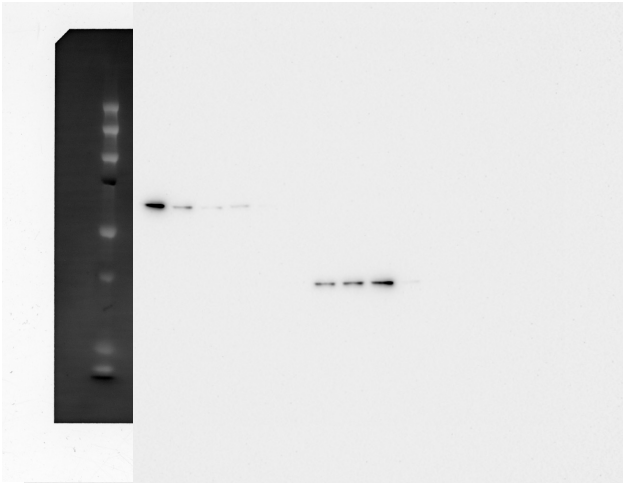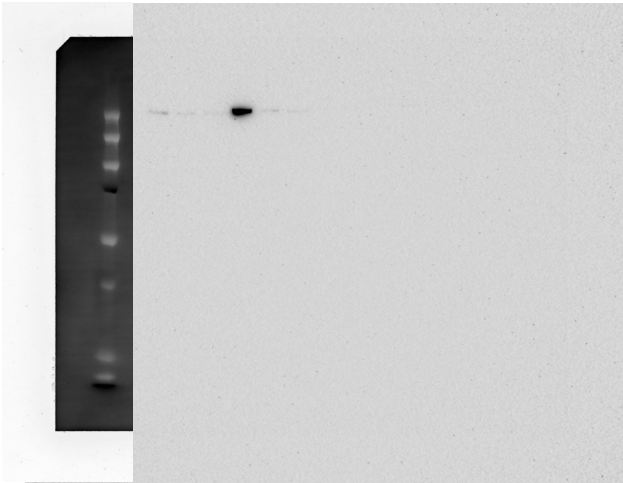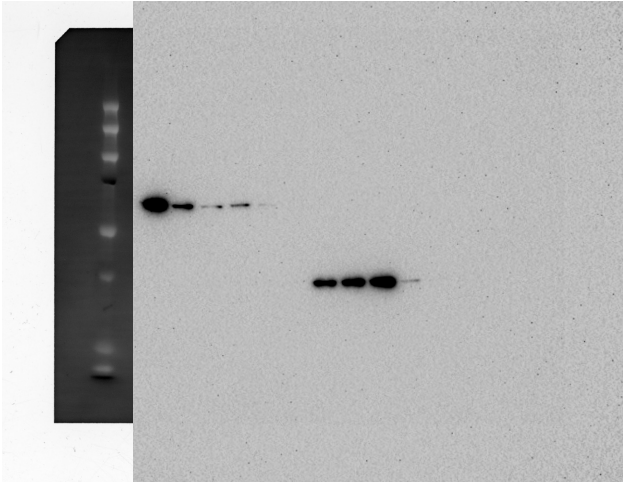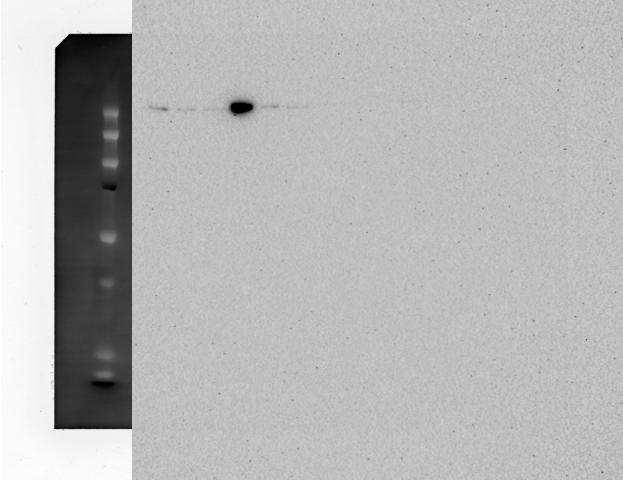

Figure 4C

20241120_P350_no154_BRCA2_CST10741

20241219_cell line_b-actin_cst4970

MCF7_cont_20240118
MCF7_A10-24h_20240118
MCF7_A40-24h_20240118
T47D_cont_20240118
T47D_A10-24h_20240118
T47D_A40-24h_20240118
MDA-MB231_cont_24h_20240322
MDA-MB231_A10_24h_20240322
MDA-MB231_A40_24h_20240322
MDA-MB468_Cont_Protein_24h_20240516
MDA-MB468_A10_Protein_24h_20240516
MDA-MB468_A40_Protein_24h_20240516

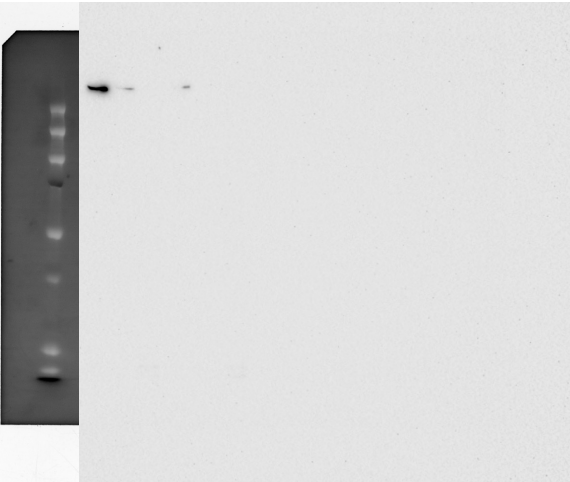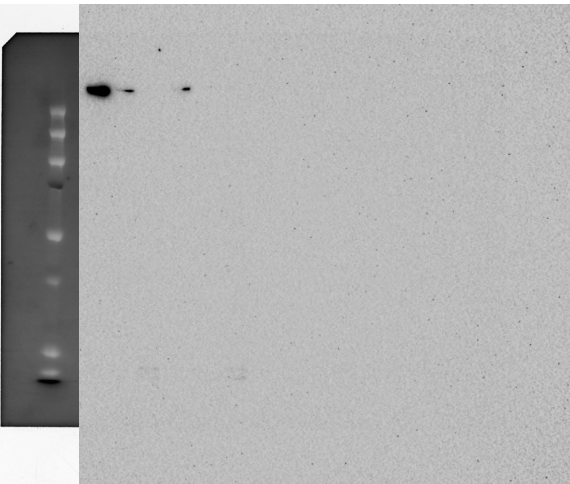

MCF7_cont_20240118
MCF7_A10-24h_20240118
MCF7_A40-24h_20240118
T47D_cont_20240118
T47D_A10-24h_20240118
T47D_A40-24h_20240118
MDA-MB231_cont_24h_20240322
MDA-MB231_A10_24h_20240322
MDA-MB231_A40_24h_20240322
MDA-MB468_Cont_Protein_24h_20240516
MDA-MB468_A10_Protein_24h_20240516
MDA-MB468_A40_Protein_24h_20240516

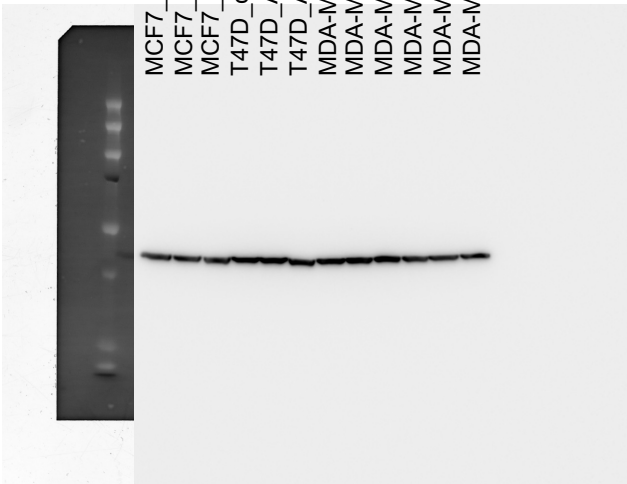

Figure 4C

2024/9/19_P322_No.141_HO-1/HMOX1_CST43966

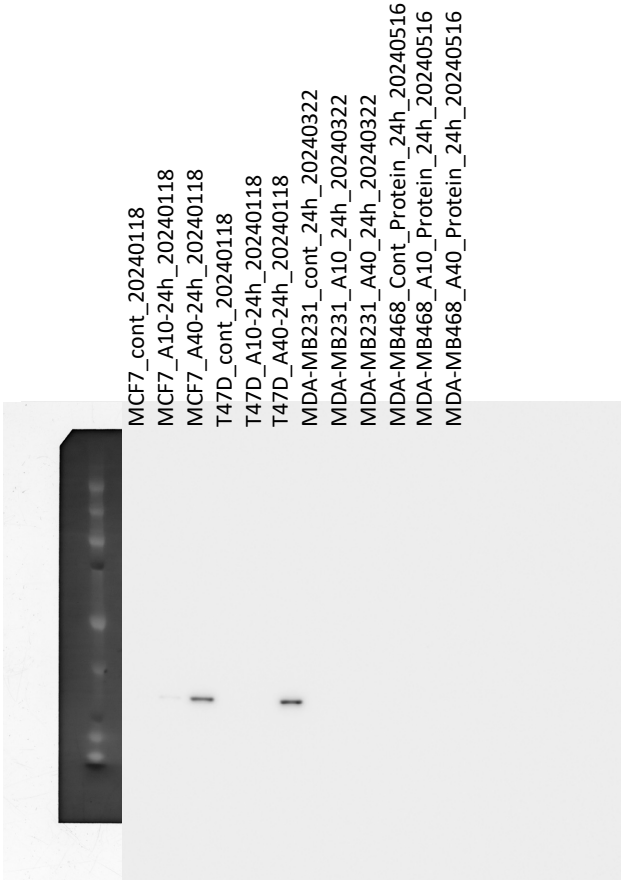

2024/10/31_P322_No.141_bactin

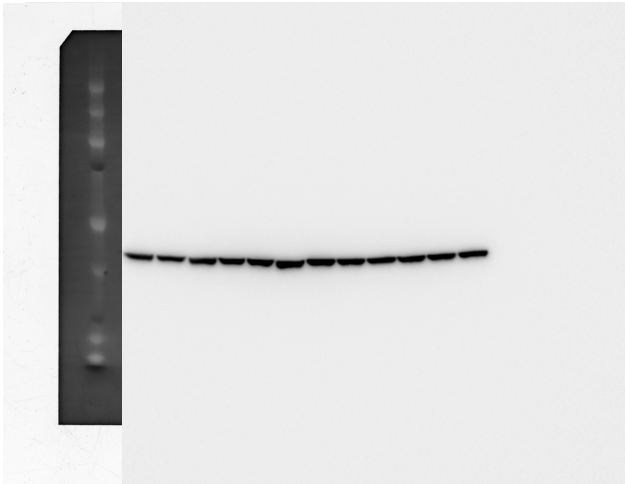

Figure 4C

2024/8/15_P309_No.139_CHOP/DDIT3_CST2895

MCF7_cont_20240118
MCF7_A10-24h_20240118
MCF7_A40-24h_20240118
T47D_cont_20240118
T47D_A10-24h_20240118
T47D_A40-24h_20240118
MDA-MB231_cont_24h_20240322
MDA-MB231_A10_24h_20240322
MDA-MB231_A40_24h_20240322
MDA-MB468_Cont_Protein_24h_20240516
MDA-MB468_A10_Protein_24h_20240516
MDA-MB468_A40_Protein_24h_20240516

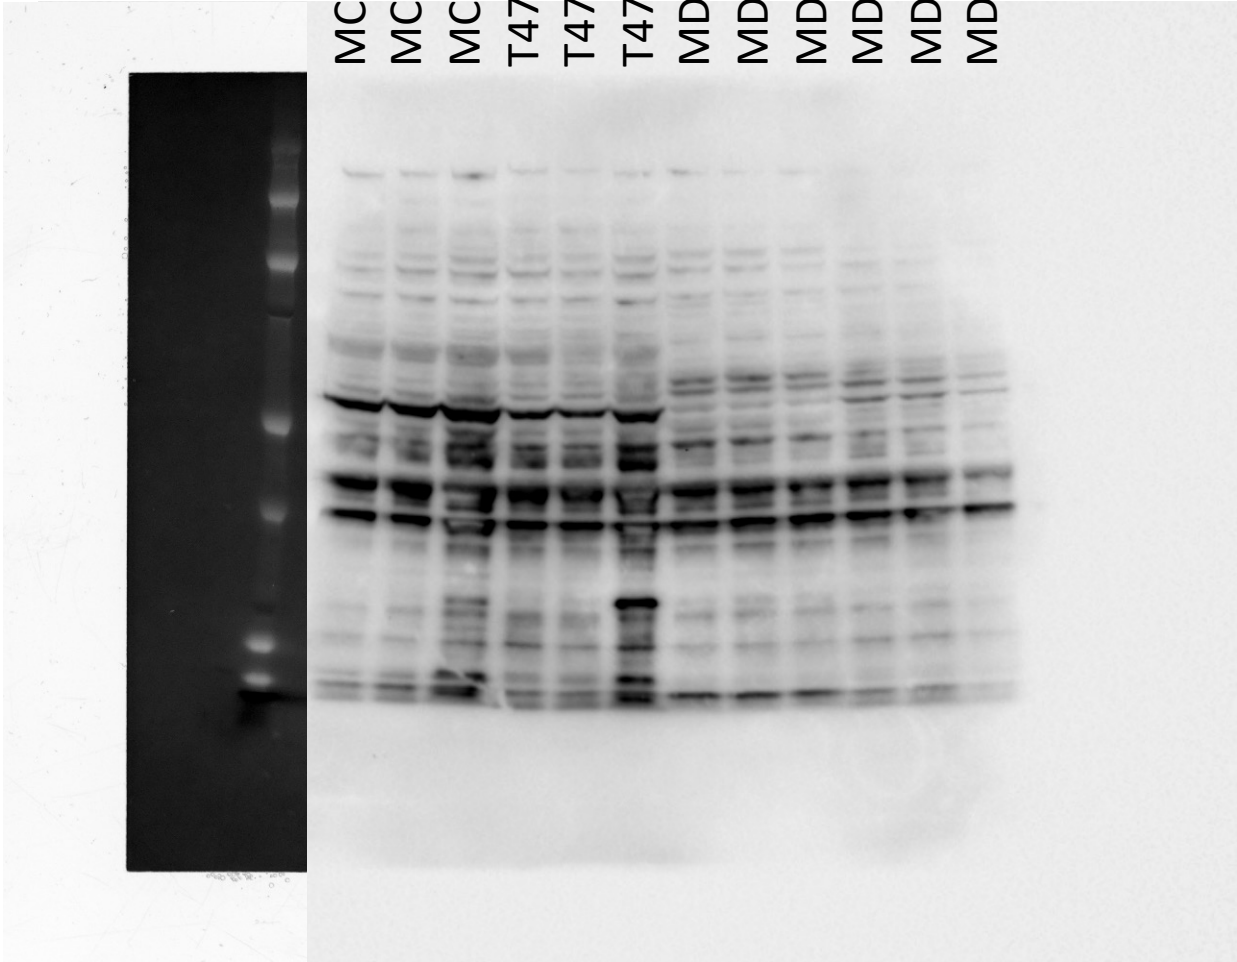

Figure 4C

2024/8/20_P309_No.139_IRE1a

MCF7_cont_20240118
MCF7_A10-24h_20240118
MCF7_A40-24h_20240118
T47D_cont_20240118
T47D_A10-24h_20240118
T47D_A40-24h_20240118
MDA-MB231_cont_24h_20240322
MDA-MB231_A10_24h_20240322
MDA-MB231_A40_24h_20240322
MDA-MB468_Cont_Protein_24h_20240516
MDA-MB468_A10_Protein_24h_20240516
MDA-MB468_A40_Protein_24h_20240516

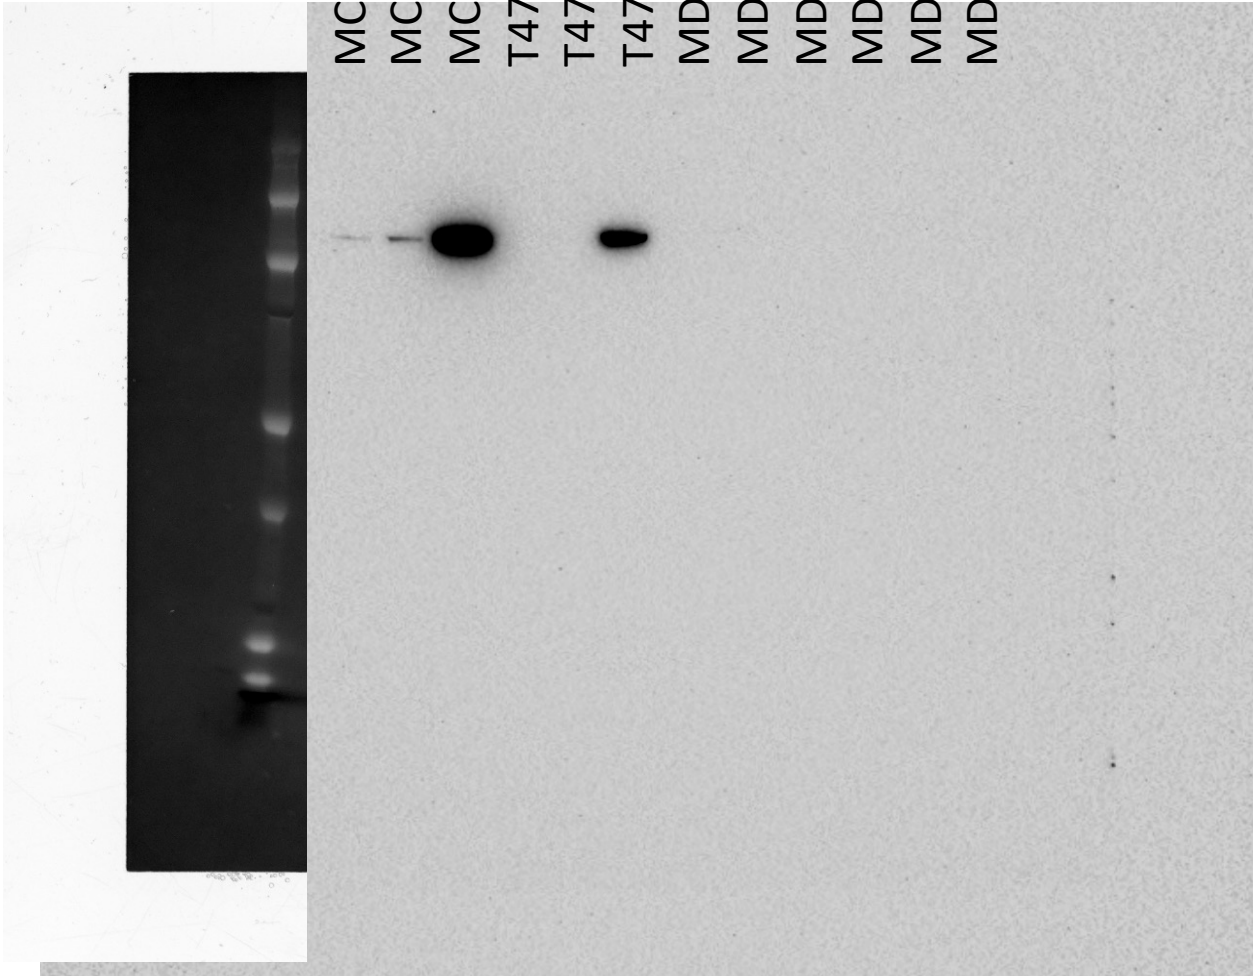

Figure 4C

2024/9/4_P309_No.139_bactin

MCF7_cont_20240118
MCF7_A10-24h_20240118
MCF7_A40-24h_20240118
T47D_cont_20240118
T47D_A10-24h_20240118
T47D_A40-24h_20240118
MDA-MB231_cont_24h_20240322
MDA-MB231_A10_24h_20240322
MDA-MB231_A40_24h_20240322
MDA-MB468_Cont_Protein_24h_20240516
MDA-MB468_A10_Protein_24h_20240516
MDA-MB468_A40_Protein_24h_20240516

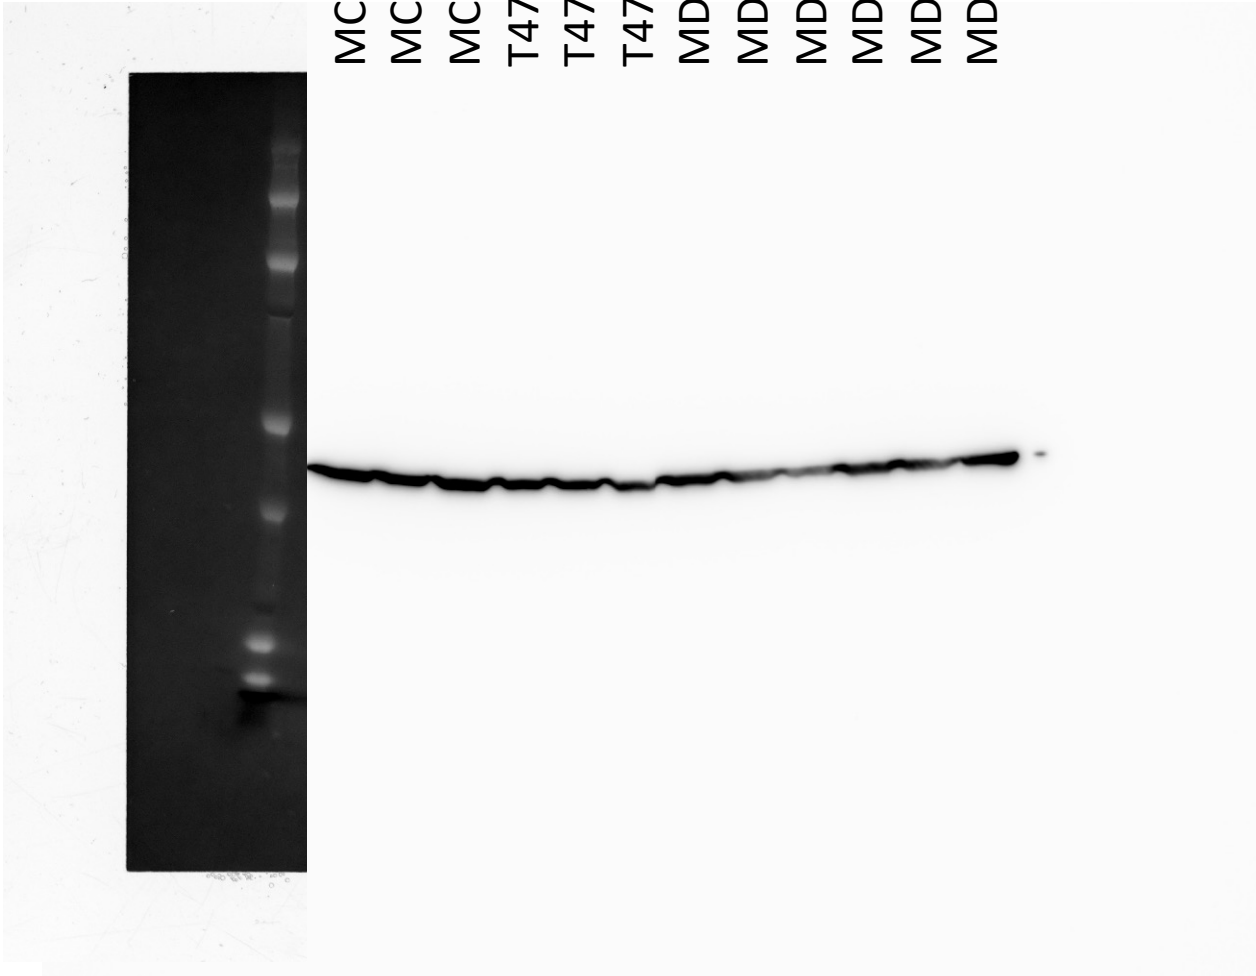

20250109_P373_no158_b-actin_cst4970

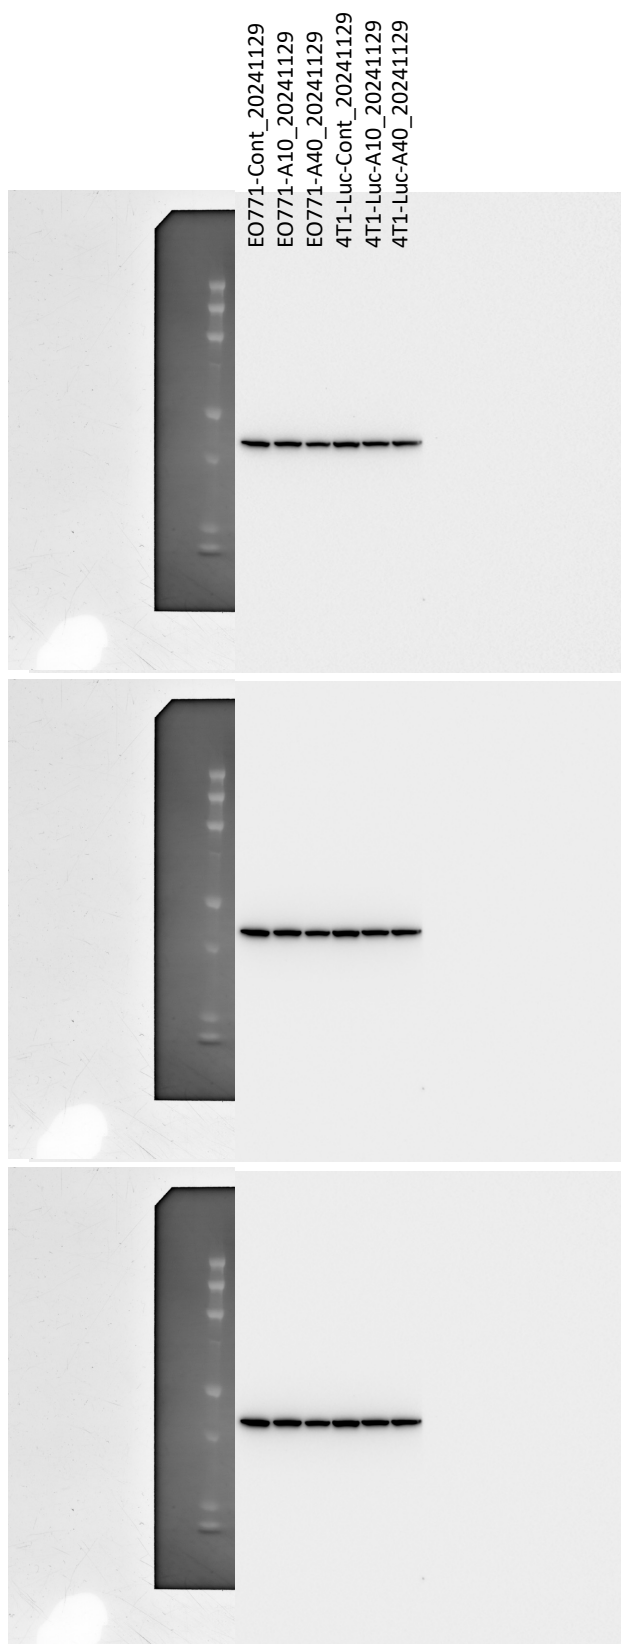

20250109_Cell lines_b-actin_cst4970

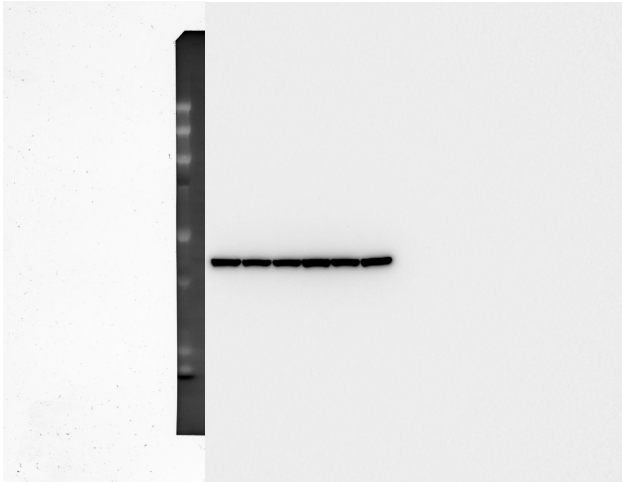

EO771-Cont_20241129
EO771-A10_20241129
EO771-A40_20241129
4T1-Luc-Cont_20241129
4T1-Luc-A10_20241129
4T1-Luc-A40_20241129

20241211_cell lines_b-actin_cst4970

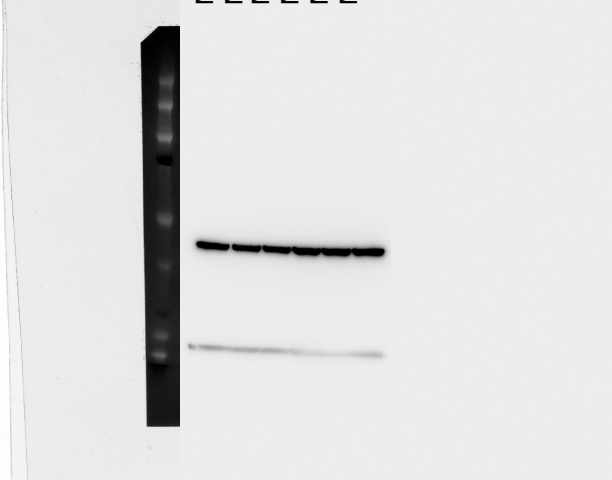

MDA-MB231_cont_24h_20240322
MDA-MB231_A10_24h_20240322
MDA-MB231_A40_24h_20240322
MDA-MB468_Cont_Protein_24h_20240516
MDA-MB468_A10_Protein_24h_20240516
MDA-MB468_A40_Protein_24h_20240516

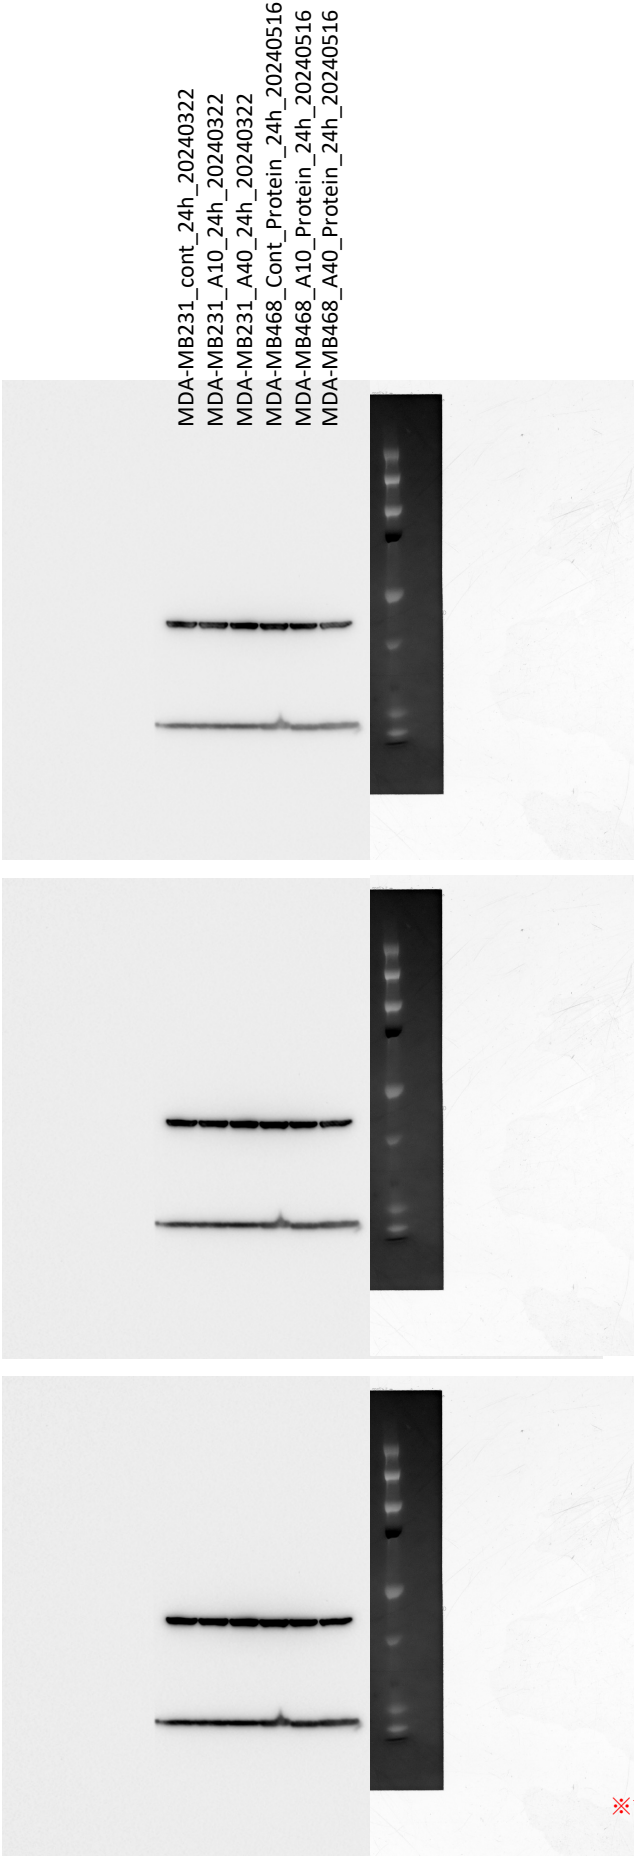

※前回検出のバンドが見えている

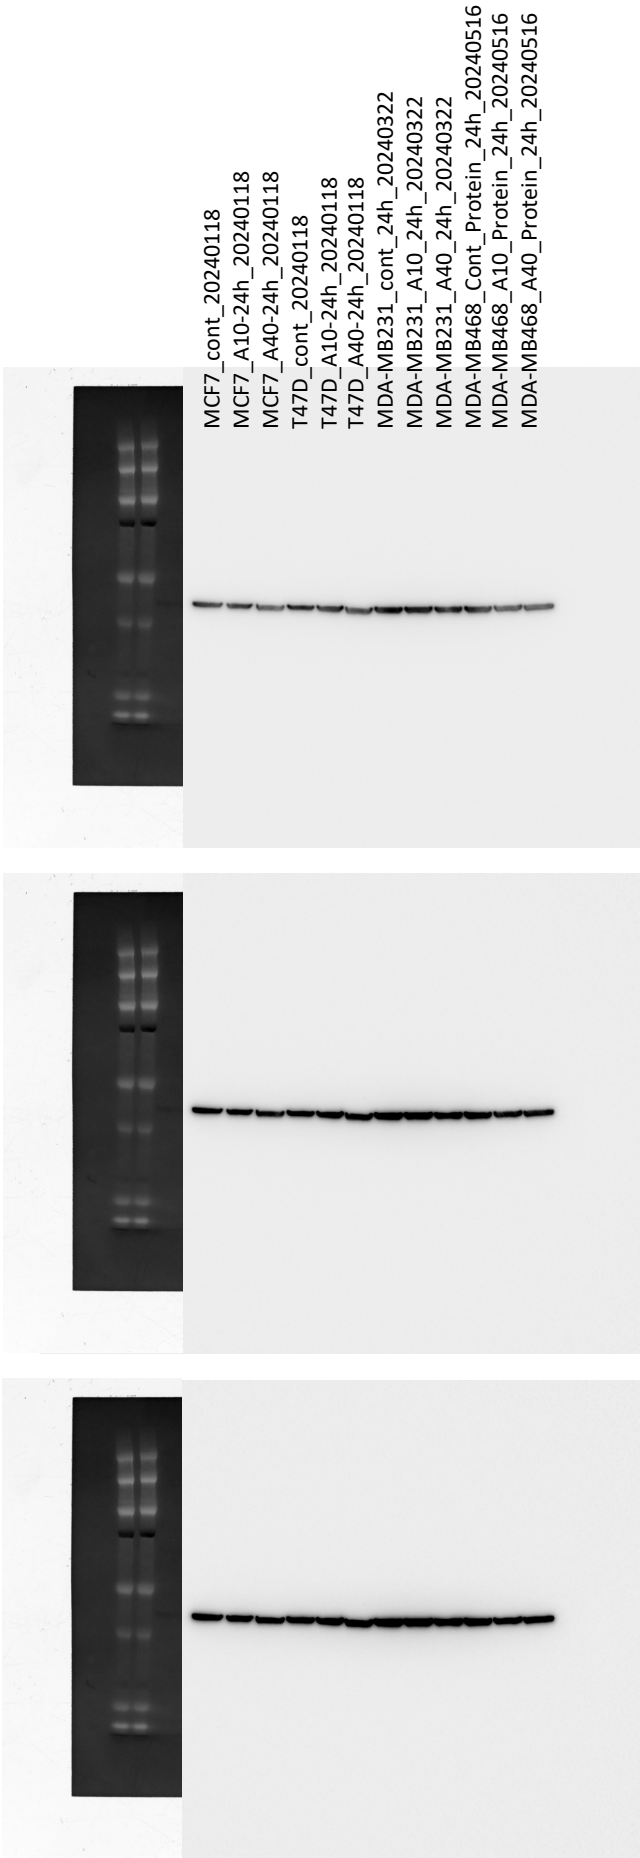

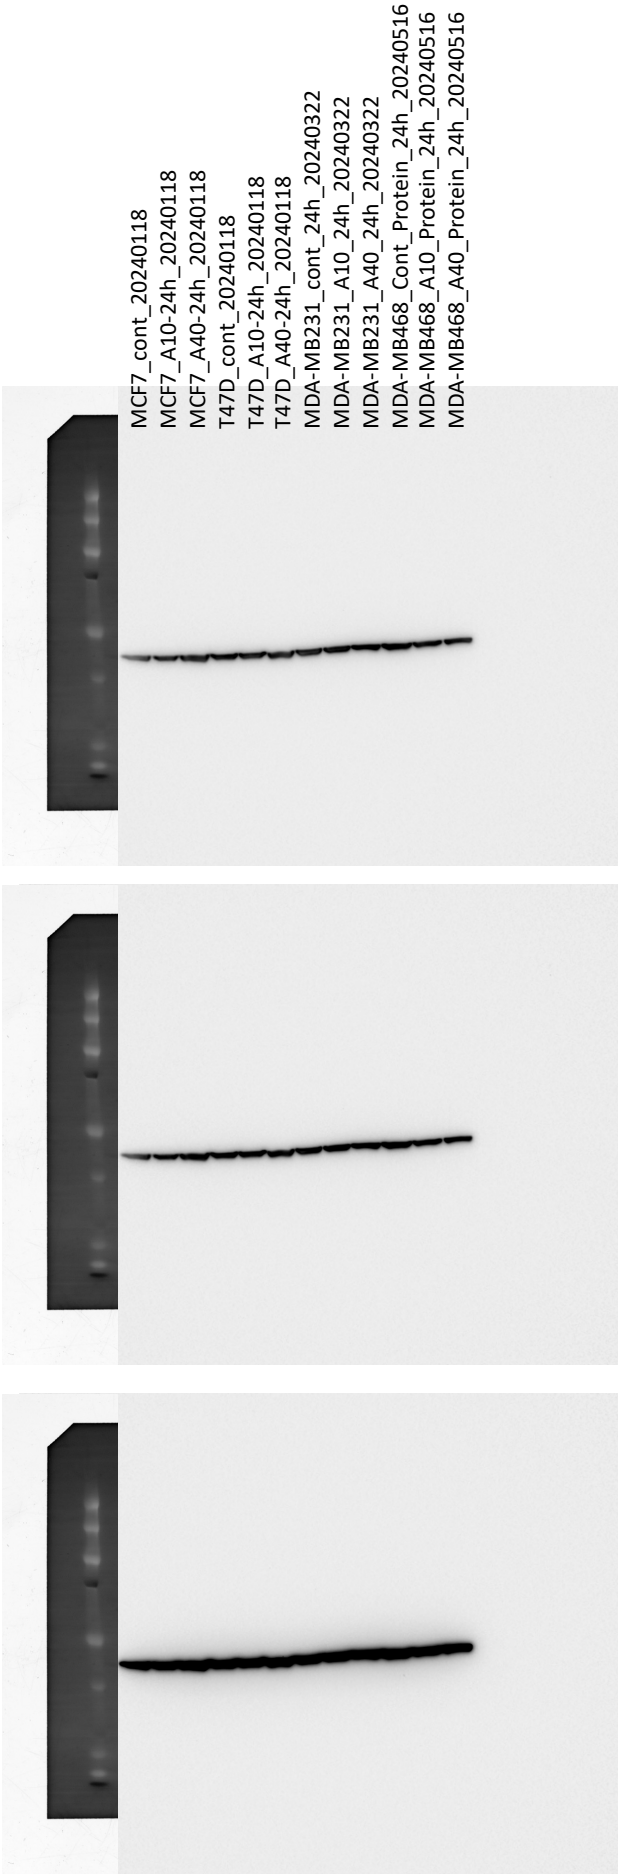

**Supplement:** Supplementary file 8 — all raw_western_blot_images_of_main_figures

# Supplementary material for: AdipoR1–AMPK axis suppresses breast cancer across molecular subtypes via multimodal cell death pathways, including ferroptosis and apoptosis
**Source:** Cell Death Dis. 2026 Mar 26;17(1):384. doi: 10.1038/s41419-026-08583-7

A   OXIPHOS Ab cocktail:ATP5A and UQCRC2

20251204_P629_No193_OXPHOS_ab110411_Prime

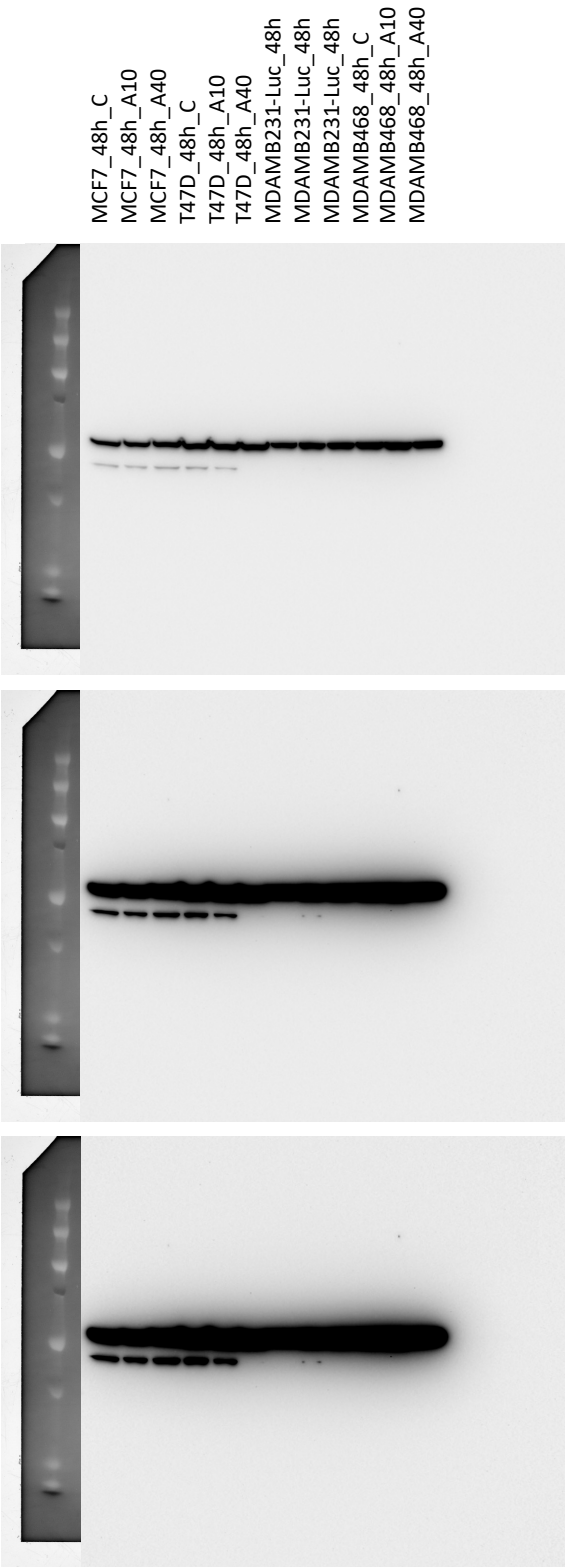

A   OXIPHOS Ab cocktail: SDHB and MTCO2

20251121_P618_No189_t-OXPHOS_cst110411_prime

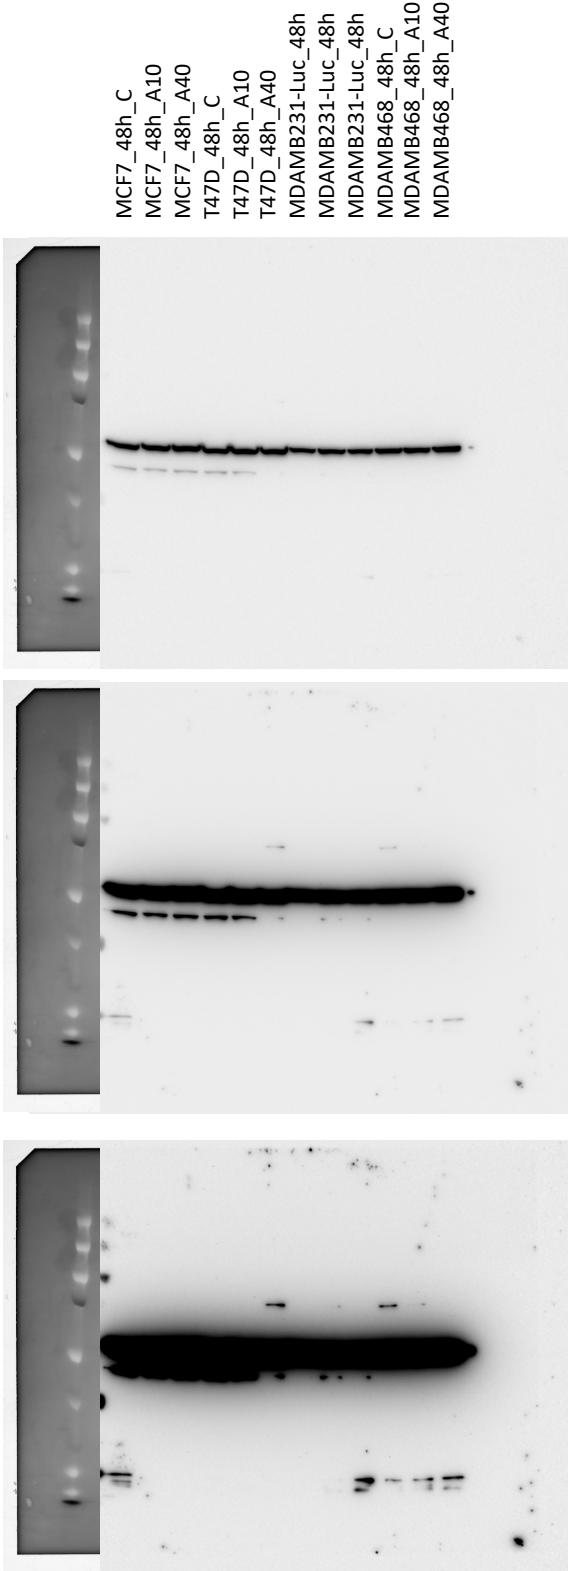

Supplementary Figure S2

A   Tom20

20251126_P619_No191_Tom20_cst42406

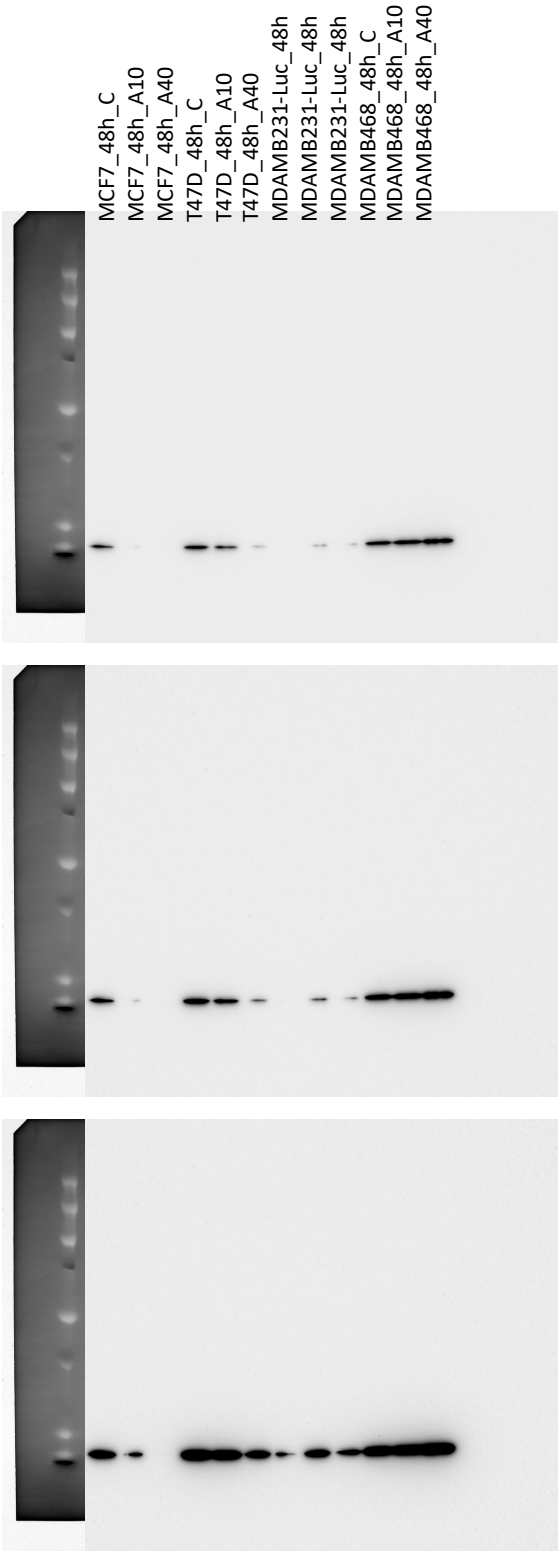

A   UCP2

20251128_P618_No189_UCP2_CST89326

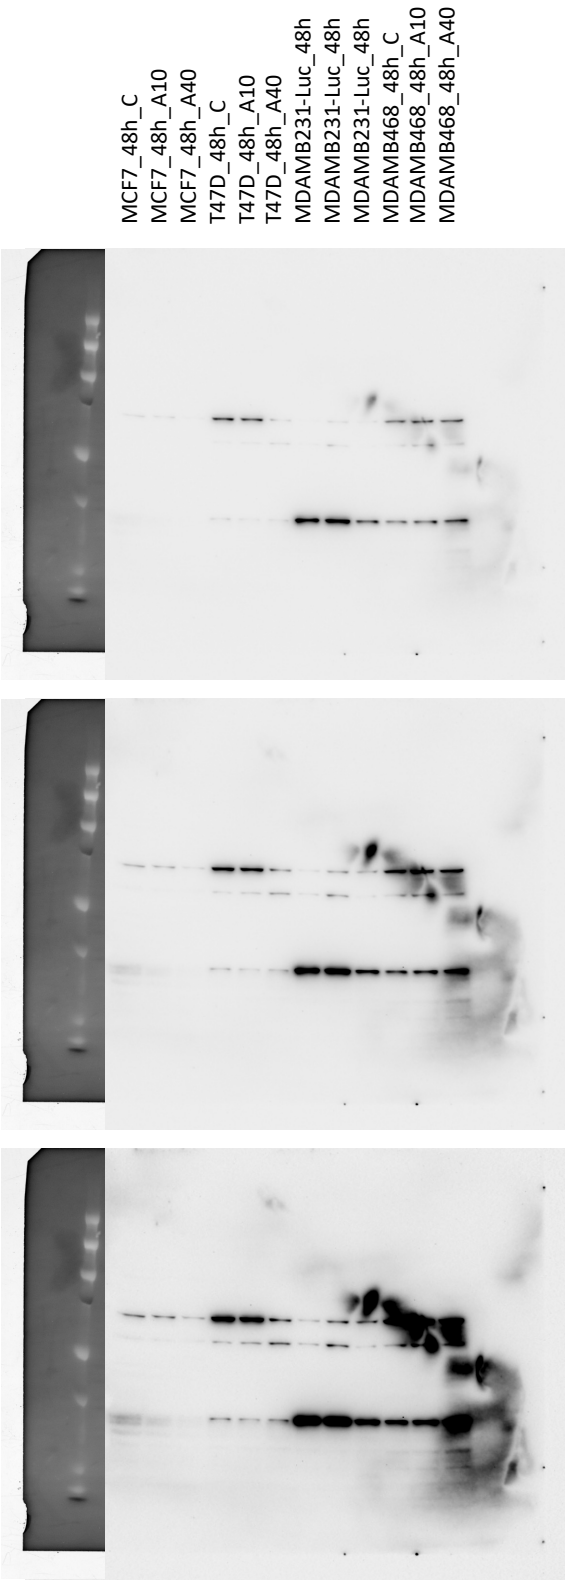

Supplementary Figure S2

A β -actin

20251203_P619_No191_b-actin_cst4970

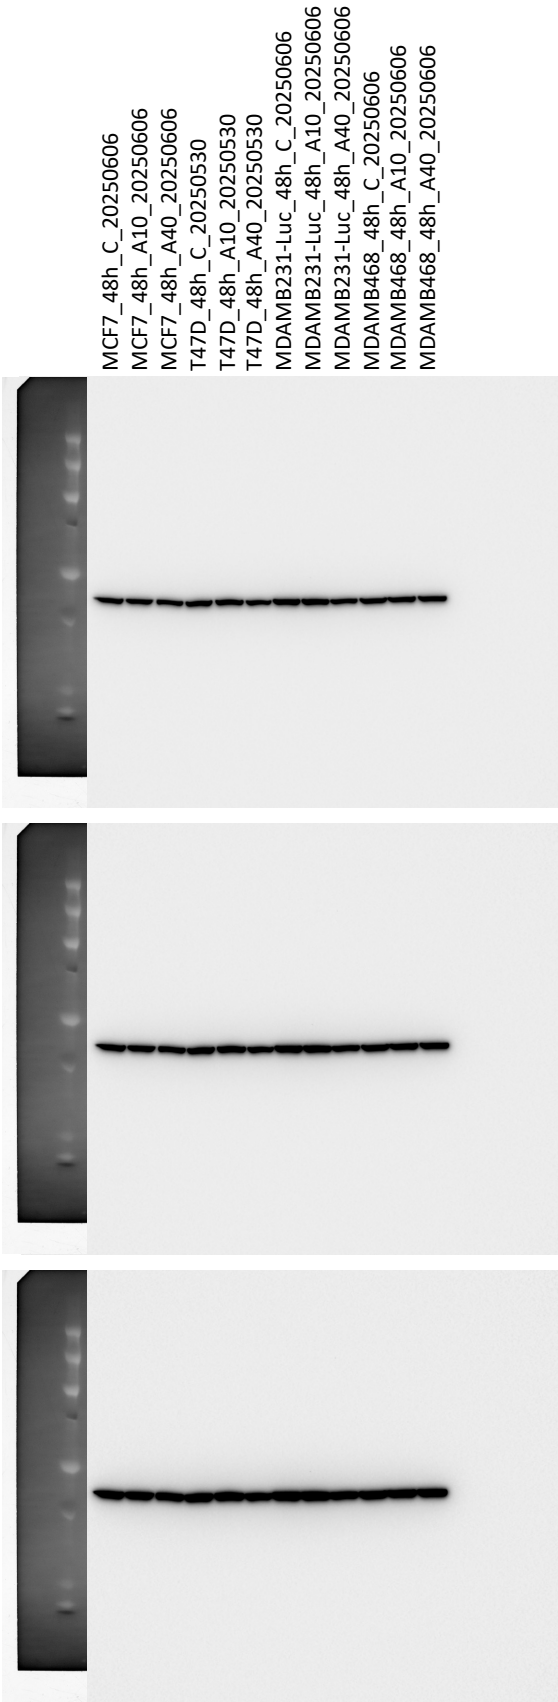

C BRCA1

20250710_P487_No181_BRCA1_CST50799

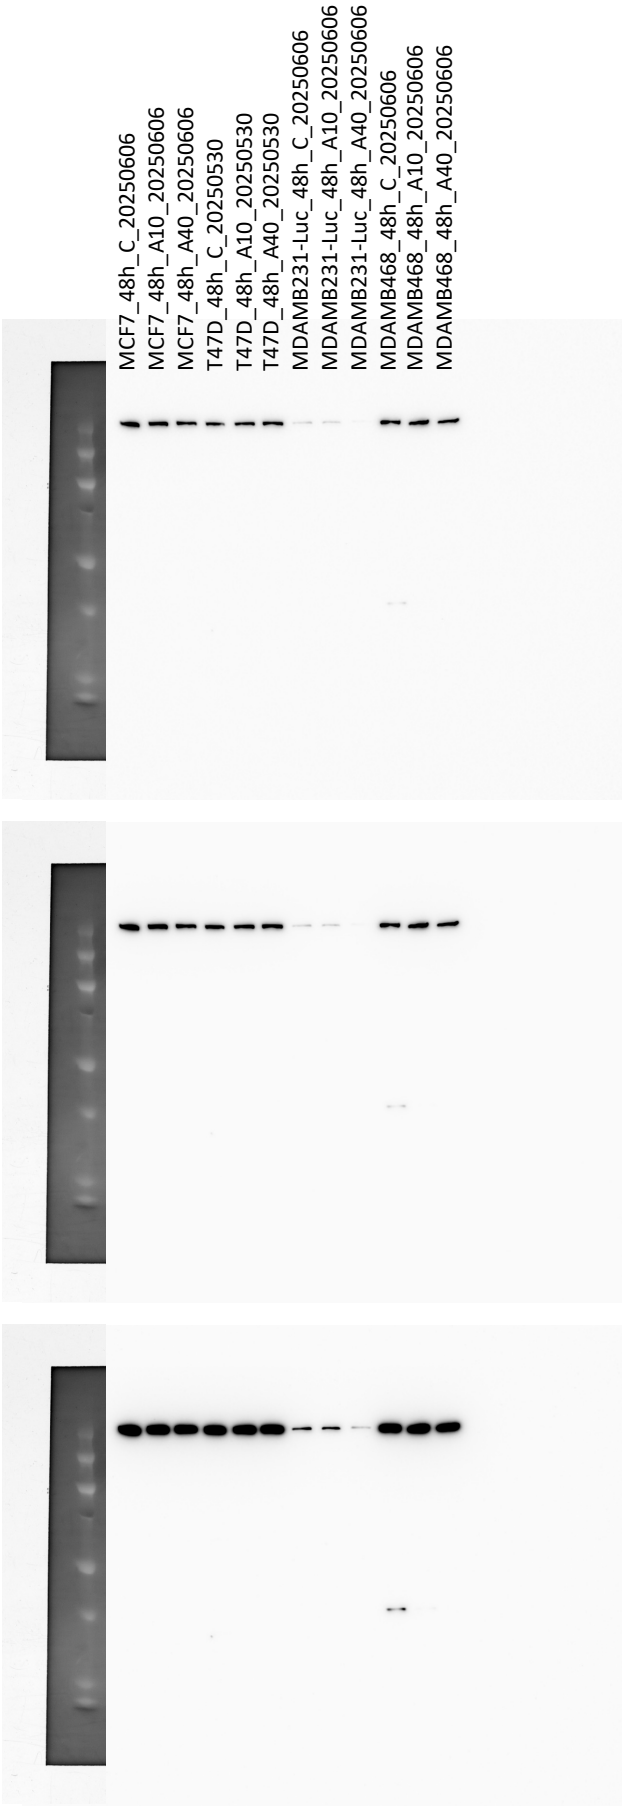

Cβ-actin

20250731_P487_No181_b-actin_cst4970

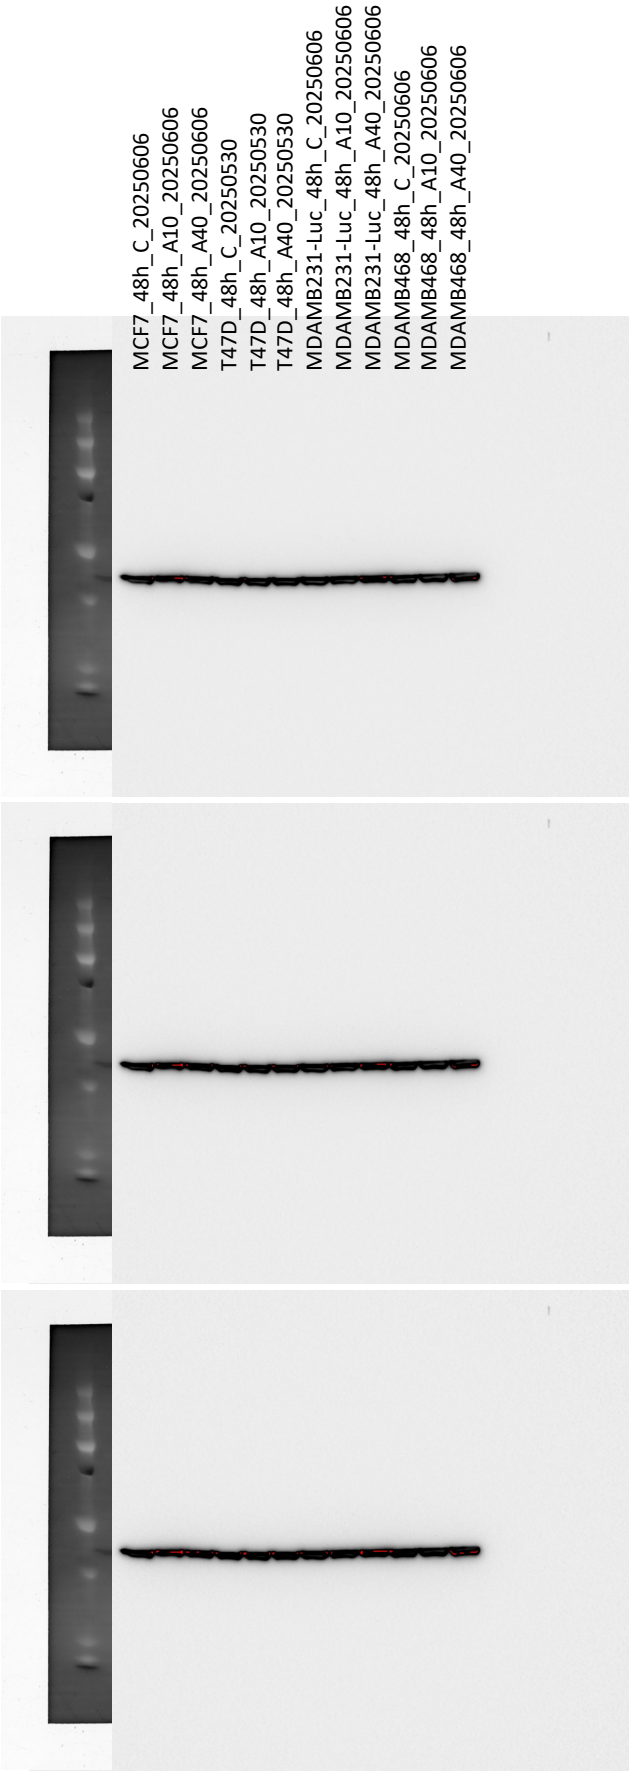

D TROP2

20250507_P440_no171_TROP2_ab227691

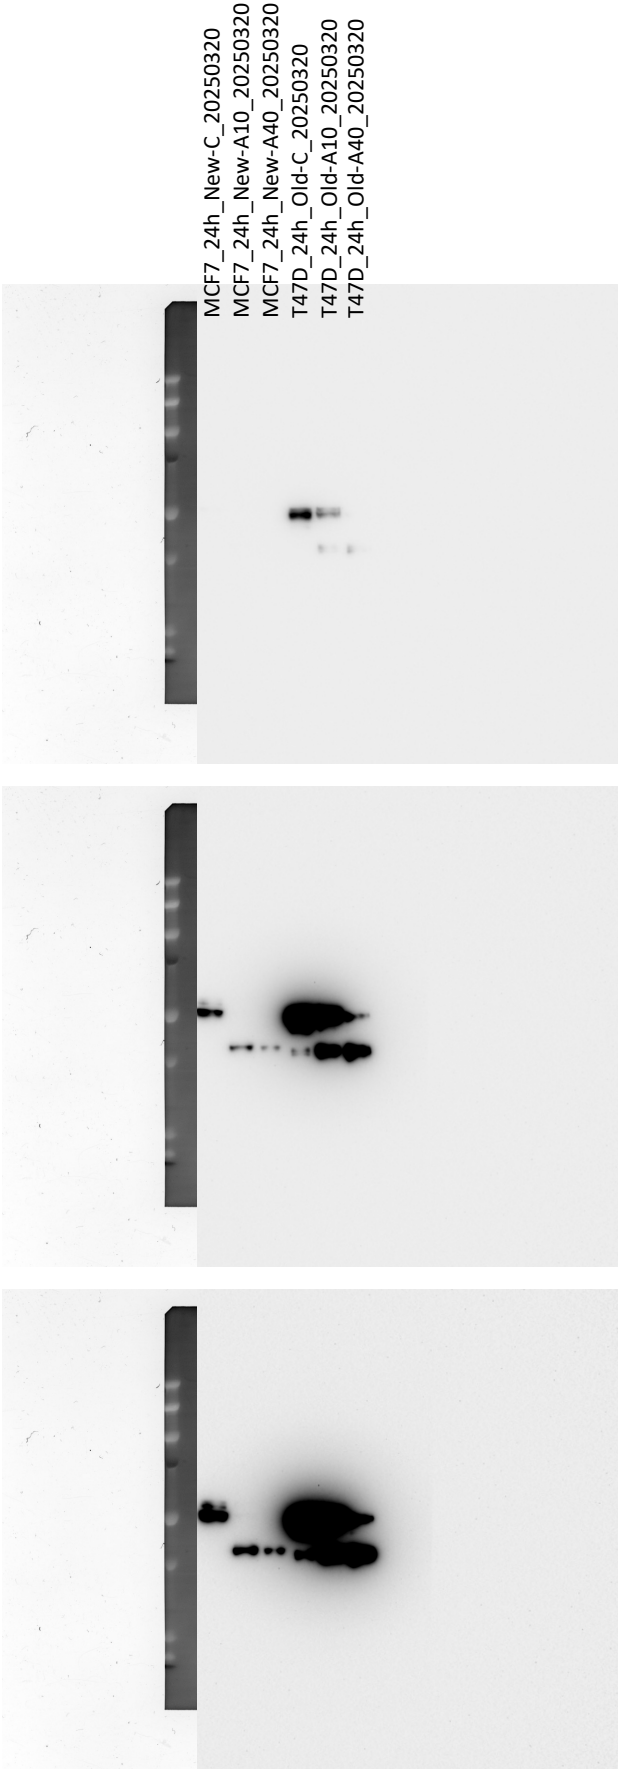

Supplementary Figure S5

D β -actin

20250516_P440_No171_ β -actin_CST4970

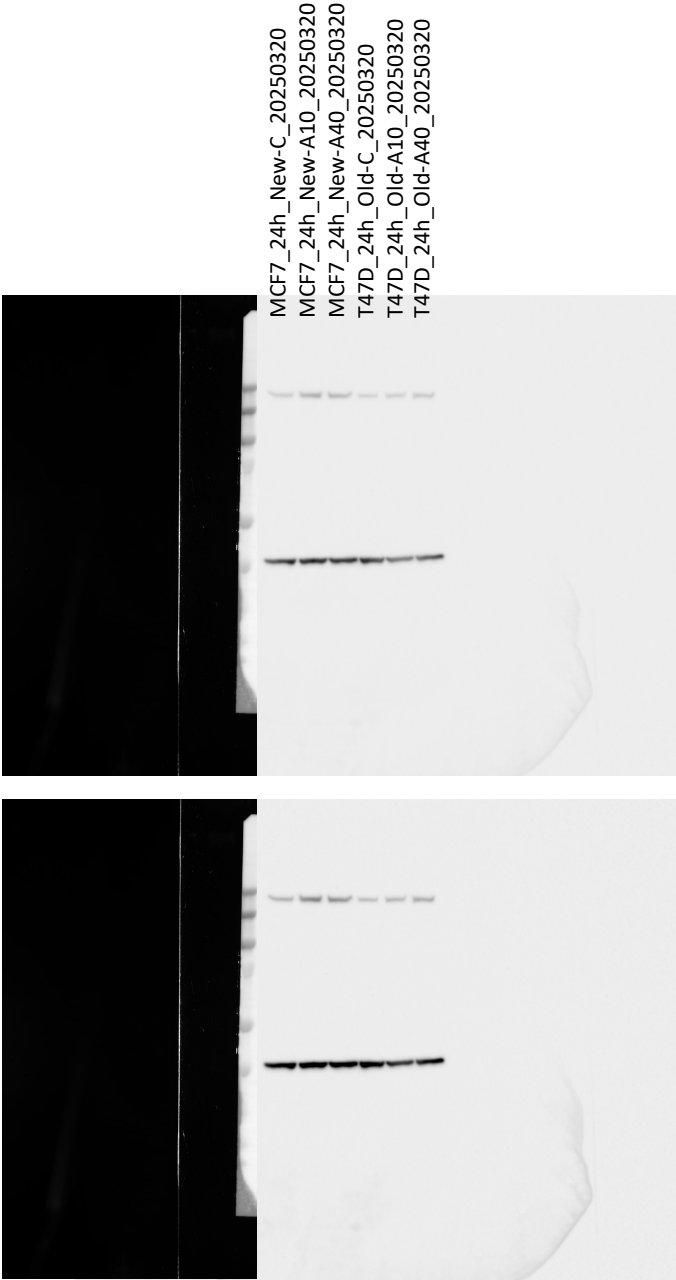

**Supplement:** Supplementary file 9 — all_raw_western_blot_images_of_supplementary_figures

How the deposited data were processed for this re-analysis (not part of the article)

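The authors sequenced RNA of 2 HR-positive lines (MCF7, T47D) and 2 TN lines (MDA-MB-231, MDA-MB-468) after 24 h with AdipoRon at 40 µg/mL or with DMSO, with 3 libraries in each of 8 groups. The deposited table holds whole-number counts per gene symbol for the 24 libraries, without normalization. The submitters' notes name DESeq2 and the genome GRCh38.p14, and the aligner and the counting program are not stated. The table has 25559 rows, of which 26 hold dates in place of gene symbols. These were left out, and they carry 0.0992 to 0.157% of the counts of a library. Of the remaining symbols, 20013 are current in RefSeq, 2464 are found only as synonyms and 3056 are in neither group. Of 914 symbols in the lists of genes, 858 are in the table as written, 43 under an older symbol and 13 not at all. The table holds no mitochondrially encoded gene. Reads of near-identical genes, such as HSPA1A and HSPA1B, the metallothioneins, the AKR1C genes and the ferritin genes with their pseudogenes, can be split in ways that the table does not show.

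Counts were analyzed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were filtered with filterByExpr at its default settings, which left 16826, and libraries were normalized by TMM. A single quasi-likelihood fit with robust estimation took the 8 groups as its design, with 16 residual degrees of freedom and a common biological coefficient of variation of 0.382. Contrasts gave the effect of AdipoRon in each line, its mean over the HR-positive lines, over the TN lines and over all lines, and the difference between HR-positive and TN lines. P-values were adjusted by the Benjamini-Hochberg method within each contrast, and adjusted p under 0.05 was taken as a change. The test itself returns no standard error. Those given are the absolute log2 fold change divided by the square root of the F statistic of the test. CPM values are TMM-normalized, with a prior count of 2 where a logarithm was taken of single libraries. A gene was counted as changed in all 4 lines when it passed in each in the same direction. Of 39 lists of genes, 37 with at least 5 tested members were tested with camera at a preset correlation of 0.01, adjusted over the lists of a contrast. Members of a list were counted with the adjustment over all genes and, where said, with an adjustment over the list alone.

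The comparisons, the lists and the alternatives, apart from those named in the closing section as chosen later, were fixed before the data were examined. Genes named in the text are those the paper names, the 5 highest and 5 lowest changes per line among genes that passed, with AdipoRon and control libraries fully separated and at least 5 CPM in the higher group, and up to 4 members per list with the smallest adjusted p. A similar rule with 10 genes each way covered genes changed in all 4 lines, and 5 each way covered the difference between HR-positive and TN lines. Alternatives were RLE size factors, DESeq2 1.42.0, no filter beyond at least 1 count, a filter of at least 5 CPM in at least 3 libraries, each line fitted alone, the cutoffs of the paper on the edgeR fit, each library left out in turn, and for the lists camera with an estimated correlation and fry. The labels number the replicates of each group, but no column carries these numbers, so the number at the end of the column names was used for a replicate block instead. Libraries of the same letter deviated together from their group means, at a correlation over 0.1 in every pair, in MDA-MB-231 cells alone, so that the number was taken to pair the libraries in that line (correlations of 0.119 to 0.389), from the data and not from a statement of the authors. Libraries lettered D and E also deviated with each other across treatments in that line (0.124 and 0.12), as much as the 2 lettered E did (0.119), so that the correlations set F apart but do not tell the pair of D from that of E.

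Library totals lie between 11735317 and 20092237 counts. The procedure was tested on simulated data with the library sizes of these counts and 1 spread per gene shared by all lines, in which 24 to 34 of 100 genes changed by 1 on the log2 scale and 75 to 80 of 100 changed by 2 were found per line, with 2 to 10 false calls. The changed genes had at least 5 CPM and changed alike in every line, and no structure by column number was simulated. These shares need not hold where the spread differs between libraries. With 3 libraries per group, an exact permutation test cannot give a p-value under 0.1, so that p-values come from the model. No 2 libraries were duplicates. The authors' GSEA was not repeated, since its gene sets are not among the files, and protein data were not analyzed.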

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

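The tests of stromal and immune markers, of transcripts above all other libraries and of squamous markers, and that of 2 lists at an estimated correlation with the TN libraries lettered F alone, were chosen only after the result was seen.

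The MCF7 AdipoRon library lettered B held 19 of 35 squamous epithelial markers above 3 times the highest of the other 23 libraries, against at most 1 in any other library, a signal in genes the paper does not analyze. Stromal or immune RNA is argued against by the share of such markers found, 0.0588, and the other 3 lines as the whole source by 26 transcripts at 50 CPM or more that lay above 3 times the highest of the other 23 libraries, with KRT14 at 5674 against 195, KRT6C at 344 against 0.353 and CALML3 at 173 against 0.076 CPM. RNA of squamous epithelial cells from outside the 4 lines is a candidate source, with a share of 0.543 of the squamous list found, though 23 of the 35 genes reach 1 CPM in another line and 5 in another MCF7 library. RNA of the other lines as a part of the source cannot be told apart, since 0.797 of the MDA-MB-468, 0.727 of the T47D and 0.675 of the MDA-MB-231 markers were found, while no value here separates markers of the lines from those that another source of the 26 transcripts would bring, a reading changed after these values were seen. The design offers no biological explanation and none was tested, expression by the MCF7 cells of that culture included, and the MCF7 count without this library is 1620, with 858 higher and 762 lower.

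Cytosolic aminoacyl-tRNA synthetases rose more with AdipoRon in the HR-positive than in the TN lines, with a median difference of 0.94 on the log2 scale (adjusted p = 2.75e-12, or adjusted p = 0.0296 with an estimated correlation), which is a difference between groups of cell lines. The median over these genes and the ATF4 targets was 1.19 with TMM and 1.14 with RLE size factors. Over all genes RLE shifted this contrast by a median of only -0.0427. So small a change of scale could not have moved the list median far, so that the normalization stays open. Stress genes already raised in the TN controls lettered D and E are a candidate explanation of a part. Over both lists together the median with the TN libraries lettered F alone was 0.544, or 0.457 of its value. These controls lay above F by medians of 1.78 (MDA-MB-231) and 1.52 (MDA-MB-468) over the ATF4 targets, but 0.29 and 0.61 over the synthetases. The median over the synthetases alone was not computed with the F libraries alone. Each TN group then has 1 library, assumed to vary like those of the other groups. Under that assumption the preset correlation gave adjusted p = 6.29e-09 for the synthetases and 0.00321 for the ATF4 targets, but an estimated one 0.262 and 0.381, so that it stays open whether the lists differ there. The subtype of the lines stays open as a biological explanation. With 2 lines each it was not tested apart from other differences between them, or from what the column numbers mark.

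Between the HR-positive and the TN lines 1144 genes differed in their change with AdipoRon, 690.0 of them higher in the HR-positive lines. The HR-positive libraries carry other column numbers than the TN libraries, so that such differences cannot be told apart from what the numbers mark. The 4 lines can be paired in only 3 ways, too few for a share under 0.05, and the highest other pairing gave 413. DDIT3 differed between these groups by 2.88 on the log2 scale, and ESR1 differed between MCF7 and T47D cells by -2.72. In T47D cells the median over nuclear-encoded genes of oxidative phosphorylation was -0.58 and that over lysosome and autophagy genes was -0.61, signals in transcripts the paper does not discuss, though it shows blots of proteins of oxidative phosphorylation. From these blots, made at a later time than the RNA, it reports less SDHB, MTCO2 and Tom20 protein in MCF7 cells.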

How the results depend on the processing

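The replicate block by column number and the fits without the TN libraries lettered F were chosen after seeing the data.

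With RLE size factors the single genes among the 39 main results kept their direction and side of the threshold. The others are counts of genes or lists, and their totals stayed within a set factor of the main ones. With no filter or a stricter filter on low counts the same held for all 31 that could be computed. The share of higher genes among those that passed did shift with RLE. It went from 45.8 to 50% in MDA-MB-468 and from 60.3 to 52.7% for the difference between HR-positive and TN lines. Fitted alone, MCF7 gave 3303 genes, T47D 4731, MDA-MB-231 1 and MDA-MB-468 37, and ESR1 in T47D passed at 0.79. DESeq2 gave 324 genes in MDA-MB-231, 1218 in MDA-MB-468, 1294 in the TN mean, 2001 for the difference between HR-positive and TN lines, and 6 in all 4 lines. At the cutoffs of the paper MDA-MB-231 gave 826, MDA-MB-468 1317, the HR-positive mean 2255, the TN mean 878, the mean of all lines 1179 and all 4 lines 10.0, and DDIT3 in MDA-MB-468 passed at 1.72. Without the TN libraries lettered F MCF7 gave 3009, MDA-MB-231 654, MDA-MB-468 1115, the TN mean 1401, the difference between HR-positive and TN lines 1898 and all 4 lines 25. DDIT3 in MDA-MB-468 then passed at 1.44, 19 lists passed for the difference, and the hypoxia list in the TN mean turned downward (adjusted p = 0.562). The cause was not tested.

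The replicate block gave 373 genes in MDA-MB-231, 866 in MDA-MB-468, 1165 in the TN mean and 27 in all 4 lines, and DDIT3 (1.83) and ERN1 (1.08) passed in MDA-MB-468. No other main result changed its call with the block. Same-lettered libraries deviated together at a correlation over 0.1 in every pair in MDA-MB-231 alone, where D and E did so with each other as well (0.124 and 0.12, against 0.119 within E). No block by the replicate number of the labels could be run, since no column carries it. The count of lists that passed camera was 22 in MCF7, 12 in T47D, 14 in MDA-MB-231, 13 in MDA-MB-468, 20.0 in the HR-positive mean, 13 in the TN mean, 20.0 in the mean of all lines and 11 for the difference. With an estimated correlation these became 0, 0, 1, 1, 0, 1, 1 and 1. With fry they became 23, 15, 5, 2, 26, 5, 22 and 8. The cause was not tested.

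With each library left out in turn, the count ranged from 868 (MCF7 control C) to 2184 in MCF7, from 2 (AdipoRon E) to 710.0 (AdipoRon F) in MDA-MB-231 and from 130.0 (AdipoRon E) to 745 in MDA-MB-468. In the TN mean it was 141, 168 and 1416 without the MDA-MB-231 AdipoRon library lettered D, E and F, 277 without the MDA-MB-231 control lettered F, and 249 and 300.0 without the MDA-MB-468 AdipoRon library and control lettered E. Over all 4 lines it went from 0 to 23 (without MDA-MB-231 AdipoRon F), and was 1 without the MDA-MB-231 control lettered D or F. DDIT3 ranged from -0.22 to 0.75 in MDA-MB-231, where it turned to -0.11 without AdipoRon D and to its lowest without control F, and from 1.40 to 1.94 in MDA-MB-468. ESR1 in T47D ranged from 0.71 to 0.91 and TACSTD2 in MDA-MB-468 from -1.0 to -0.62. The list of ATF4 targets in MDA-MB-468 ranged from adjusted p = 2.68e-06 to 0.868 (turned without control F) and oxidative phosphorylation in MDA-MB-231 from 0.000213 to 0.541 (turned without control F). KRT14 in MCF7 ranged from -0.062 (without the AdipoRon library lettered B) to 17.87 (without control C). No other MCF7 library held more than 0.766 CPM of KRT14, so that the size of this log2 fold change rests on values near the floor. These fits hold fewer libraries, and beyond that the cause was not tested. In the simulated counts, genes that change by 1 on the log2 scale are mostly missed in single lines (24 to 34 of 100 found), while 61 are found in the HR-positive mean, 62 in the TN mean and 85 in the mean of all lines. There each gene changed alike in every line, so that the shares in the means do not cover genes that differ between lines.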

Differences from the paper's values

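The paper states no number for a measure computed here, so that its statements on genes and directions are compared. For DDIT3, HMOX1 and ERN1 it states higher expression in all 4 lines. The fits here have all 3 higher in MCF7 and T47D cells, and HMOX1 higher in MDA-MB-468 cells. In MDA-MB-231 cells none of the 3 passed (log2 fold changes 0.28, 0.67 and 0.79), nor did DDIT3 (1.72) and ERN1 (0.86) in MDA-MB-468 cells, though the log2 fold changes of the 3 genes in the fit of all libraries are above 0 in every line. DDIT3 in MDA-MB-468 passed at the cutoffs of the paper, an alternative set before the data were examined, and without the MDA-MB-231 control lettered F (adjusted p = 0.0398). With the replicate block by column number, chosen after the values were seen, DDIT3 (1.83) and ERN1 (1.08) passed there. Libraries of the same letter did not deviate together in every pair of that line. Without the TN libraries lettered F, also chosen after, DDIT3 passed there as well (1.44). Neither setting drops a call of the 3 genes in MCF7, T47D or MDA-MB-468 cells. No setting that was run called any of the 3 genes in MDA-MB-231 cells.

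The paper states lower BRCA1 and BRCA2 mRNA in the HR-positive lines. Both were lower in MCF7 cells (log2 fold changes -1.65 and -1.93) and in the mean of the lines (-1.01 and -1.22), while in T47D cells they were at -0.37 and -0.50 and passed under no setting that was run. It states lower ESR1 in the HR-positive lines. ESR1 was lower in MCF7 cells (-1.93) and stood at 0.79 in T47D cells, where it passed as higher with that line fitted alone (adjusted p = 0.00509). It states lower TACSTD2 mRNA in T47D and MDA-MB-468 cells. The gene was lower in T47D cells (-1.29), and at -0.85 in MDA-MB-468 cells it passed under 1 of the settings run, without the MCF7 AdipoRon library lettered B (adjusted p = 0.0351). Its unadjusted p in MDA-MB-468 cells was 0.0152 from edgeR's quasi-likelihood test with all libraries. The legend of Fig. S5D names Welch's t-test, which was not run here, so that the thresholds differ.

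The paper states enrichment of sets for oxidative stress, apoptosis and ferroptosis in all cell lines, of lipid synthesis and insulin resistance in the HR-positive lines, and of necrosis and vesicle transport in the TN lines. Its sets are not in the files, so that the lists here are others. Targets of NRF2 (adjusted p = 1.15e-06, or adjusted p = 0.214 with an estimated correlation) and ferroptosis suppressors (adjusted p = 0.00578, or adjusted p = 0.161 with an estimated correlation) passed as higher in the mean of all lines. Pro-apoptotic genes (adjusted p = 0.325) and ferroptosis drivers (adjusted p = 0.667) did not. By line, NRF2 targets passed as higher in all 4 at the preset correlation (adjusted p = 0.000217 in MCF7, 0.00816 in T47D, 0.0209 in MDA-MB-231 and 0.0011 in MDA-MB-468) and in none with an estimated one (lowest adjusted p = 0.255), suppressors passed in MCF7 alone (adjusted p = 0.0153, or adjusted p = 0.14 with an estimated correlation), and pro-apoptotic genes and drivers in no line. Fry, set before the data were examined, called pro-apoptotic genes higher in MCF7 (adjusted p = 0.00229), in T47D (adjusted p = 0.00235) and in the mean of all lines (adjusted p = 0.00559), and suppressors in T47D (adjusted p = 0.0059). The replicate block, chosen after the values were seen, called suppressors in T47D (adjusted p = 0.0347) and MDA-MB-468 (adjusted p = 0.0285) and drops no call of these 4 lists. In these 2 lines libraries of the same letter did not deviate together in every pair. In the HR-positive mean cholesterol genes passed as higher (adjusted p = 2.38e-05, or adjusted p = 0.372 with an estimated correlation), whereas fatty acid and triglyceride synthesis (adjusted p = 0.817) and insulin signaling (adjusted p = 0.284) did not. In the TN mean necroptosis genes passed as lower (median -0.26, adjusted p = 0.0175, or adjusted p = 0.366 with an estimated correlation, lost without the MDA-MB-468 AdipoRon library lettered D at adjusted p = 0.0616) and vesicle transport did not pass (adjusted p = 0.258). Of the genes that Fig. 4B names, chosen by the study on these libraries, most were higher in the mean of their lines. Over all lines 17 of 18 tested were higher, in the HR-positive mean 7 of 8 (median 1.38) and in the TN mean 8 of 14 (median 1.02), and none of them was lower, though in MDA-MB-231 cells 1 of the 18 and none of the 14 passed. Some genes of each set were also higher in the mean of the other lines, and no difference between the groups was tested for these sets. Of the genes named for the HR-positive lines 4 of 8 were higher in the TN mean (median 1.17). In MDA-MB-468 cells 4 of these 8 were higher (median 1.88), and in MDA-MB-231 cells none passed (median -0.15). Of those named for the TN lines 9 of 14 were higher in the HR-positive mean (median 0.89).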

Other observations

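All tests of the aryl hydrocarbon receptor targets were chosen only after the result was seen.

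AdipoRon raised genes of the integrated stress response in both HR-positive lines and genes of the unfolded protein response in MCF7 cells. Values of this paragraph refer to the mean of the 2 lines where no line is named. Of 37 targets of ATF4, the transcription factor of the integrated stress response, 29 were higher and none was lower (30 higher when adjusted over the list alone, camera, adjusted p = 1.95e-16, or adjusted p = 0.237 with an estimated correlation). The list passed in MCF7 (adjusted p = 4.02e-16, or adjusted p = 0.163 with an estimated correlation) and in T47D cells (adjusted p = 5.02e-08, or adjusted p = 0.505 with an estimated correlation). CEBPG, a partner of ATF4, SHMT2, of mitochondrial one-carbon metabolism, and XPOT, an exporter of tRNA, rose (log2 fold changes 2.79, 1.57 and 2.14 from edgeR's quasi-likelihood test). Of 32 genes of the IRE1 and ATF6 arms, 20 were higher (23 higher and 1 lower alone, adjusted p = 5.54e-08, or adjusted p = 0.249 with an estimated correlation), with the chaperone HYOU1 (log2 fold change 1.41, adjusted p = 0.000111) and CRELD2 (log2 fold change 1.02, adjusted p = 0.000159). That list passed in MCF7 cells (adjusted p = 1.59e-15, or adjusted p = 0.14 with an estimated correlation) but not in T47D cells (adjusted p = 0.181). There it did with the replicate block by column number (adjusted p = 0.0479), a block chosen after seeing the data. Same-lettered T47D libraries did not deviate together in every pair. Of 20 aminoacyl-tRNA synthetases, 13 were higher (15 alone, adjusted p = 2.71e-11, or adjusted p = 0.0607 with an estimated correlation), among them TARS (log2 fold change 1.36, adjusted p = 2.42e-06) and MARS (log2 fold change 1.54, adjusted p = 1.1e-05). Targets of TNF and NF-kB rose as well, 15 of 22 (16 alone, adjusted p = 7.22e-10, or adjusted p = 0.202 with an estimated correlation), with IRF1, an interferon regulatory factor, at 3.46 and TNF at 4.58.

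Genes of mitochondria and lysosomes fell in the mean of the same lines. In that mean, of 52 nuclear-encoded genes of oxidative phosphorylation, 32 were lower and none was higher (37 lower and 1 higher alone, adjusted p = 1.18e-11, or adjusted p = 0.249 with an estimated correlation), among them COX6C (log2 fold change -0.99, adjusted p = 1.19e-05) and the succinate dehydrogenase genes SDHC (log2 fold change -1.18, adjusted p = 2.45e-05) and SDHA (log2 fold change -0.99, adjusted p = 0.000111). In T47D cells 26 were lower and 1 was higher (adjusted p = 1.16e-09, or adjusted p = 0.454 with an estimated correlation). The list passed camera in MCF7 cells as well (adjusted p = 2.19e-06, or adjusted p = 0.396 with an estimated correlation). In the mean, of 32 lysosome and autophagy genes, 16 were lower (18 lower and 1 higher alone, adjusted p = 4.39e-07, or adjusted p = 0.202 with an estimated correlation), with the protease CTSA (log2 fold change -1.20, adjusted p = 3.47e-06) and the cholesterol carrier NPC2 (log2 fold change -1.19, adjusted p = 1.3e-05), and in T47D cells 14 (adjusted p = 4.73e-08, or adjusted p = 0.377 with an estimated correlation). In MCF7 cells 6 were lower and 2 higher (adjusted p = 0.0184, or adjusted p = 0.406 with an estimated correlation), a call that ended without the MCF7 control lettered C (0.0656) or the TN libraries lettered F (0.167). In the mean, of 21 genes of fatty acid oxidation, 11 were lower, also when adjusted alone (adjusted p = 8.45e-06, or adjusted p = 0.0626 with an estimated correlation), with the carnitine carrier SLC25A20 at -1.04 and HADHB at -0.56. Of 7 targets of the aryl hydrocarbon receptor, 3 were higher in the TN mean, also alone (adjusted p = 1.48e-08, or adjusted p = 0.000514 with an estimated correlation), with CYP1B1 (log2 fold change 2.30, adjusted p = 2.95e-06) and TIPARP (log2 fold change 1.63, adjusted p = 0.000439) and none lower. This list also passed camera in the HR-positive mean (adjusted p = 0.0112, or adjusted p = 0.189 with an estimated correlation).

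In MDA-MB-231 cells the controls lettered D and E held more transcripts of stress and sterol genes than the one lettered F, by a median of 1.78 over the ATF4 targets, 1.25 over the unfolded protein response and 1.60 over cholesterol genes. AdipoRon-treated cells under the control label in these libraries are argued against by the 3 targets of the aryl hydrocarbon receptor that passed as higher in MDA-MB-468 cells. Over these the MDA-MB-231 controls lettered D and E lay above the one lettered F by at most 0.100 of the rise within F, and CYP1B1 stood at 93.5, 74.3 and 78.5 CPM in the controls lettered D, E and F against 719, 619 and 446 with AdipoRon. Among the other targets, ALDH3A1 was higher in the controls lettered D and E (by 6.52). The 3 other tests decide nothing by themselves. The median control difference over all 7 targets was 0.0715 while the members went both ways, and within E their median rise of 0.693 lies within its spread (0.388) of the bound of 0.67. Over 91 genes that changed in the same direction in the 3 other lines, the median in that direction was 0.145 within D and 0.126 within E but -0.0126 within F, which was to be the measure, a reading changed after the value was seen. A state shared by libraries of the same letter in both TN lines may play a part and cannot be told apart, since the differences of the TN lines correlated at 0.161 across genes, between the bounds set for it, while within MDA-MB-231 cells the control and AdipoRon differences correlated at 0.389. The design offers no biological explanation, and none was tested.

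Other splits of the libraries were tried for each count of changed genes. Within a line, 3 against 3 libraries make 10 splits, too few for a share under 0.05. The real split gave 1982 and the highest other 5 in MCF7, 3126 and 2 in T47D, 559 and 96 in MDA-MB-468, and 13 and 36 in MDA-MB-231, where 2 of the 10 splits, the real one included, gave 13 or more. The split with 36 set AdipoRon D, AdipoRon E and control D against the rest, which points to a structure of these libraries other than the treatment, and the replicate block there gave 373. The 3 other splits of this line that part every pair of the same number, as the real one does, gave 0, and the remaining ones, which keep a pair together, gave 0 to 36. Of 100 splits drawn within the lines, 1, the real one, gave as many genes for each mean. The HR-positive mean gave 4034 (highest other 927) and the TN mean 533 (highest other 18). The mean of all lines gave 3704 (highest other 122). The draw with 927 and 122 kept the real grouping of the T47D libraries, so that these counts hold effects of the treatment. The draw with 18 kept the real grouping of both TN lines with the labels exchanged. Mixing libraries of the other lines in the shared fit can thus lower a count. The draws ignored the column number, whereas the real split has 1 library of each number on each side. They argue against chance only for splits that ignore the number, so that chance is not excluded.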
